# P-selectin axis plays a key role in microglia immunophenotype and glioblastoma progression

**DOI:** 10.1038/s41467-021-22186-0

**Published:** 2021-03-26

**Authors:** Eilam Yeini, Paula Ofek, Sabina Pozzi, Nitzan Albeck, Dikla Ben-Shushan, Galia Tiram, Sapir Golan, Ron Kleiner, Ron Sheinin, Sahar Israeli Dangoor, Shlomit Reich-Zeliger, Rachel Grossman, Zvi Ram, Henry Brem, Thomas M. Hyde, Prerna Magod, Dinorah Friedmann-Morvinski, Asaf Madi, Ronit Satchi-Fainaro

**Keywords:** Tumour immunology, Cancer microenvironment

## Abstract

Glioblastoma (GB) is a highly invasive type of brain cancer exhibiting poor prognosis. As such, its microenvironment plays a crucial role in its progression. Among the brain stromal cells, the microglia were shown to facilitate GB invasion and immunosuppression. However, the reciprocal mechanisms by which GB cells alter microglia/macrophages behavior are not fully understood. We propose that these mechanisms involve adhesion molecules such as the Selectins family. These proteins are involved in immune modulation and cancer immunity. We show that P-selectin mediates microglia-enhanced GB proliferation and invasion by altering microglia/macrophages activation state. We demonstrate these findings by pharmacological and molecular inhibition of P-selectin which leads to reduced tumor growth and increased survival in GB mouse models. Our work sheds light on tumor-associated microglia/macrophage function and the mechanisms by which GB cells suppress the immune system and invade the brain, paving the way to exploit P-selectin as a target for GB therapy.

## Abstract (web summary)

Glioma-associated microglia/macrophages are central drivers of brain tumor pathology. Here the authors characterize the role of the P-selectin/PSGL-1 axis in the cross-talk between glioblastoma cells and microglia/macrophages and show that the therapeutic targeting of P-selectin limits glioblastoma progression in preclinical models.

## Introduction

Glioblastoma (GB), the most common and lethal type of primary brain tumor^1^, is a highly heterogeneous tumor characterized by enhanced angiogenesis^2^. Even with the latest standard of care, which includes surgery followed by chemotherapy and radiotherapy, the median survival is only 20 months^3^. Complete surgical removal of the tumor is challenging due to the invasive nature of the disease^4^. Therefore, uncovering new therapeutic targets involved in GB establishment and progression could be of immense use. It is well known that the tumor microenvironment and the immune system play an important role in tumor progression^5^. Although T cells are not abundant in the brain microenvironment, the myeloid lineage comprises 30% of the cells found in GB tumors, with recent accumulating evidence for their involvement in GB tumorigenesis^6^.

Microglia are macrophage-like cells that serve as the brain immune system. Both microglia cells and bone marrow-derived macrophages (BMDM), which are recruited to the brain in pathological conditions, have been shown to have a role in GB progression^7^. Glioma-associated microglia/macrophages (GAMs) can be found in different activation states, presenting a complex and heterogeneous population. GAMs may possess a pro-inflammatory/anti-tumorigenic phenotype in which they are phagocytic, cytotoxic, and bear antigen-presentation capabilities^8^. This phenotype allows microglia/macrophages to attack transformed-cancerous cells and harness cytotoxic T cells against the tumor. In contrast, GAMs may also be often found in anti-inflammatory/pro-tumorigenic phenotype which is related to tissue repair. This phenotype is characterized by tissue remodeling and angiogenesis properties and the secretion of anti-inflammatory cytokines such as IL-10 and TGF-β^9^ which support tumor development.

Although mixed populations are found in GB tumors, GAMs contribute to immune-escape and promote tumor progression, and have been shown to actively enhance glioma growth and invasion, and secrete angiogenic factors^10^. Despite the evidence pointing at the role of GAMs in gliomas, current immunotherapies have not yet been demonstrated to improve survival for GB patients in a clinically-significant manner. This emphasizes the need for alternative or combination approaches^11^. Although the exact role and activation state of GAMs are still unclear, reverting their phenotype to a more pro-inflammatory state has been shown to be a promising therapeutic approach for glioma and might also improve the outcome of immunotherapies in this disease. Several targets associated with this phenotypic switch, such as CSF-1R and STAT3, are currently under pre-clinical and clinical investigation for the treatment of GB^12^. Hence, uncovering new immune-modulators that could regulate GAMs phenotype in GB is of great importance and could lead to the development of new therapeutic strategies to treat this devastating disease.

We hypothesized that P-selectin (SELP), an adhesive molecule involved in leukocyte rolling, may represent one such immune-modulator. SELP is known to be involved in several immunological processes such as platelet activation and leukocyte recruitment and function^13,14^. In addition, there is accumulating evidence to suggest that SELP and P-selectin glycoprotein ligand-1 (PSGL-1) are involved in the spreading and metastasis of melanoma and colon cancer via platelet activation^15^. Recent studies have shown that PSGL-1 serves as an immune checkpoint expressed on T cells^16^. In addition, we and others have previously shown that SELP is expressed by different cancer cells, including our recent report of overexpression of SELP in GB cells in vitro and in vivo^17^. Despite these observations, SELP has so far only been exploited for selective delivery of therapeutics, and its role in GB tumorigenesis remained unexplored^18^.

Here, we investigate the functional role of SELP in GB progression. We show that when GB cells and microglia/macrophages are exposed to each other, GB cells overexpress and over-secrete SELP and microglia/macrophages overexpress SELP and PSGL-1. To elucidate the role of the SELP-PSGL-1 axis in GB progression, we blocked SELP function by either a commercially-available SELP inhibitor (SELPi), a neutralizing anti-SELP antibody and by generating several SELP-knockdown GB cells by retroviral infection of five murine and a pool of three human shRNA sequences. Single Cell RNA-seq analysis of GB-shSELP-derived microglia/macrophages reveals an increase in pro-inflammatory and T cell recruitment signatures compared to GB-negative control shRNA (shNC)-derived microglia/macrophages. Indeed, our results show that blocking SELP function leads to delayed tumor growth, prolonged survival and improved immune infiltration in vivo. These findings suggest that SELP expression on GB cells modulates microglia/macrophages activation and T cell recruitment. Here we demonstrate the key involvement of this axis in GB-GAMs interactions, promoting proliferation, invasion and immune modulation presenting a potential therapeutic approach for GB.

## Results

### GB-microglia interactions promote GB cell migration and proliferation

Our initial objective was to investigate the role of microglia in GB progression. Using patient GB samples, human xenogeneic and murine syngeneic GB mouse models, we detected the presence of activated microglia in the tumor by Iba1 immunostaining (Fig. 1A). We then proceeded to evaluate the effect of microglia on GB cell proliferation and migration in vitro. To that end, we have used commercially-available human microglia and freshly-isolated murine microglia from naïve mice by CD11b positive selection. These microglia cells were characterized by the specific microglia markers TMEM119 and P2Y12 (Supplementary Fig. 1C, D). Co-culture proliferation assay and TransWell migration assay revealed increased proliferation and migration of patient-derived GB cells (PD-GB4) in the presence of human microglia (Fig. 1B, C). In addition, we found that PD-GB4 cells facilitate the proliferation and migration of human microglia as well (Supplementary Fig. 1A, B), indicating the reciprocal activation of microglia following the interaction with GB cells in our models. This suggests that GB cells may induce microgliosis in the brain as a result of the neuroinflammation induced by their crosstalk. We observed a direct correlation between the increased proliferation rate of murine GL261 GB cells and the concentration of murine microglia in the culture, and increased migration of GL261 cells towards murine microglia (Supplementary Fig. 2A, B). These findings were reproduced using human U251 GB cell line showing enhanced proliferation and migration of U251 cells following the interactions with human microglia (Supplementary Fig. 2D, E).

**Fig. 1:**
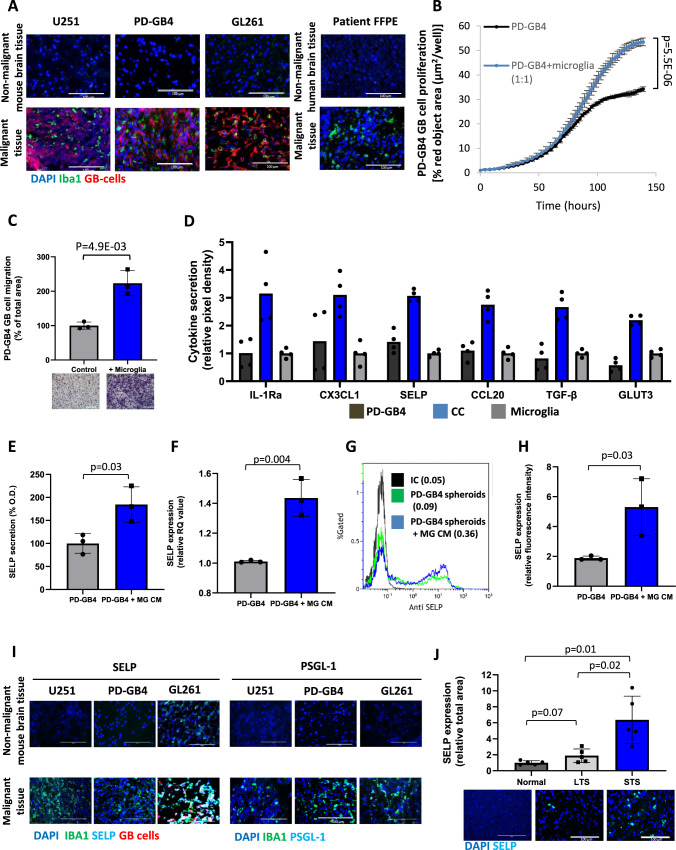
Microglia facilitates the proliferation and migration rate of GB cells and enhances the expression of SELP by GB cells. **A** Iba1 immunostaining showing activated microglia in GB tumors compared to normal/adjacent tissue in a GB patient FFPE sample and three GB mouse models; iRFP-labeled human U251, patient-derived (PD-GB4) GB xenografts and mCherry-labeled murine GL261, *N* = 3 mice or 3 patient samples. Scale bars represent 100 µm. The proliferation (**B**) and migration (**C**) rates of iRFP-labeled PD-GB4 GB cells were enhanced in the presence of human microglia. Data represent mean ± s.d. of triplicate wells. The graphs are representative of three independent repeats. Statistical significance was determined using an unpaired, two-sided Student’s *t* test. **D** Cytokine profile showing over-secretion of SELP and other factors in a co-culture of human PD-GB4 GB cells and primary human microglia compared to monocultures. Data represent mean. Duplicates were measured for each cytokine. The graph shows the average of two independent studies including internal repeats. ELISA (**E**) and Real-time PCR (**F**) results showing over-secretion and mRNA expression of SELP by PD-GB4 cells when treated with human microglia CM (MG CM) compared to naïve microglia medium. Data represent mean ± s.d. Each dot represents a triplicate. The graphs show the average of three independent studies. Statistical significance was determined using an unpaired, two-sided Student’s *t* test. Representative image (**G**) and quantification (**H**) of flow cytometry analysis showing over expression of SELP when PD-GB4 spheroids were treated with microglia CM compared to naïve microglia medium. Data represent mean ± s.d. The graph shows the average of three independent studies. Statistical significance was determined using an unpaired, two-sided Student’s *t* test. **I** SELP and PSGL-1 are highly expressed in tumor areas enriched with activated microglia in GB mouse models. *N* = 3 mice per staining. Scale bars represent 100 µm. **J** SELP is highly expressed in short-term survivors (STS) GB patient FFPE samples compared to long-term survivors (LTS) or normal human brain tissue. Data represent mean ± s.d. Each dot represents the average of three images per sample. *N* = 5 human samples per group. Scale bars represent 100 µm. Statistical significance was determined using one-way ANOVA test with multiple comparisons adjustment. Source data are provided as a Source Data file.

### GB-microglia interactions induce high expression of SELP that facilitates GB progression

In order to detect secreted factors that play a key role in GB-microglia interactions and regulation of tumor progression, we performed protein-arrays of human PD-GB4 GB cells and primary human microglia. Our findings revealed several factors that were over-secreted following co-culture of GB cells with microglia (Fig. 1D). We then screened for over-secreted factors in a co-culture of primary murine microglia and murine GL261 GB cells, to verify whether the detected factors are relevant for both human and murine GB models (Supplementary Fig. 2C). Interestingly, in both assays, we found a significant increase in the secretion of SELP in the co-culture medium compared to the mono-cultures, which led us to further investigate the role of SELP in GB progression. The corresponding location on the cytokine array membranes of all the cytokines identified, as well as their gene IDs, are presented in Supplementary Fig. 4.

Next, we performed ELISA and RT-PCR to validate the secretion and expression of SELP by PD-GB4 cells. We found enhanced secretion and high expression of SELP following incubation of GB cells with human microglia conditioned medium (CM) (Fig. 1F, G). As the expression of membrane-bound SELP was low in GB cells grown in traditional 2D cultures (data not shown), we chose to use an in vitro 3D model involving a modified Hanging-Drop method that we previously developed to create GB spheroids followed by Matrigel seeding^17^. SELP was found to be expressed by PD-GB4 tumor spheroids, and its level of expression was increased when the spheroids were treated with microglia CM as demonstrated by flow cytometry (Fig. 1H, I). These findings were also observed using human U251 GB cells (Supplementary Fig. 2F–I). Furthermore, the results with human U251, patient-derived xenografts (PDX) and GL261 mouse models revealed positive staining of SELP and PSGL-1 in tumor areas enriched with activated microglia (Fig. 1I). This was performed using two additional PDX mouse models (Supplementary Fig. 3A, B). We note that SELP staining correlated mainly with the labeled GB cells while PSGL-1 staining seemed to correlate with Iba1 staining. Furthermore, we co-stained for Ki-67 together with Iba1 to validate in vivo the effects of microglia on GB cell proliferation observed in vitro, and found high expression of Ki-67 in areas enriched with Iba1 (Supplementary Fig. 3C). As SELP is known to be expressed by activated tumor endothelial cells, we co-stained for SELP and CD31 in two human and one murine GB mouse samples (Supplementary 3D). As expected, we also found positive staining of SELP on the tumor blood vessels. Since we used anti-mouse SELP antibody, human xenografts showed staining which correlates only with CD31 staining. This is in contrast to the murine model which showed positive staining that correlated with both blood vessels and tumor cells. These findings together with the staining presented in Fig. 1I indicate that both the tumor cells and their associated endothelial cells express SELP in vivo. In order to further validate the expression and clinical relevance of SELP, we obtained FFPE samples from short-term GB survivors (STS, <2 months) and long-term GB survivors (LTS, >5 years), as well as normal, healthy human brain tissues. Immunostaining of these samples, demonstrated higher expression of SELP in STS tumor samples compared to LTS tumors or normal brain samples (Fig. 1J). Separate channels of the immune-fluorescence staining, H&E staining of STS and LTS samples and flow-Cytometry gating strategy are presented in Supplementary Fig. 3. These results indicate that SELP is involved in the interaction between GB cells and microglia.

The observation that SELP is expressed by GB cells in vitro and in vivo, and overexpressed in the presence of microglia, prompted us to further investigate the functional role of SELP in GB progression, and specifically in GB cell-microglia (tumor-host) interactions. To that end, we established SELP knockdown GB cells using retroviral infection of SELP-shRNA (Fig. 2A–C). We mono-cultured or co-cultured GB cells with microglia and followed GB cell proliferation and migration in 2D in vitro models. SELP knockdown GB cells (shSELP) exhibited reduced proliferation and migration compared to negative control shRNA infected (shNC) and control WT cells in the presence of microglia (Fig. 2D, E). Interestingly, in the absence of microglia, these differences in proliferation were significantly reduced (Fig. 2D), indicating the relevance of SELP in GB-microglia interactions. The results show that shSELP GB cell proliferation in a co-culture is similar (no significant difference) to that of the WT cell proliferation in mono-culture, and that shSELP cell proliferation in the co-culture is similar to shSELP proliferation in mono-culture. This suggests that SELP knockdown eliminates the differences observed between mono-culture and co-cultures (Fig. 1B), hence inhibiting the microglia-enhanced GB cell proliferation. Since we observed high expression of SELP in our 3D model (Fig. 1G, H), we co-cultured GB cells and microglia in 3D spheroids. While the invasion of GB cells into the Matrigel was increased in the presence of microglia, SELP knockdown significantly inhibited PD-GB4 3D spheroid invasion (Fig. 2F). To confirm that this effect was due to SELP knockdown, we treated GB-microglia spheroids with a SELP specific small-molecule inhibitor (SELPi). SELPi treatment of GB cells in the presence of microglia resulted in a similar reduction in cell invasion (Fig. 2F), indicating that SELP is an important mediator of GB cell invasion. Inhibition of spheroid invasion following SELP knockdown was also observed using human U251 GB cells, and the effect of SELPi on GB spheroids was observed using human U251, PD-GB1, PD-GB3, and murine GL261 GB models (Supplementary Fig. 5B–F). In order to evaluate whether the observed effects of SELPi are not due to cytotoxicity, we have stained the treated cells for apoptosis-necrosis (Supplementary Fig. 6). The results showed slight increase in the percentage of apoptotic cells only when GB cells were treated with high concentrations of 5 and 10 µM SELPi, while no toxicity was observed using 0.5 µM which is the working concentration used for all in vitro experiments. Thus, showing that SELPi delayed the proliferation and invasion of GB cells in the presence of microglia and did not induce direct cell-killing. Since GBs are highly heterogeneous tumors, consisting of several molecular subtypes, we used three lenti-induced murine GB cells which represent the mesenchymal, proneural and classical GB subtypes (Supplementary Fig. 7). We found that the mesenchymal, proneural and classical GB spheroids express high levels of SELP compared to 2D cultures and even higher levels when co-cultured with murine microglia (Supplementary Fig. 7B, D, F). Moreover, treatment with SELPi significantly reduced the invasion of GB spheroids co-cultured with murine microglia using all three GB subtypes (Supplementary Fig. 7C, E, G). Our results showed that SELP mediates GB cell proliferation and invasion in the presence of microglia in 2D and 3D in vitro models using several human and murine GB models.

**Fig. 2:**
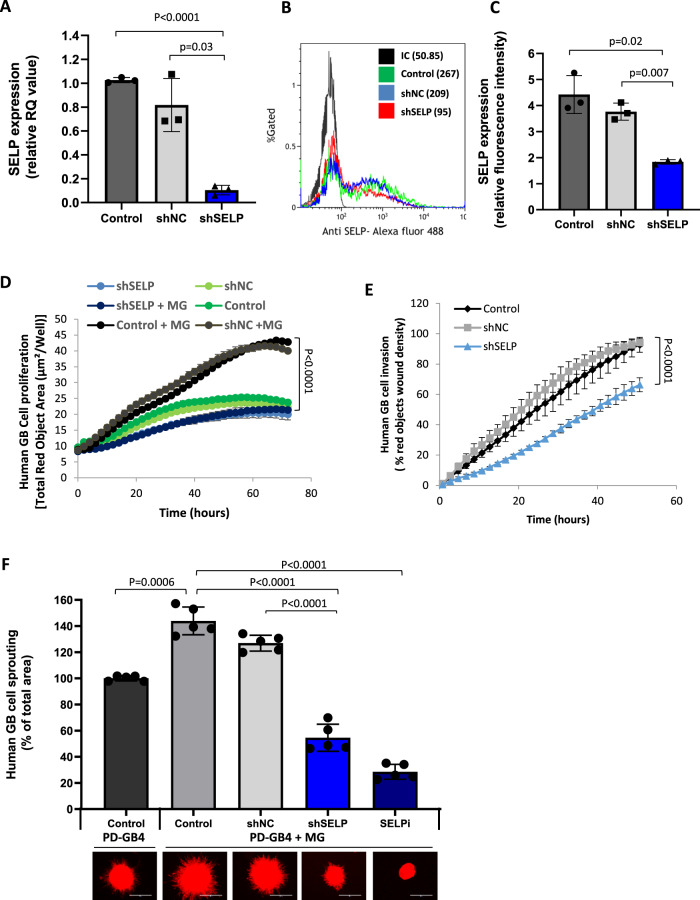
SELP mediates GB cell invasion, migration, and proliferation. **A** Real-time PCR showing reduced SELP mRNA levels in shSELP PD-GB4 cells, compared to control WT (Control), and negative control shRNA (shNC). Data represent mean ± s.d. Each dot represents a triplicate. The graph showing the average of three independent experiments. Statistical significance was determined using one-way ANOVA test with multiple comparisons adjustment. Representative image (**B**) and quantification (**C**) of flow cytometry analysis of SELP expression showing reduced expression in shSELP PD-GB4 compared to control WT and shNC PD-GB4 cells. Data represent mean ± s.d. The graph shows the average of three independent experiments. Statistical significance was determined using one-way ANOVA test with multiple comparisons adjustment. **D** Proliferation of iRFP-labeled PD-GB4 cells alone or co-cultured with unlabeled human microglia showing lower proliferation rate of shSELP PD-GB4 compared to control WT and shNC PD-GB4 cells. Cell proliferation was followed and analyzed using the IncuCyte imaging system for 72 h. Data represent mean ± s.d. of triplicate wells. The graph a is representative of three independent repeats. Statistical significance was determined using two-ways ANOVA test with multiple comparisons adjustment. **E** Wound healing assay using iRFP-labeled PD-GB4 cells co-cultured with microglia, showing lower migration rate of shSELP PD-GB4 compared to control WT and shNC PD-GB4 cells. Wound closure was followed and analyzed by the IncuCyte imaging system for 60 h. Data represent mean ± s.d. of 4 wells per group. The graph is a representative of three independent repeats. Statistical significance was determined using two-ways ANOVA test with multiple comparisons adjustment. **F** 3D spheroid invasion in Matrigel showing enhanced invasion of iRFP-labeled PD-GB4 GB cells when co-culture with unlabeled human microglia, and reduced invasion following SELP knockdown or treatment with 0.5 µM SELPi compared to untreated control WT or shNC PD-GB4 cells. Sprouting was followed for 72 h. Data represent mean ± s.d. of 5 spheroids per group. The graph a is representative of three independent experiments. Scale bars represent 100 µm. Statistical significance was determined using one-way ANOVA test with multiple comparisons adjustment. Source data are provided as a Source Data file.

### GB cells promote the anti-inflammatory/pro-tumorigenic function of microglia/macrophages via SELP-PSGL-1 axis

When we investigated the effect of SELP on microglia, we found that not only GB cells, but also microglia, express SELP-mRNA and secrete SELP. Both expression and secretion of SELP were elevated when human microglia were treated with GB CM (Fig. 3A, B). Moreover, human microglia upregulated the expression of PSGL-1 when exposed to GB CM (Fig. 3C, D). Indeed, further analysis of single-cell RNA-seq data, obtained by Darmanis et al., of microglia isolated from fresh patient-derived GB samples^19^ (Supplementary Fig. 8A) revealed high expression of PSGL-1 in a population defined as resident microglia (Fig. 3E).

**Fig. 3:**
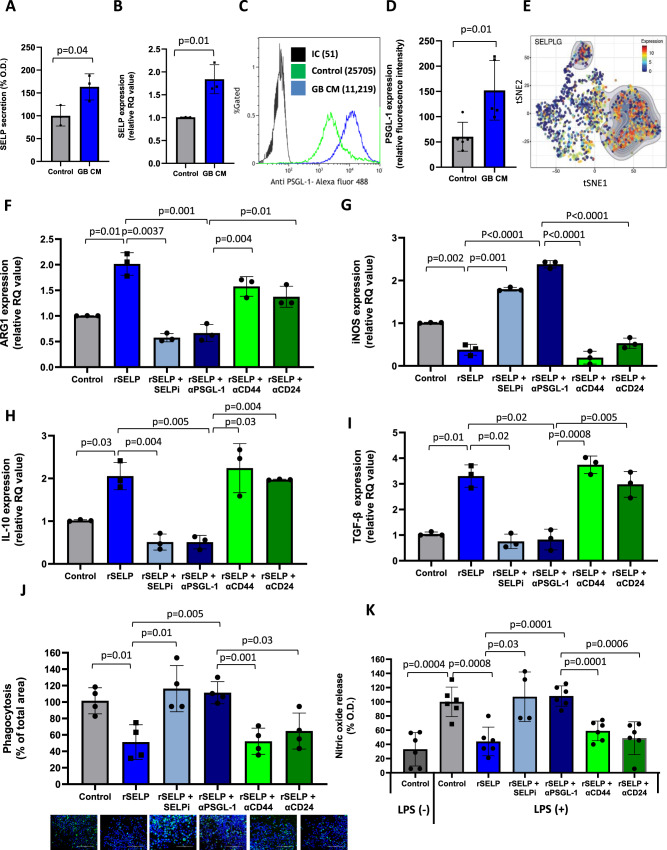
SELP inhibits the microglia pro-inflammatory phenotype and promotes their immunosuppressive activity. **A** ELISA assay showing higher secretion of SELP by human microglia treated with PD-GB CM compared to naïve DMEM. Data represent mean ± s.d. Each dot represents a triplicate. The graph shows the average of three independent repeats. Statistical significance was determined using an unpaired, two-sided Student’s *t* test. **B** Real-time PCR showing higher expression SELP mRNA by human microglia treated with PD-GB4 CM compared to naïve DMEM. Data represent mean ± s.d. Each dot represents a triplicate. The graph shows the average of three independent repeats. Statistical significance was determined using an unpaired, two-sided Student’s *t* test. Representative image (**C**) and quantification (**D**) of flow cytometry analysis of PSGL-1 expression by human microglia, showing higher expression when treated with PD-GB4 GB CM compared to naïve DMEM. Data represent mean ± s.d. The graph shows the average of five independent experiments. Statistical significance was determined using an unpaired, two-sided Student’s *t* test. **E** tSNE plot of single-cell RNA-seq analysis of microglia and macrophages isolated from patients′ GB tumors, showing the expression of PSGL-1 by microglia compared to macrophages. Data obtained from Darmanis et al.^56^. Treatment with rSELP resulted in elevated mRNA expression of ARG1 (**F**), reduced expression of iNOS (**G**) and elevated expression of IL-10 (**H**) and TGF-β (**I**) by human microglia. SELPi or anti-PSGL-1 neutralizing antibody rescued rSELP effects while anti-CD44 or CD24 neutralizing antibody did not affect gene expression. Data represent mean ± s.d. Each dot represents a triplicate. The graphs show the average of three independent studies. Statistical significance was determined using one-way ANOVA test with multiple comparisons adjustment. Phagocytic activity (**J**) and NO release (**K**) by human microglia were reduced when treated with rSELP, and were restored when inhibiting SELP or PSGL-1 but not when neutralizing CD44 or CD24. Data represent mean ± s.d. of four wells per group. The graphs are representative of three independent repeats. Scale bars represent 200 µm. Statistical significance was determined using one-way ANOVA test with multiple comparisons adjustment. Source data are provided as a Source Data file.

To evaluate the effect of SELP on microglia phenotype, we followed the expression of arginase 1 (ARG1) which is related to immunosuppressive phenotype of tumor-associated macrophages (TAMs)^20^. Furthermore, we evaluated the expression of inducible nitric oxide synthase (iNOS) which is involved in nitric oxide production and is associated with pro-inflammatory phenotype^21^, in addition to the assessment of the immunosuppressive cytokines IL-10 and TGF-β (Fig. 3F–I). We found that treatment with recombinant SELP (rSELP) resulted in increased expression of ARG-1, IL-10 and TGF-β and reduced expression of iNOS. We were able to rescue the effects of rSELP by adding SELPi or anti-PSGL-1 neutralizing antibody on top of rSELP treatment. Interestingly, only partial effect, if any, was observed when neutralizing antibodies against the additional SELP ligands CD44 and CD24 were added^22,23^ (Fig. 3F–I). Phagocytosis and NO release are functional characteristics of microglia/macrophages associated with pro-inflammatory activation state^8^. A phagocytosis assay with fluorescently-labeled latex beads, demonstrated a reduction in phagocytic activity of human microglia when treated with rSELP (Fig. 3J). Adding SELPi or anti-PSGL-1 neutralizing antibody restored the phagocytic function of human microglia while neutralizing antibodies for CD44 or CD24 did not affect this ability. Finally, we were also able to show that treatment with rSELP reduced the amount of NO released by human microglia following LPS induction. NO levels were restored when we added SELPi or anti-PSGL-1 neutralizing antibody but not when adding anti-CD44 or CD24 neutralizing antibodies (Fig. 3K). These results suggest that SELP mediates the anti-inflammatory phenotype of microglia by binding PSGL-1 and not other SELP ligands. The secretion of IL-10 and TGF-β was also evaluated in the protein level using cytokine array, showing higher secretion by human microglia when treated with rSELP (Supplementary Fig. 8B, C). The cell surface proteins CD163 and CD206 (MRC1), are associated with anti-inflammatory function of microglia/macrophages^24^. Thus, we evaluated their expression by human microglia using flow cytometry. In the presence of PD-GB4 CM, human microglia expressed higher levels of CD163 than untreated cells. This CD163 expression was reduced when microglia cells were treated with PD-GB4 CM supplemented with SELP neutralizing antibody (Supplementary Fig. 8E, F). Treating human microglia with PD-GB4 CM and rSELP induced the expression of CD206 by human microglia while adding SELPi to PD-GB4 CM reduced CD206 expression (Supplementary Fig. 8G). Accordingly, microglia isolated from control WT GB-microglia spheroids expressed higher levels of CD163 than microglia isolated from spheroids prepared with shSELP PD-GB4 cells (Supplementary Fig. 8H–J). To reveal the downstream effects of SELP-PSGL-1 axis in microglia, we have explored the activation of the NF-kB pathway. We found an increase in the phosphorylation of the NF-kB protein p65 when human microglia were treated with rSELP compared to untreated cells (Supplementary Fig. 8K). Validating the effects of SELP on microglia immunophenotype, we used freshly-isolated primary murine microglia in addition to human microglia. We showed that SELP-PSGL-1 axis mediates the expression of IL-10 and TGF-β by murine microglia and that treatment with rSELP increased the secretion of IL-10 and reduced the phagocytic ability of murine microglia (Supplementary Fig. 9). In order to elucidate whether these findings are restricted to GB-microglia interactions, or apply also to GB interactions with macrophages, we used freshly-isolated bone marrow derived macrophages (BMDM; Supplementary Fig. 10A). First, we found that BMDM also express PSGL-1. This expression was elevated when the cells were treated with rSELP and GB CM, and reduced when SELPi was added to GB CM (Supplementary Fig. 10B). Then, we observed increased CD206 expression and decreased CD38 expression when BMDM were treated with rSELP. CD38 is known to induce pro-inflammatory cytokines secretion by TAMs^25^. Following the addition of SELPi to rSELP containing medium, the expression of CD206 was reduced while the expression of CD38 was elevated (Supplementary Fig. 10C, D). In addition, we found that SELP-PSGL-1 interactions mediate BMDM phagocytosis activity and nitric oxide release. These results show that SELP-PSGL-1 axis is involved in GB-macrophages interactions as well. The association between PSGL-1 and microglia/macrophages was also explored using the GBM datasets in TCGA. The results of the analysis showed a positive correlation between the expression of microglia gene signature—Tmem119, Cx3cr1, P2ry12, Arg1, Olfml3, Gpr34, Ccl4 and Ccl3, and PSGL-1 expression in GB patients (Supplementary Fig. 11A). Interestingly, we also found a positive correlation between PSGL-1 and CD4 (Supplementary Fig. 11B); and, following analysis of single-cell RNA-seq data obtained from the Single Cell Portal^26^, we found that PSGL-1 was expressed not only by microglia/macrophages, but also by infiltrating T cells in GB samples (Supplementary Fig. 11C). This suggests that the SELP-PSGL-1 axis might also play a role in the interactions with infiltrating T cells.

Taken together, these results demonstrate the immunosuppressive effect of SELP on microglia/macrophages which is mediated by PSGL-1 in contrast to other SELP ligands.

### SELP inhibition delays tumor growth and affects the microenvironmental landscape in GB mouse models

In order to evaluate the effect of SELP inhibition in vivo, we performed several experiments using murine and human GB mouse models. First, we evaluated the effect of SELP knockdown in human GB mouse models, we injected shSELP, shNC or control WT PD-GB4 or U251 cells, intracranially into SCID mice (Fig. 4). Mice bearing shSELP tumors exhibited delayed tumor growth and prolonged survival (Fig. 4A, B, D, E). Ki-67 immunostaining showed reduced proliferation of GB cells in shSELP tumors and a low density of activated microglia and blood vessels in shSELP tumors was also observed by Iba1 and CD31 immunostaining, respectively (Fig. 4C, F).

**Fig. 4:**
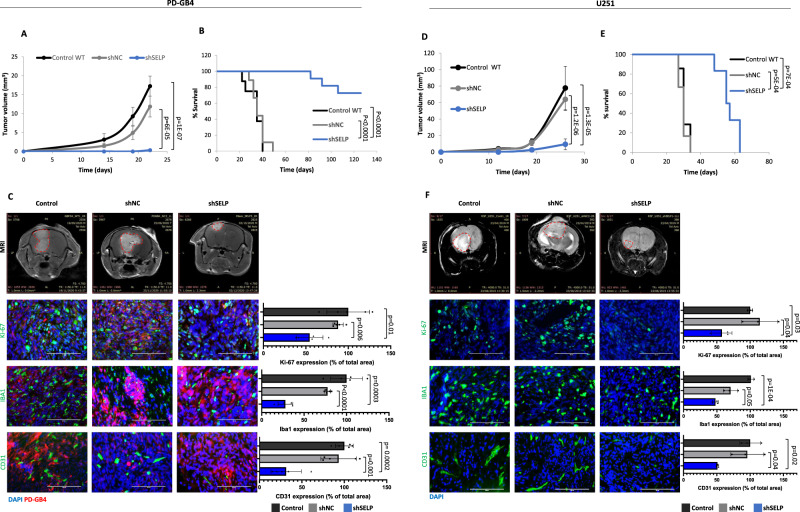
SELP-knockdown inhibits tumor growth and prolongs survival in human GB mouse models. **A** SELP knockdown reduced tumor growth rate of PD-GB4 tumors in mice compared to control WT (control) or shNC GB tumors. Tumor volume was calculated using Radiant software. Data represent mean ± s.e.m. *N* = 8 control, 9 shNC, and 14 shSELP. One-way ANOVA, Dunn′s method, *p* < 0.001. **B** Kaplan–Meier curve showing prolonged survival of shSELP PD-GB4 tumor-bearing mice compared to control WT and shNC. *N* = 8 control, 9 shNC, and 11 shSELP. P values were determined using two sided log rank test. **C** Representative T1 weighted MRI images of PD-GB4 tumors following Gd-DTPA administration, detected at day 22 post tumor inoculation. Representative images and quantification of immunostaining for proliferating cells (Ki-67), activated microglia (Iba1), and blood vessels (CD31) in the tumors showing reduced proliferation and blood vessel density, and activated microglia in shSELP tumors. Data represent mean ± s.d. *N* = 5 images per mouse. The graphs show data from a representative mouse per group out of two mice per group. Statistical significance was determined using one-way ANOVA test with multiple comparisons adjustment. Scale bars represent 100 µm. **D** Tumor growth of control WT (control), shNC, and shSELP U251 tumors in SCID mice demonstrating delayed tumor growth in shSELP U251 tumors. Tumors were detected by MRI imaging (MR solutions, T2 weighted). Tumor volume was calculated using Radiant software. Data represent mean ± s.e.m. *N* = 9 control, 8 shNC, and 9 shSELP. One-way ANOVA, Dunn’s method, *p* < 0.001. **E** SELP knockdown prolonged the survival of U251 tumor-bearing mice compared to control WT and shNC. *N* = 7 control, 6 shNC, and 6 shSELP. *P* values were determined using two-sided log rank test. **F** Representative T2 weighted MRI images of U251 tumors detected at day 19 post tumor inoculation. Representative images and quantification of immunostaining for proliferating cells (Ki-67), activated microglia (Iba1), and blood vessels (CD31) in the tumors showing reduced proliferation and blood vessel density, and activated microglia in shSELP tumors. Data represent mean ± s.d. Each dot represents the average of three images per mouse. *N* = 3 mice per group. Statistical significance was determined using one-way ANOVA test with multiple comparisons adjustment. Scale bars represent 100 µm. Source data are provided as a Source Data file.

Investigating the effect of SELP knockdown on the adaptive immune response, we generated shSELP murine GL261 cells. Out of five different shRNA sequences, the shSELP plasmid which showed the highest silencing effect (approximately 90%) was chosen (Supplementary Fig. 12A, B). Control WT, shSELP, and shNC GL261 cells, were injected intracranially into immunocompetent mice. Tumors were visible by MRI imaging only since day 9 post tumor cell inoculation and mice were imaged 2–3 times per week. Reduction in tumor growth and prolonged survival were observed in the shSELP group (Fig. 5A, B). Immunostaining showed reduced proliferation (Ki-67), increased apoptosis (caspase-3), and a lower density of blood vessels (CD31) in shSELP tumors (Fig. 5C). In addition, flow cytometry and immunostaining analysis of the tumors revealed a higher percentage of CD8+ and lower percentage of CD4+/FOXP3+ T cells in shSELP tumors (Supplementary Fig. 12C, D). We note that the growth curve shows only time points in which all the mice were still alive. However, shSELP exhibited delayed tumor growth beyond these time points (Supplementary Fig. 12E).

**Fig. 5:**
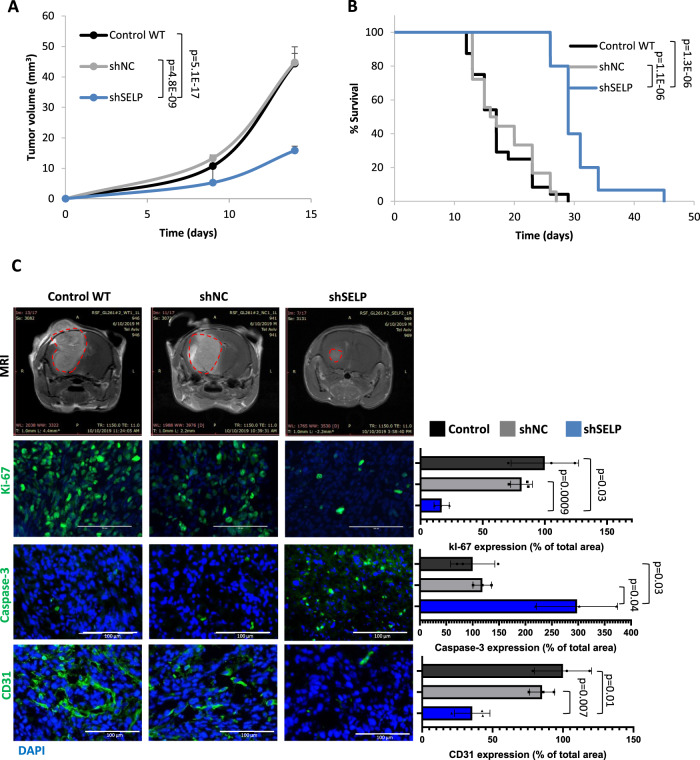
SELP-knockdown inhibits tumor growth and prolongs survival in a murine GB mouse model. **A** Tumor growth of control WT (control), shNC, and shSELP GL261 tumors in C57BL/6 mice demonstrating delayed tumor growth in the shSELP group. Tumors were detected by MRI imaging (MR solutions, T1 weighted). Tumor volume was calculated using Radiant software. Data represent mean ± s.e.m. *N* = 29, two independent experiments. One-way ANOVA, Dunn’s method, *P* < 0.001. **B** Kaplan–Meier curve showing prolonged survival of shSELP GL261 tumor bearing mice compared to control WT and shNC. *N* = 24 Control, 18 shNC, 15 shSELP, two independent experiments. *p* values were determined using two-sided log rank test. **C** Representative T1 weighted MRI images of GL261 tumors following Gd-DTPA administration, detected at day 19 post tumor inoculation. Representative images and quantification of immunostaining for proliferative cells (Ki-67), apoptotic cells (caspase-3) and blood vessels (CD31). The results demonstrate reduced proliferation, blood vessel density and increased apoptosis in shSELP tumors. Data represent mean ± s.d. Each dot represents the average of three images per mouse. *N* = 3 mice per group. Statistical significance was determined using one-way ANOVA test with multiple comparisons adjustment. Scale bars represent 100 µm. Source data are provided as a Source Data file.

To further characterize the influence of SELP-PSGL-1 interactions on GB cells and the brain microenvironment, we performed single-cell RNA-seq of shNC and shSELP GL261 tumors focusing on three main subpopulations: tumor cells, T cells and microglia/macrophages (Fig. 6). 

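GL261 is a mouse glioma cell line, and its cells carried either a negative-control short hairpin RNA (shNC) or a hairpin against Selp (shSELP) when they were implanted into the brain. The paper's methods give day 17 for collection and a pool of 3 brains per group, while the labels of these libraries give day 16. The methods name version 3 of the droplet reagent kit and the labels version 2. CD11b+ cells, CD11b-negative CD45+ cells and the rest of the suspension were mixed in equal amounts, so shares of cell types describe this mixture and not the tumor. Each group was sequenced as 2 libraries of 8 sequencing entries each. The paper's text does not say whether the 2 libraries of a group came from separate pools of brains, so the spread between them covers at least library preparation. The authors aligned the reads to mm10 with CellRanger and deposited raw counts of unique molecular identifiers (UMIs) per gene and cell, without normalization. The shNC libraries held 2289 and 2297 cells with 22945972 and 22626413 UMIs, and the shSELP libraries held 2293 cells each with 17398121 and 25589350 UMIs. The median depth per cell was 9015 and 7579 UMIs in the shNC libraries and 5887 and 9388 in the shSELP libraries. After the paper's filter on cells, the counts were log-normalized and clustered with Seurat on 2000 variable genes and 12 principal components at a resolution of 0.8.
For comparisons between groups, the raw UMIs of each cell class were summed per library, because cells of a library are not independent samples. The sums of the 2 shNC and 2 shSELP libraries were compared with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment. Expression levels are given as CPM, the summed UMIs of a gene scaled to the same total in each library. Selp, the gene targeted by the hairpin, lies on chromosome 1 of mm10 from 164115264 to 164150026 on the plus strand. In tumor-like cells it had 1 UMI among 3588065 and 0 among 2771061 in the shNC libraries, and 0 among 636493 and 1 among 366750 in the shSELP libraries. The limit that a count of 0 allows, 3 UMIs, would be 1.08 CPM in the shNC library without a UMI and 4.71 CPM in the shSELP library without one. Selp was nearly absent from shNC tumor-like cells too, so a knockdown could not be detected, and the group of each library rests on its label. The paper reports separately that the chosen hairpin silenced SELP in GL261 cells.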

We identified multiple clusters and were able to annotate most of them to known cell types with sufficient representation of our populations of interest (Fig. 6A). 

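The filter left 8726 cells, which formed 21 clusters, and all clusters but 1 were named from fixed marker genes as 12 cell classes. The classes of interest held 399 shNC and 76 shSELP tumor-like cells, 1521 and 1175 macrophage-like cells in 4 clusters, 351 and 645 microglia-like cells in 3 clusters, and 714 and 707 T-like cells in 3 clusters. The tumor-like cluster detected 8 markers of neural progenitors and was led by Col9a2, Matn2 and H19. The cluster left unnamed held 451 cells with a median of 2690 UMIs, 0.305 times the median of their libraries, and was led by the cell cycle genes Cdc20 and Cdk1. It also detected 8 tumor markers and had H19 and Prph among its 10 leading genes, as the tumor-like cluster did. Neither cluster had a tumor marker among its leading genes. The unnamed cluster was kept apart because Tubb3, a marker of neurons, was among its leading genes and because of its depth. A microglia-like cluster led by Cxcl13 was also shallow, with a median of 1841 UMIs. The oligodendrocyte-like cluster was led by the hormone genes Prl and Gh. The doublet caller Scrublet, run on each library, marked 72 of the 8726 cells (0.825%), and they were kept. With clustering at a resolution of 0.4 the T-like class took 9.74% of shNC cells and at 1.2 it took 21.3%, because neighbouring lymphoid clusters were split or joined, whereas the tumor-like class held 475 and 476 cells.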

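Outside the tumor, T cell and microglia/macrophage classes, neutrophil-like cells led by Retnlg numbered 116 and 150 in the shNC libraries and 117 and 113 in the shSELP libraries. Dendritic-cell-like cells in 2 clusters, led by Plet1 and Fscn1, took 7.11% of shNC and 6.92% of shSELP cells. Plasma-cell-like cells led by Igha numbered 50 and 62 in the shNC and 17 and 27 in the shSELP libraries. Mural-like cells led by Vtn numbered 5 and 11 against 81 and 28, and oligodendrocyte-like cells 15 and 33 against 90 and 48. Fibroblast-like cells led by Dcn numbered 9 and 0 against 28 and 2. The macrophage-like clusters were led by Arg1, Cd72, Ly6i and the cell cycle gene Pclaf, and the sizes of the clusters led by Cd72 and Ly6i were not compared between groups because the summed counts of these genes differed between the groups themselves. Every share depends on how the fractions were mixed, and 2 libraries against 2 allow no exact two-sided permutation p below 0.333.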

We analyzed the most upregulated genes in each cluster and their distribution between the groups (Supplementary Fig. 13). 

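Tumor-like cells formed a single cluster and were not clustered again among themselves here. They made up 10.6% (exact 95% binomial interval 9.37% to 12.0%) and 7.66% of the cells in the shNC libraries and 2.01% and 1.47% in the shSELP libraries. Over both libraries the share was 9.15% (8.31% to 10.0%) in shNC and 1.74% (1.37% to 2.18%) in shSELP samples. These intervals cover counting error only. The unnamed cluster of cycling, mostly shallow cells, which was kept out of the tumor-like class, took 5.41% of shNC and 4.93% of shSELP cells. It held 121, 115, 63 and 152 cells in the libraries shNC 1, shNC 2, shSELP 1 and shSELP 2. Its median depth was 8809, 2435, 2204 and 1970 UMIs in the same order, so it was deeper in shNC 1. When the tumor-like and unnamed cells were put together, a comparison chosen after seeing the data, and 107 cells were drawn per library, 62.3% of the 20 nearest neighbours of a cell came from its own group, where 49.9% would come from it with full mixing. Of the neighbours, 29.0% came from the other library of the same group and 18.9% from each library of the other group. In cells thinned to a fixed number of UMIs, 73 per library, these shares were 25.2% and 21.4%, with 57.2% from the own group. The unnamed cluster made up 34.3%, 40.8%, 58.9% and 82.6% of the cells put together, in the library order above. Their median depth was 14452, 13588, 6373 and 2434 UMIs. Makeup and depth thus differed between the groups, and the excess from the own group cannot be told apart from them. No test was run on these shares of neighbours.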

Deeper examination of the cancer-cell population revealed several tumor cell clusters that were differentially distributed between shNC and shSELP tumors (Fig. 6B, C). 

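The summed counts of tumor-like cells were tested for 9544 genes. The shSELP libraries contributed only 44 and 32 cells. At an adjusted p under 0.05, 3 genes were higher and 0 lower in shSELP cells (edgeR), while 744 had an unadjusted p under 0.05 and DESeq2 called 11. Without a filter on low counts 146 genes were called, and with 1 library left out the count ranged from 0 without shSELP library 2, where 853 genes had an unadjusted p under 0.05, to 103 without shNC library 2.
Among the invasion genes, Tubb2b (chromosome 13, 34126748 to 34130466, minus strand) had 479 ± 205 CPM (SD over libraries) in shNC and 249 ± 103 CPM in shSELP tumor-like cells, a log2 fold change of -0.93 (standard error 0.35, adjusted p = 0.522 from edgeR). Map4k4 (chromosome 1, 39900913 to 40026310, plus strand) had 202 ± 38.1 and 130 ± 6.90 CPM, a log2 fold change of -0.64 (standard error 0.26, adjusted p = 0.552 from edgeR). Vegfa (chromosome 17, 46016993 to 46032369, minus strand) had the largest change of the angiogenesis genes, from 89.5 ± 53.2 to 34.5 ± 1.68 CPM, a log2 fold change of -1.39 (standard error 0.43, adjusted p = 0.419 from edgeR). For these 3 genes both shSELP libraries lay below both shNC libraries. Jun, on chromosome 4 from 95049034 to 95052222, went from 2951 ± 223 to 2400 ± 526 CPM, and Myc, on chromosome 15 from 61985391 to 61990374, from 173 ± 6.06 to 122 ± 46.8 CPM, with log2 fold changes of -0.30 and -0.47. The remaining changes were -0.54 for Chd7, -0.38 for Col3a1, -0.31 for Fos, -0.26 for Pdgfa, -0.37 for Timp3, -0.22 for Tcf4 and 0.13 for Timp1. Of the 12 genes, 11 were lower in shSELP cells, and edgeR and DESeq2 each called 0 of them over all genes tested, with 3 at an unadjusted p under 0.05 in edgeR (Tubb2b, Map4k4 and Vegfa). The sign of Col3a1, Pdgfa, Tcf4 and Timp1 changed when single libraries were left out, and without shNC library 1 Col3a1 had a log2 fold change of 0.20. Col3a1 was also among the 10 leading genes of the fibroblast-like cluster.
Of the called genes, Lcn2 was named by the rule on size, and C3 and Tnfrsf11b were named after their values were seen. Lcn2 (chromosome 2, 32384633 to 32388252, minus strand) rose from 32.4 ± 39.0 to 984 ± 336 CPM, a log2 fold change of 4.94 (adjusted p = 0.0472 from edgeR). C3 (chromosome 17, 57203970 to 57228136, minus strand) had 9 and 12 UMIs in the shNC and 37 and 43 UMIs in the shSELP libraries. Of the 80 C3 UMIs in shSELP tumor-like cells, 67 lay in 7 cells.

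**Figure D1:**
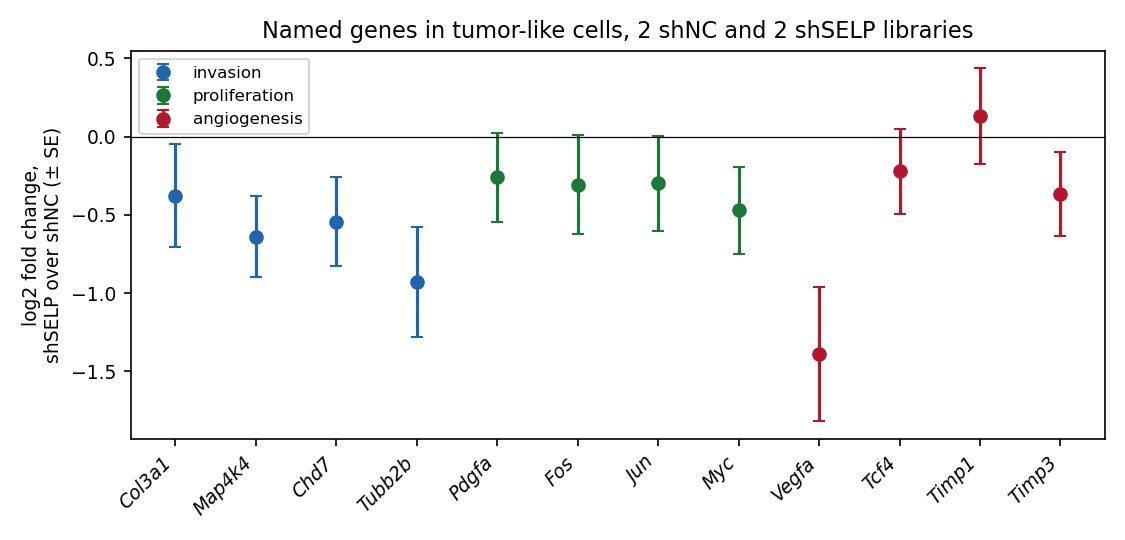
Log2 fold change of the named genes in tumor-like cells, shSELP against shNC, from counts summed per library (2 libraries per group), with error bars of 1 standard error. All of the invasion and proliferation genes and all angiogenesis genes except Timp1 lie below 0, and none passes the adjusted threshold.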

Within these clusters and following differential expression analysis we found genes related to cancer invasion such as Col3a1, Map4k4, Chd7 and Tubb2b^27–29^, genes associated with proliferation and tumor progression such as Pdgfa and the oncogenes Fos, Jun and Myc^30–33^, and angiogenesis genes as VEGFa, Tcf4, Timp1 and Timp3^34–37^ (Fig. 6D). Thus, we next applied unbiased, published signatures, representing these three processes on our data^38–40^. 

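The published signatures were not used here. The 4 genes that the text names for each process served as short lists, and the study had picked these genes on the same samples. The S and G2/M phase genes supplied with Seurat, 97 mouse symbols, gave a list for proliferation that was not picked on these samples. In tumor-like cells 74 of them were tested, with a median log2 fold change of -0.20 and a mean of -0.28, and 22 were higher in shSELP cells. The decrease passed a threshold of 0.05 in camera, a set test with a preset correlation between genes of 0.01, and in fry, a rotation test. Camera no longer passed without shNC library 2, where the median was -0.093, without shSELP library 1, or in cells thinned to a fixed number of UMIs, where 19 of the genes were tested. The share of tumor-like cells with a UMI of Mki67 or Top2a, in cells thinned to 2000 UMIs, was 7.02% and 12.3% in the shNC libraries and 7.5% and 3.57% in the shSELP libraries. Thinning left out 9 shNC and 8 shSELP cells. Neutrophil-like cells, taken here as cells that do not divide, gave 10.3%, 4.44%, 2.94% and 4.72% in the same order. The median depth was 15818, 17213, 13162 and 11640 UMIs in tumor-like cells and 5137, 6051, 5496 and 7718 UMIs in neutrophil-like cells. The tumor-like share was above the neutrophil-like share in shNC library 2 and shSELP library 1, but the exact 95% binomial intervals of the classes overlapped in each library, as in shNC library 2 with 7.71% to 18.4% against 1.65% to 9.42%. The shares were not told apart from this background, and no difference in cycling cells was read from them. The unnamed cluster, led by cell cycle genes and kept out of this class, had thinned shares of 63.9%, 42.2%, 33.3% and 51.3%. If it holds tumor cells, the clustering set many cycling ones apart. The shares and the cell cycle list given here would then describe the remaining cells only. Unthinned, the tumor-like shares were 27.6%, 35.3%, 36.4% and 25.0%, and the neutrophil-like shares were 17.2%, 12.0%, 11.1% and 7.08%.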

We found all three signatures related to cancer invasion, proliferation, and angiogenesis to be enriched in the shNC group (Fig. 6D). 

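The 4 invasion genes had a median log2 fold change of -0.59 in tumor-like cells (mean -0.62), and 0 of 4 were higher in shSELP cells. The 4 proliferation genes had a median of -0.30 (mean -0.33), with 0 of 4 higher. The 4 angiogenesis genes had a median of -0.29 (mean -0.46), with 1 of 4 higher. At a threshold of 0.05, the camera call of the cell cycle genes held under fry, the calls of the invasion and angiogenesis genes held under camera alone, and the proliferation genes passed under fry alone. Adjusted over the list alone, edgeR called 0 invasion genes, 0 proliferation genes and 1 angiogenesis gene, Vegfa, which is not independent evidence, since the study chose the genes on these samples. The median of the invasion genes lay between -0.82 and -0.36 when single libraries were left out, and without shNC library 1 camera no longer passed. Leaving out single libraries kept the sign of each list's median. When the unnamed cluster was added to the tumor-like cells, which was chosen after seeing the data, the proliferation genes had a median of -0.65 and the cell cycle genes of 0.29, the opposite sign. From scores of single cells the paper reports the invasion, proliferation and angiogenesis signatures as enriched in the shNC group, and the legend of Fig. 6 states that disturbing the SELP-PSGL-1 interactions lowers the tumorigenesis of tumor cells.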

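Copy number was not called here, and expression by chromosome was compared in its place. For genes of at least 20 CPM, the log2 ratio of a class to the mean of the other named classes was taken on CPM plus a pseudocount of 10, and the median was taken for each of 20 chromosomes. In tumor-like cells these medians had a standard deviation of 0.235 across chromosomes, and in the other 11 named classes it lay between 0.0430 in microglia-like and 0.0694 in T-like cells. Over all libraries taken together, most of whose tumor-like cells were shNC, expression was highest on chromosome 15, with a median log2 ratio of 0.41, and lowest on chromosome 19, with -0.48. By library it was highest on chromosome 15 in shNC 1 and shSELP 1, on 10 in shNC 2 and on X in shSELP 2, and lowest on 19 in shNC 1 and on 16 in the other 3. The profile of tumor-like cells correlated between libraries with r from 0.915 to 0.982 across chromosomes, which are not independent replicates. The unnamed cluster of shallow cells had a standard deviation of 0.245 across chromosomes. Its profile correlated with that of tumor-like cells of the same library with r = 0.993, 0.968, 0.906 and 0.873 in shNC 1, shNC 2, shSELP 1 and shSELP 2. The highest correlation of tumor-like cells with another named class was 0.477, for T-like cells. In shSELP tumor-like cells 0 of 1003243 UMIs came from 4 Y-linked genes, where host cells would have given 201.

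**Figure D2:**
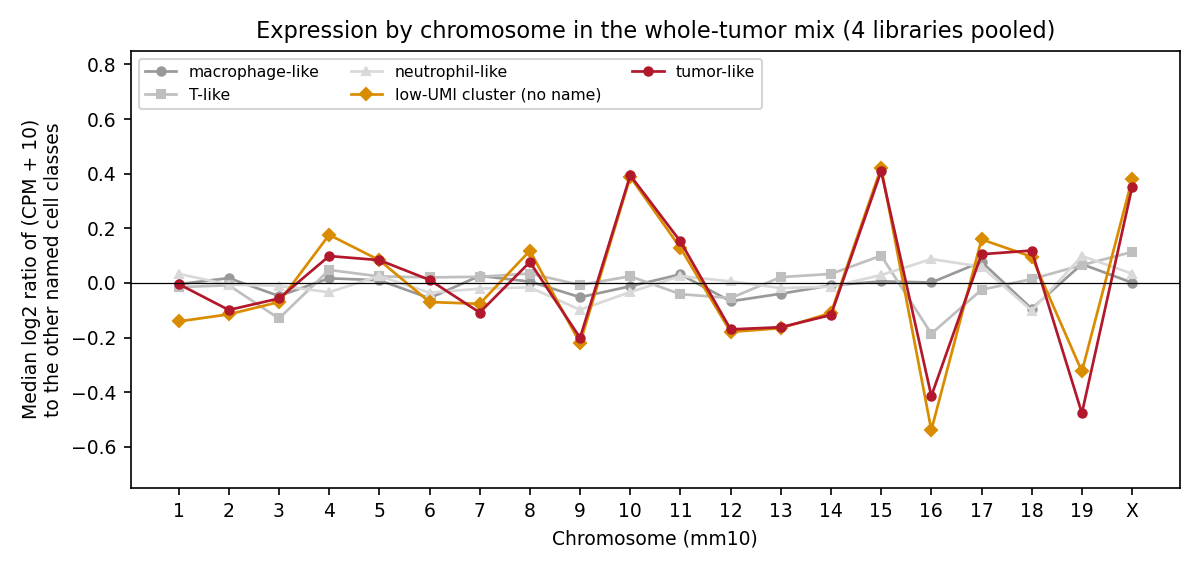
Median log2 ratio of expression per chromosome against the other named classes, in macrophage-like, T-like, neutrophil-like and tumor-like cells and in the unnamed low-UMI cluster, over all libraries. Tumor-like and low-UMI cells move together, up on chromosomes 10, 15 and X and down on 16 and 19, while the other classes stay near 0.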

To further confirm the annotation of the tumors clusters in addition to signature projection and markers, we used inferred CNV analysis as previously described^41^ (Supplementary Fig. 14C). Within the brain microenvironment representing cell populations, the microglia/macrophages subclusters showed the most uneven internal distribution between shNC and shSELP cells (Supplementary Fig. 15). Thus, to get a better resolution of these changes, we further increased the number of cells analyzed by generating additional single-cell RNA-seq analysis using only CD11b positive cells (Fig. 6E–I). 

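Equal numbers of cells were drawn from each library within a class and the 20 nearest neighbours of each cell were counted, which needs no subclusters. The share of neighbours from the cell's own group was 60.7% in macrophage-like cells (437 per library), 56.3% in T-like cells (317), 54.6% in NK-cell-like cells (120), 54.2% in microglia-like cells (150), 53.3% in neutrophil-like cells (113) and 52.5% in dendritic-cell-like cells (115). Full mixing would give 50.0% in macrophage-like and 49.9% in microglia-like cells. Part of the excess came from single libraries. In macrophage-like cells 24.7% of the neighbours came from the other library of the same group and 19.6% from each library of the other group, whereas in microglia-like cells these shares were 22.4% and 22.9%, and in T-like cells 22.0% and 21.9%. With 30 components macrophage-like cells reached 64.4%, the largest move, and remained the class with the highest share. Macrophage-like cells made up 38.8% and 31.0% of the shNC and 20.0% and 33.9% of the shSELP libraries, and microglia-like cells 6.87% and 9.22% against 18.2% and 11.4%.
In macrophage-like cells edgeR called 66 genes higher and 85 lower in shSELP samples among 10844 tested, and in microglia-like cells 16 higher and 12 lower among 9021. DESeq2 called 183 and 58 genes and shared 124 of the 151 and 18 of the 28 calls. Without shNC library 2 the macrophage-like count was 631, and without shSELP library 2 the microglia-like count was 855. With the cycling cluster left out 62 macrophage-like genes were called. Among genes of at least 100 CPM whose libraries separated the groups, the largest increases in macrophage-like cells were those of Ly6i (1.45), Slpi (1.29), Ccl5 (1.29), Cfb (1.01) and Clec4d (1.00), and the largest decreases those of Ckb (-1.19), Ccl12 (-1.17), Cd72 (-1.02), Itgax (-1.01) and Spp1 (-0.96). Ly6i and Cd72 lead macrophage-like clusters, and within those led by Arg1, Cd72 and Ly6i the log2 fold change of Ly6i was 1.90, 1.68 and 0.56, each called, and that of Cd72 was -0.87, -0.80 and -0.82, called only in the last, while in the cycling cluster led by Pclaf, which also has Cd72 among its leading genes, they were 0.52 and -0.19, neither called. In microglia-like cells the largest changes were Rcan1 (1.16), Jund (1.15), Chka (1.00) and Glul (0.98), and Spp1 (-2.60), Gpnmb (-1.88), Fabp5 (-1.33), Cd72 (-1.12) and Gm26917 (-1.05).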

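CD11b is a surface integrin of myeloid cells. CD11b+ cells were isolated with magnetic beads from a pool of 3 brains per group, 17 days after injection by the paper's methods and 21 days by the labels. The deposited counts of this experiment hold 1 library per group, with 8 sequencing entries each. A description line of 7 of the 8 shSELP entries names the negative control, and 1 shNC entry carries another number there, against their titles, source names and genotypes, which were followed. There are no replicates, and no p-value, standard error or count of changed genes was computed between the groups. A difference between these libraries has no replicate check and describes the libraries, not the conditions. The shNC library held 12628177 UMIs with a median of 4032 per cell, and the shSELP library 11445676 UMIs with a median of 3685. Counts of cells that passed the filter were summed per library and given as CPM, with exact 95% Poisson intervals that cover counting error only. The log2 ratio of shSELP over shNC had a median of 0.097 over the 11118 genes with at least 20 UMIs, which TMM scaling moved to 0.0085. For a gene list, the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression. Scrublet marked 1 of the 5535 cells that passed the filter (0.0181%), so doublet calling had not worked on these libraries, and doublets were not removed. Selp had 4 UMIs in each library, and tumor cells, which carried the hairpin, were not sorted for.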

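The CD11b+ cells that passed the filter, 2731 from shNC and 2804 from shSELP tumors, formed 13 clusters with 8 principal components. By fixed markers, 8 clusters were macrophage-like, 2 microglia-like and 2 dendritic-cell-like. The cluster left unnamed held 16 shNC and 19 shSELP cells led by Igkc. The cluster numbers are not those of the paper. Macrophage-like cells made up 85.3% (exact 95% binomial interval 83.9% to 86.6%) of the shNC and 86.3% (84.9% to 87.5%) of the shSELP library. Microglia-like cells made up 8.75% (7.72% to 9.87%) and 7.74% (6.78% to 8.79%), and dendritic-cell-like cells 5.38% and 5.31%. The intervals of each class overlapped between the libraries.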

Our focused single-cell RNA-seq data of freshly-isolated CD11b+ sorted microglia/macrophages from shSELP and shNC GL261 tumors, identified twelve sub-populations, termed clusters 0–11, that all expressed microglia/macrophages-related genes (Fig. 6E–G). 

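With equal numbers of cells drawn from both CD11b+ libraries, 60.2% of the 20 nearest neighbours of a cell came from its own library, where full mixing would give 50.0%. The share was 61.1% among macrophage-like cells, 55.2% among dendritic-cell-like cells and 54.7% among microglia-like cells. With 30 components in place of 8 it rose to 77.2% among macrophage-like cells, the largest move of any setting. With 1 library per group, the distance between groups cannot be told apart from the distance between any 2 libraries.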

The three clusters (0, 1, and 4), which represent a large portion of the total population, appeared to have a different distribution of cells when the cells were isolated from SELP knockdown GB or control tumors. For example, clusters 0 and 1 had more cells in shSELP tumors and cluster 4 had more cells in control samples (Fig. 6F, G). 

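The clusters formed here were uneven between the libraries in both directions, and their sizes were not compared, because leading genes differed in level between the libraries over all cells. Among these were Gm15056 (log2 ratio 2.71), Ly6i (0.84), Gpnmb (0.79), Cst7 (0.60) and Cxcl3 (-1.59), and Ly6i was a leading gene of more than 1 macrophage-like cluster. By the rule on size, among the 2817 genes with at least 1000 UMIs over both libraries, the highest ratios in the shSELP library were those of Hsph1 (2.77), Saa3 (2.22), Chordc1 (1.65), Dnaja1 (1.43) and C3 (1.30). The lowest were those of Igkc (-5.70), Klf2 (-1.94), Tsc22d3 (-1.55), Cebpb (-1.31) and Mmp12 (-1.26). Hsph1, Chordc1 and Dnaja1 are heat-shock genes. Igkc also led the unnamed cluster, and its log2 ratio was 0.012 in macrophage-like cells alone, from 22 and 20 UMIs (counting interval -0.94 to 0.95).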

Interestingly, GB-derived microglia/macrophages expressed a gene signature that strongly resembled the pro-inflammatory microglia signature (including genes such as Spp1, Il1b, and Cxcl9), described by Krasemann et al. in microglia derived from models of amyotrophic lateral sclerosis (ALS), multiple sclerosis (MS), and Alzheimer’s disease (AD)^42^. 

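In CD11b+ cells Spp1 (chromosome 5, 104435118 to 104441050, plus strand) had 17524 UMIs or 1398 CPM (exact 95% Poisson interval 1378 to 1419) in shNC and 16219 UMIs or 1422 CPM (1400 to 1444) in shSELP samples. Il1b (chromosome 2, 129364570 to 129371139, minus strand) had 4452 CPM (4415 to 4489) and 4966 CPM (4925 to 5007). Cxcl9 (chromosome 5, 92321347 to 92328079, minus strand) had 1469 CPM (1448 to 1491) and 1896 CPM (1870 to 1921). The log2 ratio was 0.02 for Spp1, with a counting interval that includes 0, 0.16 for Il1b and 0.37 for Cxcl9. TMM scaling, which shifts each ratio by the same constant, gave -0.064 for Spp1. The full signature was not used here.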

More importantly, perturbation of the SELP-PSGL-1 interactions, caused the microglia/macrophages cells to express an even higher score of this neurodegenerative signature (Fig. 6H). 

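As a list, Spp1, Il1b and Cxcl9 had a median log2 ratio of 0.16 in CD11b+ cells, at the 89.1 percentile of the random lists, whose central 95% ran from -0.40 to 0.35. TMM scaling, which shifts each ratio by the same constant, gave 0.069 at the 89.3 percentile. A wider list of 12 genes of the MGnD state of disease-associated microglia, written from general knowledge and not the list of the study, shares Spp1 with it. The 11 of its genes that were measured had a median log2 ratio of 0.16, at the 96.5 percentile of their own random lists (central 95% from -0.21 to 0.19), and 7 of 11 were higher.
The rank test CERNO, which asks within each cell whether the genes of a list rank above others, was run over 13123 genes with adjustment within each group as in the methods. For Spp1, Il1b and Cxcl9 it called 83.0% (exact 95% binomial interval 81.5% to 84.4%) of shNC and 91.1% (90.0% to 92.1%) of shSELP cells. The difference of 8.11 percentage points lay at the 87.5 percentile of the differences given by 200 random lists, whose central 95% ran from -30.6 to 16.0. For the wider list the shares were 85.9% and 87.3%, at the 67.0 percentile. In cells thinned to equal depth, which left 2336 shNC and 2415 shSELP cells, the shares for the 3 genes were 79.8% and 89.3%. When values were scaled per gene before ranking, the 3 genes called 0 cells in either group.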

Another observation was that GB-derived microglia/macrophages expressed a variety of genes associated with antigen presentation, such as H2-Eb1, H2-Ab1, H2-Aa, and H2-DMb1, immune cell recruiting factors such as Ccl16, Ccl5, Cxcl9, and Cxcl10, as well as other immune ligands such as, Tnf, Icoslg, Hebp1, Trf, Adam17, Pros1, Grn, IL-1a, CD86, Clar, Edn1 and Sema4d were also enriched after manipulation of the SELP-PSGL-1 axis (Fig. 6I). 

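Of the 20 genes named for antigen presentation and immune recruitment, 18 were found in the counts, and Ccl16 and Clar were not among the gene symbols. In CD11b+ cells 11 of the 18 were higher in the shSELP library, and the median log2 ratio was 0.091, at the 90.4 percentile of random lists (central 95% from -0.17 to 0.15). The study named the genes from these same cells, so the percentile is not independent evidence. TMM scaling shifts each ratio by the same constant, so the median became 0.0029, with 9 genes higher and 9 lower, while the percentile was 90.5.
Of the antigen presentation genes, all on chromosome 17, H2-Eb1 (34305867 to 34316674) went from 5335 to 4487 CPM, a log2 ratio of -0.25. H2-DMb1 (34153072 to 34160230) went from 569 to 477 CPM, also -0.25, and H2-Ab1 (34257689 to 34269419) from 6038 to 5923 CPM, or -0.03. H2-Aa (34282744 to 34287823) went from 4683 to 4844 CPM, a log2 ratio of 0.05. In microglia-like cells alone the log2 ratios of H2-Eb1, H2-Ab1 and H2-DMb1 were above 0. Of the recruiting factors, Ccl5 (chromosome 11, 83525778 to 83530518) went from 1044 to 1873 CPM (log2 ratio 0.84, counting interval 0.81 to 0.87) and Cxcl10 had a log2 ratio of 0.15. Cxcl10 fell below 0 in cells thinned to equal depth, with -0.040. Adam17 rose by 0.66, Sema4d by 0.47, Tnf by 0.37, Pros1 by 0.36, Grn by 0.13 and Il1a by 0.13, while Cd86 (0.03), Edn1 (-0.01) and Hebp1 (-0.05) did not differ beyond counting error. Icosl, written Icoslg in the text, went from 18.6 to 12.6 CPM (log2 ratio -0.56) and Trf from 204 to 173 CPM (-0.24).

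**Figure D3:**
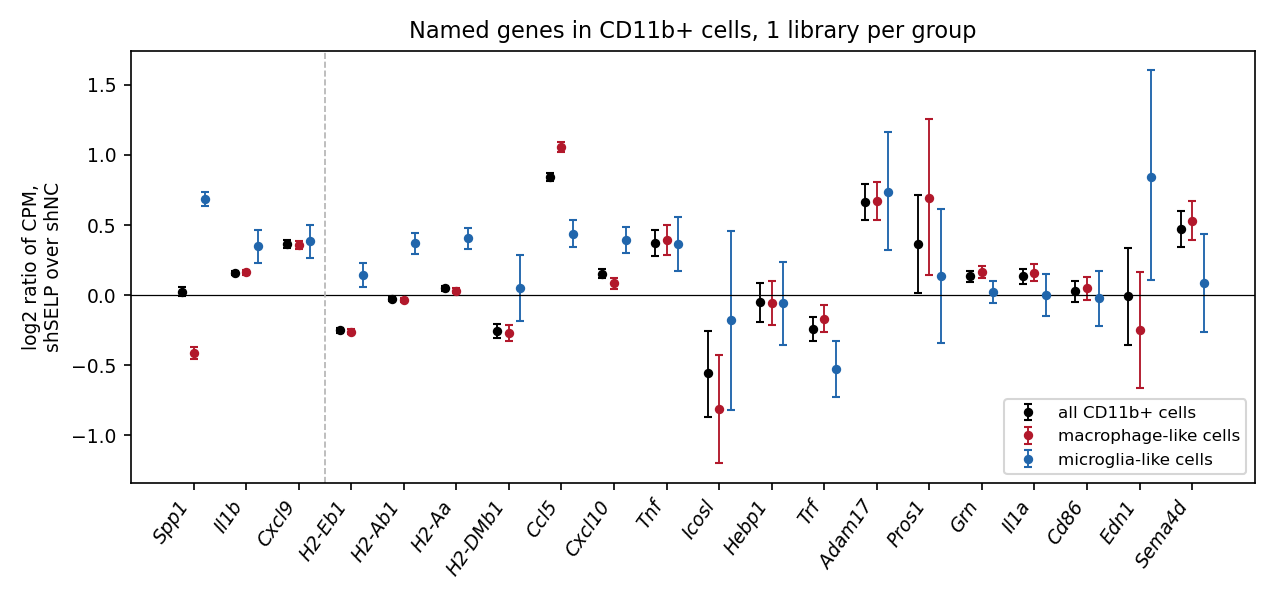
Log2 ratio of CPM in the shSELP over the shNC library of CD11b+ cells for the genes the text names, in all CD11b+ cells, macrophage-like cells and microglia-like cells, with exact 95% counting intervals and no replicates. A dashed line parts the 3 neurodegenerative genes from the others, and Spp1 lies above 0 in microglia-like and below 0 in macrophage-like cells.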

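For the 18 antigen presentation and chemokine genes, CERNO called 2419 of the shNC cells, or 88.6% (exact 95% binomial interval 87.3% to 89.7%), and 2664 of the shSELP cells, or 95% (94.1% to 95.8%). The difference of 6.43 percentage points was above that of each of the 200 random lists matched on expression, and in thinned cells, with 87.1% and 94.6%, it lay at the 99.0 percentile. The study named these genes as enriched in the same CD11b+ cells, so this place among random lists is not independent evidence. Values scaled per gene before ranking gave much lower shares, 3.63% and 9.34%, with the same order. Ties between genes broken at random gave 91.4% and 96.5%. The list shares Cxcl9 with the neurodegenerative genes. No test was made between the groups, since cells of 1 library are not independent samples.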

Signature enrichment algorithms demonstrated significant difference for both the neurodegenerative microglia signature score (*p* value = 2.2 × 10^−16^, Wilcoxon rank sum test and *p* value = 4.4 × 10^−9^ CERNO test, see Methods) and the antigen presentation and chemokine signature scores (*p* value = 8.969 × 10^−16^, Wilcoxon rank sum test and *p* value = 6.4 × 10^−8^ CERNO test, see Methods). Thus, as for T cells, it appears that common mechanisms are shared between microglia in autoimmunity-related inflammation and cancer immunity and this inflammatory environment can be further enhanced by perturbation of the SELP-PSGL-1 axis. 

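In the 239 shNC and 217 shSELP microglia-like CD11b+ cells, the median log2 ratio was 0.38 for the 3 neurodegenerative genes (99.0 percentile of random lists), 0.40 for the wider MGnD genes (100.0 percentile) and 0.14 for the antigen presentation and chemokine genes (98.6 percentile, 14 of 18 higher). In macrophage-like cells the same lists gave 0.16 (89.4 percentile), 0.0063 (67.2 percentile) and 0.067 (84.0 percentile). The study named the 3 neurodegenerative genes and the antigen presentation and chemokine genes from these CD11b+ cells, so their percentiles are not independent evidence. Spp1 alone had a log2 ratio of 0.68 in microglia-like and -0.41 in macrophage-like cells, so that its level over all cells mixes an increase and a decrease. CERNO called 49.4% and 75.6% of shNC and shSELP microglia-like cells for the 3 genes. From the higher scores of the neurodegenerative signature and of the antigen presentation and chemokine signature in shSELP cells, and from the resemblance of the first to microglia of neurodegenerative disease models, the paper proposes that microglia in autoimmune inflammation and in cancer immunity share mechanisms, and that disturbing the SELP-PSGL-1 axis enhances this inflammatory state.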

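The microglia-like clusters of the CD11b+ cells were led by Cxcl13, Cst7, Sparc and Serpine2, and by the cell cycle genes Cenpf and Hmmr in a small cluster of 12 shNC and 21 shSELP cells. Leading genes of macrophage-like clusters were Ly6c2 and Ccr2, Dnase1l3 and Tmem176b, Mmp12 and Arg1, Gpnmb and Fabp5, Cxcl3 and Inhba, Gm15056 and Ly6i, Chil3 and Ifitm6, and the cell cycle genes Pclaf and Stmn1. The dendritic-cell-like clusters were led by Ccl17 and by Fscn1. These genes define the clusters and were not read as differences between groups.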

Specific genes and signatures identifying the microglia/macrophages populations are presented in Supplementary Fig. 16A. In addition, we found reduced expression of PSGL-1 by microglia isolated from shSELP tumors compared to shNC (Supplementary Fig. 16B) showing the reciprocal effect of SELP knockdown in GB cells and its influence on the surrounding microglia. 

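Selplg, which encodes PSGL-1, lies on chromosome 5 from 113818536 to 113832644 on the minus strand. In microglia-like CD11b+ cells it had 356 UMIs or 249 CPM (exact 95% Poisson interval 223 to 276) in the shNC library and 242 UMIs or 183 CPM (161 to 208) in the shSELP library, a log2 ratio of -0.44. In macrophage-like cells it went from 118 to 79.3 CPM, and over all CD11b+ cells from 143 to 98.8 CPM, a log2 ratio of -0.53 (counting interval -0.64 to -0.42) that became -0.62 after TMM scaling. The difference exceeded counting error in each case and has no replicate check. In microglia-like cells of the whole-tumor mix, Selplg was higher in shSELP samples, with a log2 fold change of 0.66 (adjusted p = 0.0990 from edgeR).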

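T-like cells made up 16.9% (exact 95% binomial interval 15.4% to 18.5%) and 15.8% of the shNC libraries and 14.5% and 17.9% of the shSELP libraries. They formed 3 clusters, led by Ccl1 and Ifng, by Cd8b1 and Cd8a, and by cell cycle genes. The cluster led by Ccl1 took 33.6% and 35.4% of T-like cells in the shNC and 33.8% and 53.3% in the shSELP libraries. The Cd8b1 cluster took 37.7% and 40.0% against 53.3% and 27.7%, and the cycling cluster 28.7% and 24.6% against 12.9% and 19.0%. The 2 shSELP libraries differed from each other more than the groups did in the Ccl1 and Cd8b1 clusters, while the cycling cluster was smaller in both shSELP libraries. No test was run on these shares.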

Of note, examination of the T cell representing clusters, showed similar cluster distribution between the shNC and shSELP groups (Supplementary Fig. 17A–D). However, we did find several differentially expressed genes which represents T cell activation that were up-regulated in the shSELP group such as granzyme B, perforin, PD-1 and LAG-3 (Supplementary Fig. 17E).

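In the summed counts of T-like cells, Lag3 (chromosome 6, 124904361 to 124911705, minus strand) went from 115 ± 2.07 CPM (SD over libraries) in shNC to 178 ± 0.288 CPM in shSELP samples, a log2 fold change of 0.62 (standard error 0.10, adjusted p = 0.0621 from edgeR and 0.0475 from DESeq2). Gzmb (chromosome 14, 56258838 to 56262260, minus strand) went from 3669 ± 126 to 2740 ± 1046 CPM, with a log2 fold change of -0.42 (standard error 0.20, adjusted p = 0.452 from edgeR). Prf1 (chromosome 10, 61297833 to 61304680, plus strand) went from 282 ± 118 to 170 ± 26.3 CPM, with a log2 fold change of -0.74 (standard error 0.23, adjusted p = 0.272 from edgeR). Pdcd1, which encodes PD-1 (chromosome 1, 94038305 to 94052553, minus strand), stayed at 312 ± 2.09 and 311 ± 1.23 CPM, with a log2 fold change of -0.0045 (adjusted p = 0.994 from edgeR). In thinned cells Pdcd1 had a log2 fold change of 0.28. The 4 genes had a median log2 fold change of -0.21 (mean -0.14), 1 of 4 was higher, and neither camera nor fry passed. In the T-like cells of the clustering at resolution 0.4, which leaves out the cells led by Cd8b1, the median was -0.61 and camera passed for a decrease, fry not. EdgeR called 0 of the 4 over all genes, with 2 at an unadjusted p under 0.05, and 2 (Lag3 higher and Prf1 lower) adjusted over the list alone, a list the study chose on these samples. DESeq2 called 1, Lag3. Within the cycling T-like cluster edgeR called Gzmb (-0.78) and Prf1 (-1.78) lower over all genes. The median of the 4 genes was -0.51 there and -0.55 in the cluster led by Ccl1, where camera passed for a decrease and fry did not. It was 0.029 in the cluster led by Cd8b1, where neither passed.
Of 9553 genes tested, 5 were called higher and 2 lower, and DESeq2 called 27. Gzmc (-3.15) was named by the rule on size, and it also led the NK-cell-like cluster. The others, named after their values were seen, were Rnaset2b (0.87), Camk2n1 (0.93), Ramp1 (1.16), Gm12840, 2010005H15Rik and Spp1 (-1.51). Spp1 had 99.6 CPM in T-like and 1260 CPM in macrophage-like cells of shNC samples.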

**Fig. 6:**
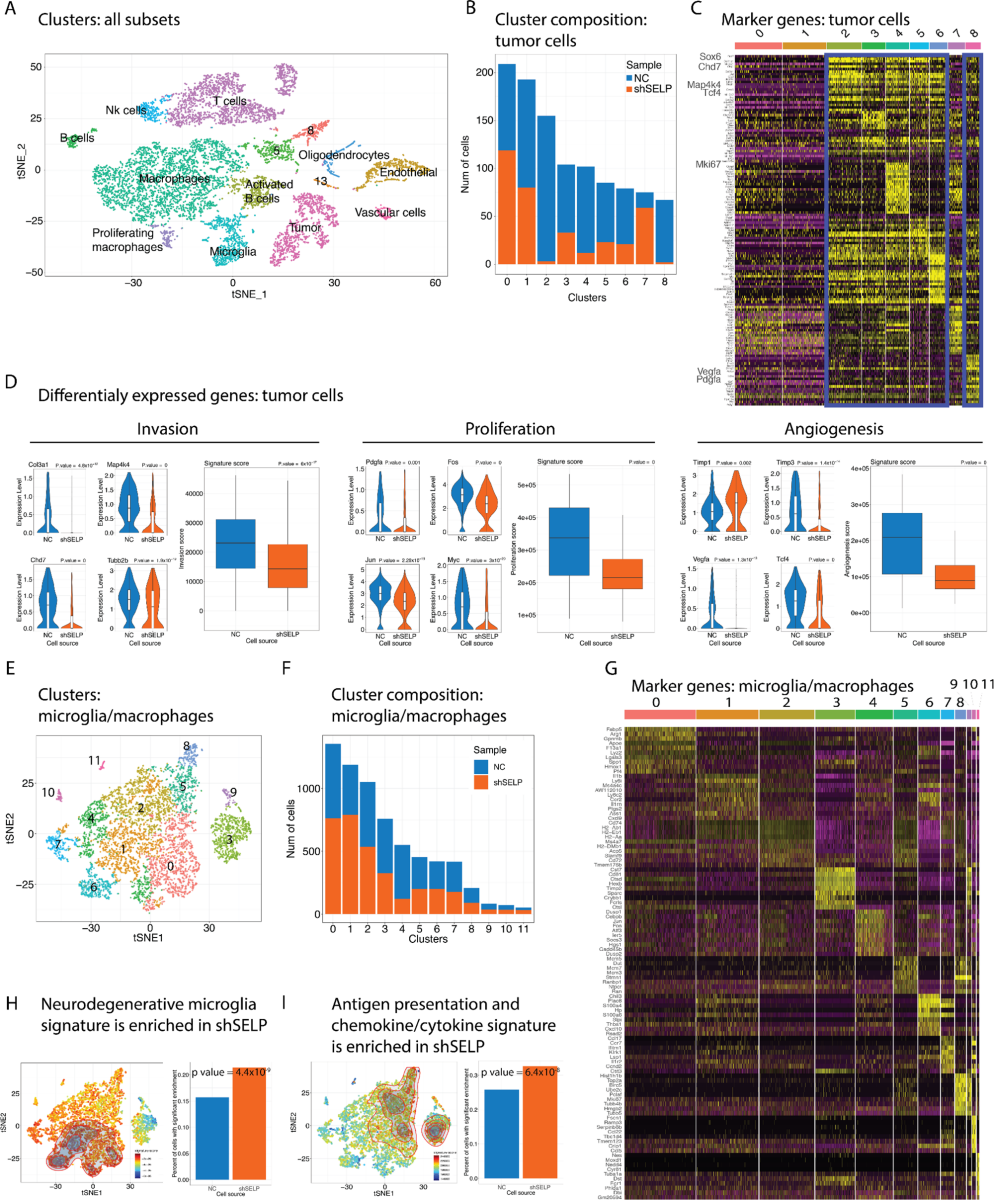
Perturbation of the SELP-PSGL-1 interactions causes tumor cells to exhibit reduced tumorigenesis and the microglia/macrophages cells to express higher score of neurodegenerative and antigen presentation signatures. **A** Unsupervised clustering of the single-cell RNA-seq profiles of different cell types populations of interest identified in GL261 tumors. **B** Clusters distribution between the shNC (NC) and shSELP groups within the tumor cell population. **C** Heat map showing the most up-regulated differentially expressed genes in each cluster within the tumor cells population. **D** Representative genes from the tumor cells clusters and comparison of gene signature scores showing down-regulation of the invasion, proliferation, and angiogenesis signatures in shSELP tumors compared to shNC. Center of the box plots shows median values, boxes extent from 25% to the 75% percentile, whiskers show minimum and maximum values. Statistical significance was determined using an unpaired, two-sided Student’s *t* test. **E** Unsupervised clustering of the single-cell RNA profiles of microglia/macrophage cells. **F** Bar graphs showing the number of cells present in each cluster from microglia/macrophages isolated from shNC *versus* shSELP GL261 tumors. **G** Heat map showing the ten most up-regulated differentially expressed genes in each cluster within microglia/macrophages population. **H** Projection of a neurodegenerative-associated microglia signature^42^ and bar plots showing up-regulation in shSELP tumors compared to shNC (*p* value = 2.2 × 10^−16^, two-sided Wilcoxon rank sum test and *p* value = 4.4 × 10^−9^ CERNO enrichment test, see “Methods”). **I** Projection of an antigen presentation and chemokines/cytokines microglia signature and bar plots showing up-regulation in shSELP tumors compared to shNC (*p* value = 8.969 × 10^−16^, two-sided Wilcoxon rank sum test and *p* value = 6.4 × 10^−8^ CERNO enrichment test, see “Methods”). The contour marks the region of highly scored cells by taking into account only cells with a signature score above the 10^th^ percentile.

The changes in antigen presentation and T cell recruitment signatures as well as the higher percentage of CD8+ T cell infiltration in the shSELP tumors and the minor differences found in the single-cell analysis, raise the question of the dependency of the observed in vivo effect on peripheral immunity. However, our results using human GB mouse models show that the inhibitory effect of SELP knockdown is independent of T cells as these studies were performed using immunocompromised mice lacking the adaptive immune system. We note that caspase staining increased in shSELP tumors only in immunocompetent mice (Fig. 5C). This phenomenon could be correlated with enhanced infiltration of CD8+ T cells (Supplementary Fig. 12C, D) suggesting that these cells play a cytotoxic role in shSELP GB. Thus, the T cells may have partial contribution to the observed effects.

Finally, we evaluated the therapeutic potential of SELP inhibition for GB treatment. To this end, we treated GL261 and the lenti-induced, mesenchymal iAGR53 murine GB-bearing mice IV with SELPi. The results showed a significant reduction in tumor volume evaluated by MRI imaging in both models and prolonged survival in the iAGR53 model (Fig. 7A, C, D). In addition, immunostaining analysis of GL261 tumors displayed a clear reduction in proliferation and blood vessel density (Fig. 7B). We also found an increase of CD8+ T cells, and decrease in CD4+/FOXP3 + T cells in the tumors treated with SELPi (Supplementary Fig. 18). These results demonstrate the effect of SELP inhibition, not only on GB cells, but also on the brain microenvironment.

**Fig. 7:**
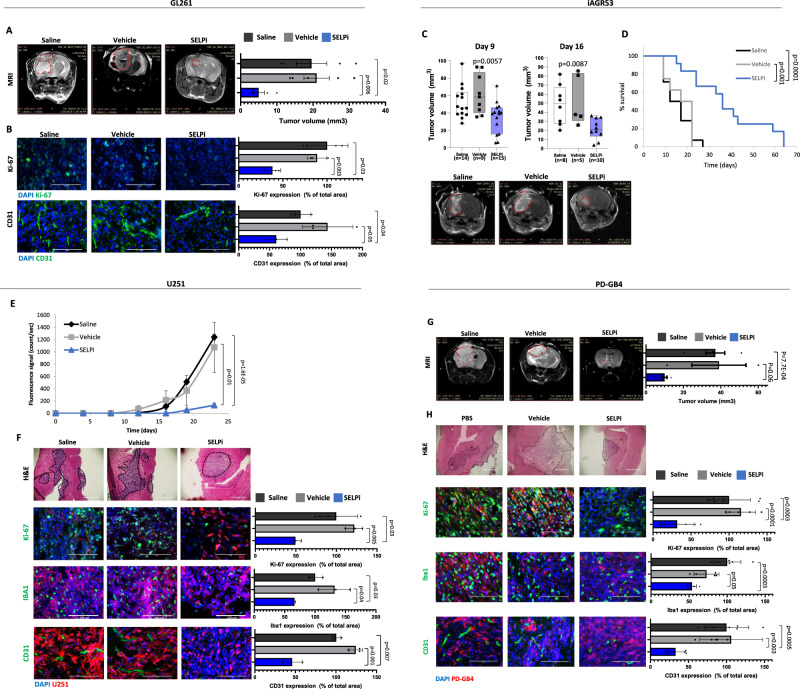
SELPi treatment delays the growth of murine and human GB tumors in mice. **A** Treatment with SELPi reduced tumor growth of GL261 GB tumors in mice. Representative MRI scanning of day 17 post tumor inoculation. Tumor volume was calculated using Radiant software. *N* = 5 mice per group. Data represent mean ± s.e.m. One-way ANOVA, Holm-Sidak’s method, *p* < 0.009. **B** SELPi treatment reduced the proliferation (Ki-67) and microvessel density (CD31) in GL261 GB tumors. Data represent mean ± s.d. Each dot represents the average of three images per mouse. *N* = 3 mice per group. **C** Systemic SELPi treatment reduced tumor growth of iAGR53 tumors in mice. Representative images of day 16 scan. *P* value was calculated by One-way ANOVA test with multiple comparisons adjustment. Tumor volume was calculated using Radiant software. “N” refers to number of mice per group. Center of the box plots shows median values, boxes extent from 25% to the 75% percentile, whiskers show minimum and maximum values. **D** SELPi treatment prolonged the survival of iAGR53 tumor-bearing mice. *N* = 15 saline, 8 vehicle, and 12 SELPi (mice per group). *P* values were determined using two-sided log rank test. **E** SELPi treatment delayed tumor growth of U251 tumors by SELPi treatment. Data represent mean ± s.e.m. *N* = 3 saline, 4 vehicle, and 4 SELPi (mice per group). One-way ANOVA, Dunn′s method, *p* < 0.006. **F** H&E staining of U251 tumors. Immunostaining demonstrating reduction in proliferation (Ki-67), activated microglia (Iba1), and blood vessels (CD31) in SELPi treated tumors. Data represent mean ± s.d. Each dot represents the average of three images per mouse. *N* = 3 mice per group. **G** Tumor volume of PD-GB4 tumors in mice demonstrating delayed growth of PD-GB4 tumors by local SELPi treatment. Representative MRI scanning of day 21 post tumor inoculation. Data represent mean ± s.e.m. Tumor volume was calculated using Radiant software. *N* = 5 PBS, 3 DMSO, and 5 SELPi. One-way ANOVA, Dunn′s method, *p* < 0.018. **H** H&E staining of PD-GB4 tumors. Immunostaining demonstrating reduction in proliferation (Ki-67), activated microglia (Iba1), and blood vessels (CD31) in SELPi treated tumors. Data represent mean ± s.d. *N* = 3–4 images per mouse, 2 mice per group. Statistical significance of all the immunostaining was determined using one-way ANOVA test with multiple comparisons adjustment. All Scale bars represent 100 µm. Source data are provided as a Source Data file.

In our human GB mouse models, SELPi treatment of iRFP-labeled U251 cells, reduced the fluorescence signal detected by the CRI-Maestro^TM^ imaging system (Fig. 7E). Immunostaining of these tumors revealed reduced invasion and proliferation of GB cells in the treated group, as shown by H&E and Ki-67 staining, respectively (Fig. 7F). In addition, we observed a reduction of blood vessel density (CD31) and microglia activation (Iba1) in the treated group (Fig. 7F).

In order to increase the signal obtained following IV treatment of SELPi, we used brain cannulas to inject SELPi intraventricularly into animals in the GB PDX mouse model (Fig. 7G). When we removed the cannulas 21 days post injection, MRI imaging revealed a marked 67% reduction in tumor volume. We observed reduced invasion and proliferation of GB cells and reduction in Iba1 and CD31 density in SELPi treated PD-GB4 tumors (Fig. 7H). As for validation that the observed effect on in vivo tumorigenesis is specifically due to SELP inhibition, we assessed for potential adverse effects following systemic administration of SELPi (Supplementary Fig. 19). Following single IV dose of 16 mg/kg injection of SELPi into healthy mice, blood chemistry results showed no significant changes between the saline, vehicle and SELPi groups (Supplementary Fig. 19A). Complete blood count revealed an increase in blood lymphocytes, which correlates with the results showing here and the previously published results by others on the effect of SELP on T cell trafficking^43^ (Supplementary Fig. 19B). Detailed characterization of the small molecule SELPi is shown in Supplementary Fig. 19C as provided by the manufacturer website.

In conclusion, our findings highlight the relevance of SELP in GB cell–microglia/macrophages interactions and demonstrate its effect on GB progression in several in vitro and in vivo human and murine models as well as clinical samples. Our hypothesis is based on the presented data demonstrating the mechanisms by which SELP mediates GAMs activation state and GB tumorigenesis (Fig. 8).

**Fig. 8:**
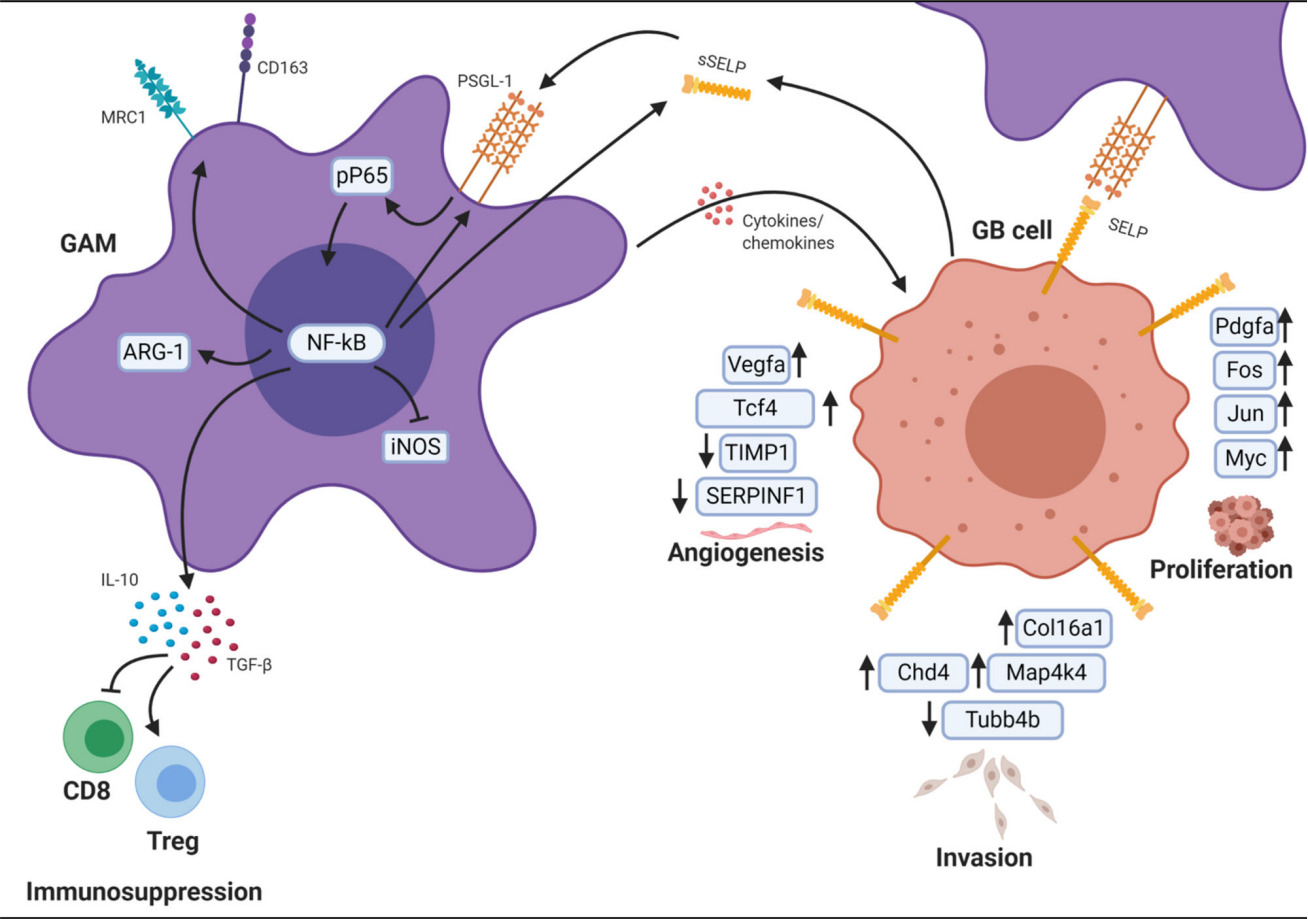
Working model. Illustration showing a proposed mechanism by which SELP-PSGL-1 axis mediates GAMs phenotype and GB progression. This image was created with BioRender.com.

## Discussion

One major characteristic of GB is its diffusive nature, which stems from the ability of GB cells to invade the brain parenchyma and spread through the brain tissue. This constitutes one of the biggest challenges in the treatment of GB patients^44^. Another characteristic of GB is the immunosuppressive microenvironment associated mainly with the high prevalence of immunosuppressive GAMs in the tumor^45^. The invasiveness of GB cells and the immunosuppressive microenvironment may well be linked since GAMs have been shown to facilitate GB invasion, growth, and angiogenesis^10,12^.

Here, we established the role of SELP in GB cell invasion and in the determination of microglia/macrophages activation state. Our results indicate that SELP is expressed by GB cells and microglia/macrophages and that GB cell expression of SELP mRNA and the secretion of soluble SELP (sSELP) were increased in the presence of microglia CM. Interestingly, the expression of membrane bound SELP was higher when GB cells were grown in 3D spheroids seeded in Matrigel than in 2D cultures in a petri dish made of rigid plastic. This expression was further elevated when GB spheroids were treated with microglia CM or when microglia were incorporated into the spheroids. This phenomenon did not occur when cells were grown on 2D. Using our multicellular 3D in vitro models, we have shown that both molecular and pharmacological inhibition of SELP resulted in obstruction of GB cell invasion into Matrigel. This effect was demonstrated using human GB cell lines as well as several PD-GB cells and four murine GB cell lines which represent the diverse GB molecular subtypes (mesenchymal, proneural and classical), out of which 3 were lenti-induced genetically-engineered cells. These findings suggest that SELP plays an important role in GB invasion and can be captured in vitro using setting that better recapitulates the brain microenvironment. Further findings indicated that SELP mediates GB invasion and proliferation also in vivo. It is important to note, that our 3D spheroids model using a modified Hanging Drop method, does not include stem cell medium and does not enrich for cancer stem cells as other tumor spheres assays, but rather creates differentiated tumor spheroids which maintain the cell population heterogeneity. Thus, the differences observed between 2D and 3D models are not due to differences between differentiated GB cells and glioma stem cells, but due to the 3D structure, ECM-mimicking environment and the presence of the tumor microenvironment. Evaluating the effect of SELP on microglia function, we found that the reciprocal effect of GB and microglia cells also leads to an increase in the expression of SELP mRNA in microglia and the secretion of sSELP from them, as well as the expression of membrane-bound PSGL-1 in response to GB CM. These results suggest a positive feedback loop which leads to overexpression of SELP and PSGL-1 by GB and microglia, following exposure to sSELP and possibly other secreted factors. Single cell RNA-seq showed a reduction in PSGL-1 expression by microglia isolated from shSELP tumors. Moreover, our results using BMDM showed elevated PSGL-1 expression in response to rSELP or GB CM and reduction in PSGL-1 expression when SELPi was added to GB CM. These findings support the positive feedback loop hypothesis of SELP and PSGL-1 expression. However, further experiments are required in order to fully reveal this mechanism. One question that still remains open is whether SELP directly mediates GB invasion, or whether, by blocking its expression, we prevent microglia/macrophages from facilitating GB invasion by different mechanisms. Evidence from the literature suggests that SELP expression is downstream to the NF-κB pathway, which has been shown to be involved in GB progression^46–49^. Furthermore, NF-kB pathway was shown to mediate tumor-promoting phenotype of TAMs^50^. Indeed, we found an increase in the phosphorylation of the NF-kB subunit protein p65 in human microglia when exposed to rSELP. These findings may suggest that NF-kB pathway in downstream to PSGL-1 signaling, which then promotes GAMs to support tumor progression and induce the expression of SELP in the suggested positive feedback loop mechanism. SELP binding to PSGL-1 has been shown to facilitate neuroblastoma growth through the activation of Src and ERK-1^51^. These findings point towards possible mechanisms for SELP-mediated GB invasion. Studying the correlation between the SELP-PSGL-1 axis and cancer-promoting transcription factors may reveal important pathways in GB progression that could be affected by the contribution of microglia to this axis.

Importantly, we observed that GB cells not only expressed SELP on the cell membrane but also secreted the soluble protein (sSELP). Moreover, SELP had an immunosuppressive effect on microglia/macrophages in the presence and in the absence of GB cells when grown in culture. This indicates that SELP-PSGL-1 axis may be activated in microglia/macrophages by membrane-bound SELP and sSELP, and that both forms may have a role in microglia/macrophages phenotype not only in the context of GB. Indeed, it was shown that sSELP can be found in both the monomeric and the dimeric forms in human plasma^52^ and that both forms can bind PSGL-1 expressed on neutrophils and monocytes^53^. Although the exact role of sSELP has yet to be elucidated, increased plasma levels of sSELP are known to be associated with certain types of cancer^54^. However, neither its role nor its effect was shown in the brain, in general, or in GB, in particular, until now. This raises the question as to whether the soluble and membrane forms of SELP function in the same way in GB progression. One speculation could be that one form, SELP, contributes to GB invasion due to its adhesion properties, while the other, sSELP, contributes to microglia/macrophages suppression due to its higher exposure to the neighboring stromal cells.

The anti-inflammatory/pro-tumorigenic activation of microglia/macrophages is characterized by reduced levels of iNOS expression and NO release, impaired phagocytic abilities which are important for their anti-tumor response^55^, and elevated levels of ARG1, CD163, CD206 and a number of cytokines including IL-10 and TGF-β^10,56^. In the context of GB, GAMs have been shown to secrete TGF-β, which facilitates growth, invasion, and angiogenesis^57^. Our results indicate that treating microglia/macrophages with rSELP reduces their phagocytic activity, decreases the expression of iNOS and the release of NO, and increases the expression of anti-inflammatory markers and cytokines (such as IL-10 and TGF-β) by microglia/macrophages. In parallel, inhibiting SELP or PSGL-1 using SELPi or anti-PSGL-1 neutralizing antibody, rescued rSELP effects. Since SELP can bind not only to PSGL-1 but to other ligands as well, we used anti-CD44 and anti-CD24 neutralizing antibodies. Inhibiting CD44 or CD24 had only partial effect on microglia/macrophages phenotype. This shows that SELP binding to PSGL-1 is required for the immunosuppressive effects of SELP on microglia/macrophages, and that by blocking SELP or PSGL-1, we are able to enhance both the brain and the systemic immune response against GB tumors.

Although the primary microglia isolated by their CD11b expression showed positive expression of the specific microglia markers TMEM119 and P2Y12, we could not fully discriminate between microglia and macrophages in our models. Thus, we repeated the experiments using freshly-isolated BMDM which showed similar results. Our analysis of published single-cell RNA-seq data obtained from microglia and macrophages isolated from GB patients revealed that the population which correlates with microglia signature does express higher levels of PSGL-1 compared to the macrophages one. However, these differences in PSGL-1 expression between the two populations seem to be smaller in our single-cell data obtained from murine GL261 GB tumors, than those seen in the human data. This may be due to differences between murine and human microglia/macrophages or in data acquisition and analysis. This may suggest that in human GB tumors, SELP is involved in the regulation of resident microglia to a higher extent than in infiltrating macrophages, although further research will be required in order to fully reveal the different effects of SELP on microglia compared to macrophages. Nonetheless, our results demonstrated the role of SELP in GB interactions with both resident microglia and BMDM.

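In the whole-tumor mix, where each library holds both classes, Selplg had 391 ± 116 CPM (SD over 4 libraries) in microglia-like and 130 ± 8.04 CPM in macrophage-like cells. The log2 fold change of microglia-like over macrophage-like cells was 1.55 (standard error 0.14, adjusted p = 7.2e-07 over 10689 genes from edgeR with library as a block), and the microglia-like level was higher in 4 of 4 libraries. With single libraries left out it stayed between 1.35 and 1.68. In shNC samples alone the levels were 304 ± 9.91 and 134 ± 11.2 CPM, and in shSELP samples 479 ± 97.8 and 126 ± 1.31 CPM. The human data of the paper were not analysed here.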

When looking ahead to examine the feasibility of SELP to become a druggable target for GB, we implanted human or murine shSELP GB cells orthotopically in mice and indeed, it dramatically prolonged survival compared to control WT GB cells. The shSELP U251 and PD-GB4 tumors showed a reduction in microvessel density and Iba1 positive microglia at the tumor site. Furthermore, a low density of blood vessels was also observed in a murine mouse model. In addition, we found an increase in cytotoxic CD8+ T cells and a decrease in Treg cells in shSELP GL261 tumors. The effect on the blood vessels can be explained by the fact that GAMs are known to promote angiogenesis in GB^58^ so that changing their phenotype to a more pro-inflammatory state could lead to a reduction in new blood vessel recruitment and formation. The alteration of GAMs phenotype could also be responsible for the effect on immune infiltration since, as shown here, SELP induces the expression of IL-10 and TGF-β both of which are known to inhibit CD8+ T cells and promote Treg cells^59,60^. Another explanation could relate to the interactions between GB and T cells since PSGL-1 is now considered to be a T cell inhibitory molecule^16^. Indeed, we observed a positive correlation between PSGL-1 and CD4 expression in the TCGA data of GB patients, and a high level of T cell expression of PSGL-1 in published GB RNA-seq data. To further investigate these questions, we have performed single cell RNA-seq analysis using shNC and shSELP GL261 tumors. Since we mixed equal amounts of CD11b-positive cells, TILs and the remaining cell-suspension which contained the cancer cells as well as other brain microenvironment components, this data does not represent the distribution of the different cell types in GL261 tumors. However, it allowed us to observe the differentially-expressed genes and the distribution of sub-clusters in each cell type. We first observed that tumor cell-representing clusters were found to be enriched for cancer cell invasion, cancer proliferation and angiogenesis signatures in the shNC group. These direct and indirect changes in the cancer cell populations may be induced by blocking the binding of the membrane-bound SELP expressed on the cancer cells to PSGL-1 expressed on the microglia/macrophages. Another explanation may be that the polarization state change of the GAMs phenotype resulted in reduced secretion of tumor-promoting factors. Looking at the T cell population and clusters, we did not see large differences in their genes expression. However, we did observe a mild increase in T cell activation factors such as granzyme B and perforin in T cells isolated from shSELP tumors. These data together with the FACS and staining analysis of the tumors indicate that T cells may have a partial contribution to the observed effects of SELP inhibition on tumor progression. Looking at the microglia/macrophages population, we observed larger and more meaningful changes in the clusters distribution between the shNC and shSELP groups. Thus, we performed an additional single-cell RNA-seq analysis using only CD11b-positive cells, isolated from shNC and shSELP GL261 tumors. These single cell RNA-seq results demonstrated that SELP knockdown in the cancer cells resulted in alteration of the microglia/macrophage. Interestingly, we found our dataset to be enriched for a microglial signature that was previously defined as belonging to dysfunctional microglia, found in neurodegenerative disorders such as ALS and AD^42^. This signature was associated with pro-inflammatory microglia that contribute to neurodegeneration. As neurodegenerative diseases and GB are known to have an inverse relationship^61^, this microglial sub-population may have anti-tumor potential. Indeed, It was reported that PSGL-1 levels in microglia were reduced in EAE model of multiple sclerosis, and reduced plasma levels of SELP and L-Selectin were detected in AD patients^62,63^. However, the role and the mechanisms in which SELP is involved in neurodegenerative and autoimmune disorders remain unknown. Our findings in cancer may contribute to elucidate the role of microglia in neurodegenerative diseases. In addition, we identified a signature of antigen presentation and T cell recruitment chemokines that was enriched in shSELP tumors. These results suggest that by interfering with SELP-mediated GB-microglia interactions, we may be able to improve the local and systemic immune response against the tumor. Although increased T cell infiltration and activation, and caspase staining were also observed, our results with human GB xenografts in immunodeficient mice indicated that the effect of SELP inhibition on tumor growth is not T cell-dependent. Thus, a combination of SELP inhibition with current checkpoint inhibitors may further improve the therapeutic outcomes. To examine the therapeutic potential of SELP inhibition, we treated four different GB mouse models using SELPi. In all models used, inhibiting SELP resulted in smaller tumors as detected by MRI or by the CRI Maestro™ imaging system, and prolonged survival was observed using iAGR53 GB model. Immunostaining of SELPi-treated U251, PD-GB4 and GL261 tumors revealed similar effects on GB cell proliferation and the brain microenvironment as was observed using shSELP cells. Our results demonstrate the diverse possible benefits of using SELPi for GB therapy.

Other members of the selectin family also bind PSGL-1. Although SELP binds to PSGL-1 at higher affinity than E-Selectin and L-Selectin^64^, their expression may serve as a compensation mechanism for PSGL-1 activation. In addition, it is plausible that there is some redundancy between the different Selectins. However, the shRNA used in this research was designed specifically to silence SELP, and SELPi was previously shown by the manufacturer to be selective for SELP with no effect observed neither on E-Selectin nor on L-Selectin (https://www.tocris.com/products/kf-38789_2748). Thus, we show that specific inhibition of SELP using both molecular and pharmacological agents delayed tumor progression. Nonetheless, further research is required in order to discriminate the possibility of compensation by other Selectins while looking into the added value of inhibiting all three, P, E and L selectins, in order to halt GB’s aggressive progression.

As we show and discuss the different roles of SELP in mediating immune function in pathological and normal conditions, inhibition of SELP may affect the balance of immune maintenance. Adverse effects may present autoimmunity disorders, as PSGL-1 was shown to mediate T cell activation, or impaired immune-trafficking. As SELP mediates platelet activation as well, its inhibition may impair platelet function in homeostasis and pathological conditions. However, several studies have identified SELP as therapeutic target for several pathological conditions such as cardiovascular diseases and sickle-cell anemia. Furthermore, several clinical trials have shown safety, and now evaluating the efficacy of anti-SELP monoclonal antibodies and recombinant PSGL-1 in phase II trials for the above mentioned conditions (NCT03814746, NCT03474965 NCT01245634, NCT00876902). This demonstrates the therapeutic potential and safety of anti-SELP treatments. In our studies in mice, SELPi did not present any changes in behavior, blood chemistry or body weight in healthy mice at the maximal tolerated dose (MTD), and maximal dose was chosen according to solubility limitations. Since inhibition of SELP did not cause direct tumor-killing, combining anti-SELP treatment with the standard chemotherapy (TMZ) may be beneficial. Radiation therapy was shown to increase SELP expression on endothelial cells on the lumen of angiogenic vessels^65^, which may affect the phenotype of recruited BMDM. Thus, SELP inhibition may also improve the efficacy of radiotherapy. Moreover, as we show that SELP mediates the secretion of T cells suppressing cytokines, and that its inhibition facilitates the infiltration of CD8 positive T cells into the tumor, anti-SELP treatment may improve the susceptibility of GB tumors to existing immunotherapies, hence sensitizing this non-responsive tumor to become immune checkpoint therapy (ICT)-responsive.

Taken together, our results show that SELP plays an important role in GB progression and associated immunosuppressive effects in the brain microenvironment. In addition, we used advanced in vitro and ex vivo techniques, as well as pre-clinical human and murine GB mouse models to demonstrate that blocking SELP has a powerful anti-tumorigenic effect on all these parameters. Using three lenti-induced murine GB cells representing the mesenchymal, proneural and classical GB subtypes, as well as human cell lines and patient-derived GB cells, we showed the relevance of SELP-mediated GB-GAMs interactions to the clinical settings. These findings may improve our understanding of GB tumorigenesis and have the potential to lead to the development of advanced and effective strategies for GB therapy.

## Methods

### Materials

DMEM, fetal bovine serum (FBS), L-glutamine, penicillin, streptomycin, mycoplasma detection kit, EZ-RNA II total RNA isolation kit and fibronectin (1 mg/ml, dilution: 1:100) were purchased from Biological Industries Ltd. (Kibbutz Beit HaEmek, Israel). Percoll medium (Cat. No. p4937) and all other chemical reagents, including salts and solvents, were purchased from Sigma-Aldrich (Rehovot, Israel). Milli-Q water was prepared using a Millipore water purification system. Amicon Ultra Centrifugal Filters; molecular weight cut-off (MWCO) 5 or 3 kDa and Poly-L-Lysine (PLL) (Cat. No. A-005-C; 0.1 mg/ml) were purchased from Merck Millipore (Burlington, Massachusetts, USA). The qScript^TM^ cDNA Synthesis Kit was purchased from Quantabio (Beverly, MA, USA). Fast SYBR^TM^ green Master Mix was purchased from Applied Biosystems (California, USA). Collagenase IV, Dispase II (neutral protease) and DNase I were purchased from Worthington Biochemical Corporation (NJ, USA). RBC lysis solution (Cat. No. 420301) was purchased from BioLegend (San Diego, California, USA). MACS MS magnetic columns for cell separation (Cat. No. 130-042-201), CD11b MicroBeads for cell isolation (Cat. No. 130-093-634) and CD45 (TIL) MicroBeads for cell isolation (Cat. No. 130-110-618) were purchased from Miltenyi Biotec (Bergisch Gladbach, Germany). SELP inhibitor (SELPi) KF38789 (Cat. No. 2748) was purchased from Tocris BioScience (Bristol, United Kingdom). Recombinant human SELP (Cat. No. ADP3; Lot. No. ARL6019071), Recombinant murine SELP (rSELP) (Cat. No. 10094-PS; Lot. No. DKLJ0118111), Human SELP ELISA kit (Cat. No. DPSE00), Total NO/Nitrite/Nitrate Immunoassay (Cat. No. KGE001), Mouse XL Cytokine Array Kit (Cat. No. ARY028), Human Cytokine Array kit (Cat. No. ARY005B), anti-human PSGL-1 neutralizing antibody (Cat. No. MAB3345; Lot. No. CLYK0120111; Clone 688102), and anti-human SELP neutralizing antibody (Cat. No. AF137; Lot. No. FBX0518051) were purchased from R&D Systems (Minneapolis, Minnesota, USA). Human L-507 cytokine array kit (Cat. No. AAH-BLM-1A-4; Lot No. 102920 009) was purchased from RayBiotech (Norcross, Georgia, United States). Anti-human/mouse CD44 neutralizing antibody (Cat. No. NBP2-2530; Lot No. VC289186) was purchased from Novus (Colorado, USA). Anti-murine PSGL-1 neutralizing antibody (Cat. No. BE0188; Lot No. 676818M2) was purchased from Bio X Cell (Massachusetts, USA). MEBCYTO Apoptosis Kit, was purchased from MBL International (UK), Recombinant murine GM-CSF (Cat. No. 315-03-50ug; Lot. No. 091855) was purchased from PeproTech (Rehovot, Israel). Latex beads for phagocytosis assays (Cat. No. L4655) were purchased from Sigma-Aldrich (Rehovot, Israel). ProLong® Gold mounting with DAPI (Cat. No. p36935) and Hoechst 33342 (Cat. No. H3570) were purchased from Invitrogen (Carlsbad, California, USA). Mayer’s Hematoxylin solution (Cat. No. 05-06002) and Eosin Y solution (Cat. No. 05-10002) were purchased from Bio-Optica (Milano, Italy).

### Plasmids

mCherry was subcloned by our group into the pQCXIP vector (Clontech, USA) as previously described^66^. iRFP was used as previously described^67^. Human SELP shRNA (Cat. No. sc-29421-SH) and human negative control (NC) shRNA (Cat. No. sc-108060) containing plasmids were purchased from Santa Cruz Biotechnology, Inc. (Dallas, Texas, USA). Murine SELP shRNA and murine NC shRNA plasmids (Simple hairpin shRNAs in the pLKO.1 lentiviral vector designed by The RNAi Consortium) were purchased from GE Healthcare Dharmacon, Inc. (Lafayette, Colorado, USA). Anti-human (SWA11) and anti-murine (Ml.69) CD24 neutralizing antibodies were kindly provided by Nadir Arber and Shiran (Tel Aviv Sourasky Medical Center).

### Primary immunostaining antibodies

Rabbit anti-mouse/human Iba1 (Cat. No. NBP2-19019; Lot. No. 41556; Dilution: 1:200), rat anti-human/mouse PSGL-1 (Cat. No. NB100-78039; Lot. No. C; Dilution 1:50), rabbit anti-human/mouse Ki-67 (Cat. No. NB500-170; Lot. No. G15; Dilution 1:50), and rabbit anti-mouse FOXP3 (Cat. No. NB600; Lot. No. D-1; Dilution 1:30) were purchased from Novus (Colorado, USA). Mouse anti-human SELP (Cat. No. BBA1; Lot. No. APB081704; Clone BBIG-E; Dilution 1:30) was purchased from R&D Systems (Minneapolis, Minnesota, USA). Mouse anti-mouse SELP (Cat. No. 148302; Lot No. B186735; Clone RMP-1; Dilution 1:50) was purchased from BioLegend (San Diego, California, USA). Rat anti-mouse CD31 (Cat. No. 550272; Lot. No. 6273859; Dilution 1:25) was purchased from BD Biosciences (Franklin Lakes, NJ, USA). Rabbit anti-human/mouse Caspase-3 (Cat. No. CST-9664L; Lot. No. 21; Dilution 1:30) was purchased from Cell Signaling Technology (Danvers, Massachusetts, USA). Rat anti-mouse CD4 (Cat. No. 14-9766-82; Lot. No. 4307664; Clone 4SMAS; Dilution 1:100) and Rat anti-CD8 (Cat. No. 14-0808-82; Lot. No. 2003225; Clone: 4SMIS; Dilution 1:50) were purchased from eBioscience (San Diego, California, USA).

### Secondary immunostaining antibodies

Goat anti-mouse Alexa Fluor® 647 (Cat. No. ab15115; Lot. No. GR309891-3; Dilution 1:300), goat anti-rabbit Alexa Fluor® 488 (Cat. No. ab150077; Lot No. GR315933-2; Dilution 1:300), and goat anti-rabbit Alexa Fluor® 647 (Cat. No. Ab150079; Lot. No. Gr3176223-2; Dilution 1:300) were purchased from Abcam (Cambridge, United Kingdom). Goat anti-rat Alexa Fluor® 488 (Cat 112-545-068; Lot. No. 143654; Dilution 1:300) and goat anti-rat Alexa Fluor® 647 (Cat. No. 112-605-003; Lot No. 137652; Dilution 1:300) were purchased from Jackson ImmunoResearch Laboratories, Inc. (West Grove, Pennsylvania, USA).

### Flow cytometry antibodies

Mouse anti-human SELP (Cat. No. BBA1; Lot. No. APB081704; Clone BBIG-E; Dilution 1:20), Mouse IgG1 isotype control (Cat. No. mab002; Dilution 1:20) were purchased from R&D Systems (Minneapolis, Minnesota, USA). Rat anti-human/mouse PSGL-1 (Cat. No. NB100-78039; Lot. No. C; Dilution 1:24) was purchased from Novus (Colorado, USA). Rabbit anti-human/mouse CD163 (Cat. No. AB182422; Lot. No. GR3232711-5; Dilution 1:20), anti-mouse CD11b (Cat. No. ab8878; Lot. No. GR131048-4; Dilution 1:25), and goat anti-rabbit Alexa Fluor® 488 (Cat. No. ab150077; Lot No. GR315933-2; Dilution 1:50) were purchased from Abcam (Cambridge, United Kingdom). Anti-mouse CD3-FITC (Cat. No. 130-119-798; Lot. No. 5190919162; Clone REA641; Dilution 1:10), anti-mouse CD8-APC (Cat. No. 130-111-712; Lot No. 5190919051; Clone: REA793; Dilution 1:10), anti-mouse CD4 VioBlue® (Cat. No. 130-118-696; Lot No. 5190919087; Clone REA605; Dilution 1:10), REA Control-APC (Cat. No. 130-113-446; Lot. No. 5190711317; Clone REA293; Dilution 1:10), REA Control-VioBlue® (Cat. No. 130-113-545; Lot. No. 5190711335; Clone REA293; Dilution 1:10), anti-mouse CD38-APC-Vio770 (Cat. No. 130-125-227; Lot No. 5200405654; Clone REA616; Dilution 1:50), anti-mouse F4/80-FITC (Cat. No.130-117-509; Lot. No. 52003066886; Clone REA126; Dilution 1:50), anti-CD11b-PE-Vio770 (Cat No. 130-113-808; Lot No. 5190919070; Clone REA592; Dilution 1:50) and REA Control-FITC (Cat. No. 130-113-449; Lot No. 5190711318; Clone REA293; Dilution 1:10) were purchased from Miltenyi Biotec (Bergisch Gladbach, Germany). Anti-mouse FOXP3 Alexa Fluor® 647 (Cat. No. 126408; Lot. No. B264076; Clone MF-14; Dilution 1:25), Alexa Fluor® 647 IgG2b, k Isotype ctrl (Cat. No. 400626; Lot. No. B243822; Clone RTK4530; Dilution 1:25), anti-mouse P2Y12-PE (Cat. No. 848003; Lot No. B264216; Clone S16007D, Dilution 1:50), anti-human P2Y12-Briliant Violet 421 (Cat No. 392105; Lot No. B286137; Clone S16001E; Dilution 1:50), anti-human TMEM119 (Cat No. 853301; Lot No. B272769; Clone A16075D; Dilution 1:50), anti-mouse CD206-PE (Cat. No. 141706; Lot No. B280038; Clone C068C2; Dilution 1:50) and LEAF Purified Rat IgG2b, k Isotype Ctrl (Cat. No. 400621; Lot. No. B209798; Clone RTK4530) were purchased from BioLegend (San Diego, California, USA). Mouse-IgG k BP-CFL 488 (Cat. No. sc-516176; Lot. No. HO118; Dilution 1:20) was purchased from Santa Cruz Biotechnology, Inc. (Dallas, Texas, USA). Goat anti-rat Alexa Fluor® 488 (Cat 112-545-068; Lot. No. 143654; Dilution 1:50) was purchased from Jackson ImmunoResearch Laboratories, Inc. (West Grove, Pennsylvania, USA). anti-human CD206 (Cat No. 60143-1-ig; Dilution 1:100) and anti-human TMEM119 (Cat. No. 27585-1-ap; Dilution 1:100) were purchased from ProteinTech (Rosemont, California, USA).

### Western blot antibodies

Anti-human total p65 (Cat. No. D14E12; Lot. No. 13; Dilution 1:1000), anti-human phospho p65 (Cat. No. S536; Lot. No. 16; Dilution 1:1000), anti-human vinculine (Cat. No. E1E9V; Lot. No. 6; Dilution 1:1000) and anti-rabbit HRP (Cat. No. 7074P2; Lot. No. 28; Dilution 1:2000) were purchased from Cells Signaling (Massachusetts, USA)

### Cell culture

U251 human GB cell line was obtained from the European Collection of Authenticated Cell Cultures (ECACC) (Porton Down, Salisbury, UK). GL261 murine GB cell line was obtained from the National Cancer Institute (Frederick, MD, USA). Human embryonic kidney 293T cells (HEK 293T) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). U251 cell line was authenticated by the European Collection of Authenticated Cell Cultures (ECACC) using morphology, karyotyping, PCR-based techniques, and Cytocrome oxidase I assay, following manufacturer validated procedures. The mesenchymal iAGR53, the proneural PNp53 and the classical EGFRviii-shP16 murine GB cell lines were prepared as previously described^68,69^. Cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS, 100 U/ml Penicillin, 100 µg/ml Streptomycin, 12.5 U/ml Nystatin, 2 mM L-glutamine (Biological Industries, Israel). Primary human microglia were obtained from Celprogen (Torrance, California, USA) and cultured in microglia medium (Celprogen) supplemented with 10% FBS. Cells were routinely tested for mycoplasma contamination with a mycoplasma detection kit (Biological Industries, Israel). All cell lines used were tested negative for mycoplasma contamination. All cells were grown at 37 °C in 5% CO_2_.

### Human primary GB cells

Patient-derived GB cells (PD-GB) were isolated from clinical samples obtained from surgical procedures. Tumor tissues were kept in cold PBS and processed within 40 min. In order to isolate tumor cells, tumor samples were dissected to 0.5 mm pieces, and were then plated in 6 cm plates, and cultured in 1 ml DMEM supplemented with 10% FBS, 100 U/ml Penicillin, 100 mg/ml Streptomycin, and 2 mM L-glutamine. Viable cancer cells remained attached to culture plates during medium changes and kept growing in culture, while stromal cells and cell debris were washed away. Cells were routinely tested for mycoplasma contamination with a mycoplasma detection kit (Biological Industries, Israel). All cells were grown at 37 °C in 5% CO_2_.

### Primary murine brain cell isolation

Brains resected from healthy, 5–8 week old C57BL/6 mice, were chopped and incubated with 1 mg/ml Collagenase IV, 2 mg/ml Dispase II (neutral protease), and 0.02 U/ml DNase I for 50 min at 37 °C. Red blood cells (RBC) were lysed with RBC lysis solution followed by a Percoll gradient for myelin separation. The resultant cell-suspension was then incubated with CD11b microbeads for microglia or with CD45 microbeads for total leukocytes, and the desired population was isolated on MACS MS magnetic columns. Murine microglia were then seeded on poly-L-Lysine (PLL)-coated plates in microglia medium (ScienCell, California, USA).

### Primary murine bone marrow-derived macrophages (BMDM) isolation

Bone marrow cells were freshly isolated from the tibias and the femurs of 8–12 weeks old C57BL/6 mice (Envigo CRS, Israel). Bone marrow cells were extracted using 25-gauge syringe and passed through a 70 µm nylon strainer (Corning, Israel). For macrophages differentiation cells were incubated with 50 ng/ml recombinant murine GM-CSF for 1 week. The medium was replaced 4 days post cells isolation. Cells were tested for CD11b and F4/80 expression using flow cytometry.

### Conditioned medium (CM) preparation

To generate CM, GB cells or microglia were seeded in their complete medium. Forty-eight hours post seeding, medium was replaced with starvation medium (0–2% serum) for an additional 24–48 h after which CM was collected.

### Tumor spheroids

Tumor spheroids were prepared from mCherry/iRFP/GFP-labeled patient-derived, human U251 or murine GB cells (GL261, iAGR53, PNp53, EGFRviii-shP16), either alone or co-cultured with unlabeled primary human/murine microglia (4:1 ratio). GB spheroids were prepared using our modified hanging-drop method^17^, in which drops of cell suspension are held hanging from the bottom of an inverted tissue-culture plate until cells agglomerate spontaneously at the lower part of the drop due to gravity. Cells were deposited in 25 μl droplets on the inner side of a 20 mm dish and incubated for 48 h at 37 °C when the plate is facing upside down to allow for spheroid formation. For assessment of cell invasion, GB spheroids (4,000 cells/sphere) were embedded in Matrigel (Corning), seeded in a 96-well plate, and incubated with complete DMEM or complete DMEM supplemented with SELPi (0.5 µM). 3D spheroid invasion was visualized after 24–72 h with an EVOS FL Auto cell imaging system (ThermoFisher Scientific, Massachusetts, USA). For FACS analysis, GB spheroids (8,000 cells/sphere) were embedded in Matrigel, seeded in a 12-well plate, and treated with complete DMEM, 0% serum microglia medium or microglia CM for 24–48 h. Cells were then recovered using Cell Recovery Solution (Corning) and further analyzed by FACS.

### Flow cytometry

For flow cytometry assays, cells were harvested using a cell scraper, and were then washed with PBS followed by additional washes with PBS supplemented with 1% BSA and 5 mM EDTA (FACS buffer). Tumor spheroids were recovered from Matrigel using Cell Recovery Solution (Corning) and washed with FACS buffer. To validate the purity of the isolated microglia population, CD11b isolated cells or human microglia were incubated with TMEM119 and P2Y12-labeled antibodies for 1 h. For human TMEM119, primary antibody was unlabeled and cells were washed and incubated with secondary, Alexa 488 conjugated antibody. To assess P-Selectin and PSGL-1 expression, GB cells and microglia were seeded alone, co-cultured in a 2D petri dish, or grown as spheroids seeded in Matrigel. Cells were treated with control medium or CM for 48 h. They were then incubated with mouse anti-human P-Selectin antibody for 1 h on ice, and then were washed, and incubated with Alexa-488 labeled anti-mouse IgG binding protein for 1 h on ice. Alternatively, cells were incubated with rat anti-human PSGL antibody, and then were washed, and incubated with goat anti-rat, Alexa-488 labeled antibody for 1 h on ice. For evaluation of CD163, CD206, CD38, and PSGL1 expression by microglia and BMDM, cells were seeded in 2D petri dishes treated with DMEM 0% serum, PD-GB4 CM, PD-GB4 CM + SELP neutralizing antibody (2 µg/ml) or SELPi or rSELP + SELPi for 48 h. Alternatively, human microglia were grown in spheroids containing either iRFP labeled control WT PD-GB4 cells or shSELP PD-GB4 cells. Cells were then incubated with labeled anti- CD163, CD206, CD38 or with unlabeled PSGL-1 antibody for 1 h on ice, before being washed and incubated with Alexa-488 labeled secondary antibody for PSGL-1 expression for 1 h on ice. Microglia from spheroids were identified by negative iRFP staining. For in vitro cytotoxicity of SELPi, U251 and PD-GB4 GB cells were seeded in 6 well plates (1 × 10^5^ cells per well) for 72 h, treated with DMSO (2.5^−4^) or with 0.5, 1, 2, 5, and 10 µM of SELPi. Following 72 h, cells were trypsinized and staining for annexin-FITC and PI was performed as the manufacturers recommended. For immune-infiltration assessment, CD45 cells freshly isolated from GB tumors were divided into two panels: (1) T cell panel- cells were incubated with FITC-labeled anti-CD3, APC-labeled anti-CD8 and Vio-Blue anti-CD4 antibodies; (2) Treg panel- cells were incubated with Vio-Blue anti-CD4 and Alexa-647 anti-FOXP3. Cells were incubated for 1 h on ice. Single stained cells for each antibody and a pool of the corresponding isotype control were used as negative staining controls. Fluorescence intensity was assessed using either an Attune flow cytometer (Life Technologies) or a Gallios^TM^ flow cytometer (Beckman Coulter, USA) and the results were analyzed by Kaluza 2.1 software (Beckman Coulter, USA).

### Gene knockdown and fluorescence-labeling by retroviral infection

Human embryonic kidney 293T (HEK 293T) cells were co-transfected with the specific expression/knockdown plasmid and the compatible packaging plasmids (pMD.G.VSVG and pGag-pol.gpt). Supernatant containing retroviral particles was collected 48 h post transfection. GB cells or microglia were incubated with the virus for 48 h and positive cells were selected by puromycin resistance for mCherry, shSELP, and shNC infections, and hygromycin for iRFP infection. All retroviral infections showed 70–90% positive infected cells.

### Co-culture proliferation assay

Primary murine/human microglia were seeded in a 24 well plate (Corning) at different concentrations, and the same amount of mCherry-labeled murine GL261 (1:4, 1.5:1, 3:1, 6:1 ratios), iRFP-labeled patient-derived (PD-GB4) or human U251 GB cells were added 24–72 h post seeding (1:1). The plates were then incubated for 96 h (37 °C; 5% CO_2_) in microglia medium and proliferation of fluorescently-labeled cells was measured by the IncuCyte Zoom Live cell analysis system (Essen Bioscience). GB cells in microglia medium were used as a control.

### Wound healing assay

iRFP-labeled human GB cells, untreated or shRNA-infected, were seeded in a 96-well plate, either alone or with primary human microglia (5:1 ratio) at 100% confluence, and were treated with naïve microglia medium (not exposed to cells) or microglia CM. Twenty-four hours post-seeding, a wound maker (Essen Biosciences) was used to create a uniformed wound to the monolayer and then the healing process was monitored and analyzed over the next 48–96 h with the IncuCyte Zoom live-cell analysis system.

### Transwell migration assay

Murine GL261, human U251 or PD-GB cells (1 × 10^5^ cells) were seeded in 8 µm inserts (Costar Inc., USA) coated with fibronectin in 0% serum DMEM. After 2 h, once the cells had attached, inserts were transferred to a fresh 24-well plates with either microglia medium alone or with the addition of 1 × 10^5^ human or murine microglia seeded in microglia medium. For evaluation of human microglia migration, primary human microglia (1 × 10^5^ cells) were seeded in 8 µm inserts (Costar Inc., USA) coated with fibronectin in 0% serum DMEM. Following cell attachment, inserts were transferred to fresh 24 well plates with either 0% serum DMEM or untreated GB cells seeded in 0% serum DMEM. The cells were allowed to migrate for 5–20 h, before fixation and staining (Hema 3 Stain System; Fisher Diagnostics, USA). The stained migrated cells were imaged using an EVOS FL Auto cell imaging system (ThermoFisher Scientific). The numbers of migrated cells per membrane were evaluated in the captured images by ImageJ 1.52v software.

### Cytokine array

Cytokine secretion following GB-microglia interactions in murine GB model was assessed by culturing murine GL261 GB cells (2 × 10^4^ cells/ml) and primary murine microglia (7 × 10^4^ cells/ml), either alone or together, in microglia medium for 72 h. Medium was then collected, concentrated x20 (Amicon Ultra Centrifugal filters), and analyzed for cytokine secretion by a murine Cytokine Array (R&D). Cytokine secretion following GB-microglia interactions in human GB model was assessed by culturing human PD-GB4 GB cells (1 × 10^5^ cells/ml) and primary human microglia (6 × 10^4^ cells/ml), either alone or together, in microglia medium for 72 h. Medium was then collected, concentrated x20 (Amicon Ultra Centrifugal filters), and analyzed for cytokine secretion by a human Cytokine Array (RayBiotech). Cytokines secreted by microglia were detected by incubating primary human/murine microglia (1 × 10^5^ cells/ml) in PLL-coated plates for 24 h before treatment with 0% serum DMEM or 0% serum DMEM supplemented with rSELP (3.5 μg/ml) for 24 h. The medium was then collected and concentrated x20 (Amicon Ultra Centrifugal filters). Secreted cytokines were detected by Protein Profiler-Cytokine Array. Membranes were visualized by a myECL imager or the iBright imaging system (ThermoFisher Scientific). Cytokine levels were quantified using ImageJ 1.52v software.

### ELISA

PD-GB cells, U251 cells and primary human microglia (1 × 10^5^ cells/ml) were seeded separately in PLL-coated plates and treated with each other’s CM or naïve medium for 24 h. The medium was replaced with fresh medium for an additional 24 h, and was then collected and concentrated (Amicon Ultra Centrifugal filters). SELP levels in the medium were detected by a SELP ELISA kit. Optical density was measured by a SpectraMax M5e multi-detection microplate reader system (Molecular Devices, California, USA).

### Nitric oxide secretion evaluation

Primary human microglia (1 × 10^5^ cells/ml) were seeded in PLL-coated plates. Twenty-four hours post-seeding, cells were treated with: 0% serum DMEM, 0% serum DMEM supplemented rSELP (1.5 μg/ml), 0% serum DMEM exposed to rSELP and SELPi (0.5 µM), 0% serum DMEM exposed to rSELP and anti-PSGL-1 neutralizing antibody (2.5 µg/ml), 0% serum DMEM exposed to rSELP and anti-CD44 neutralizing antibody (2.5 µg/ml), or 0% serum DMEM exposed to rSELP and anti-CD24 neutralizing antibody (2.5 µg/ml) for 24 h. Alternatively, macrophages were seeded in 96 well plates (5 × 10^5^ cells/ml) treated with macrophages medium, macrophages medium supplemented with rSELP (3.5 μg/ml), macrophages medium supplemented with rSELP and SELPi (0.5 µM), macrophages medium supplemented with rSELP and anti-PSGL-1 neutralizing antibody (2.5 µg/ml), macrophages medium supplemented with rSELP and anti-CD44 neutralizing antibody (2.5 µg/ml) or macrophages medium supplemented with rSELP and anti-CD24 neutralizing antibody (2.5 µg/ml) for 24 h. Medium was then collected for evaluation of nitrite levels by the Total Nitric Oxide and Nitrate/Nitrite Parameter Assay Kit. Optical density was measured by a SpectraMax M5e multi-detection microplate reader system (Molecular Devices).

### Phagocytosis assay

Primary human/murine microglia were seeded in 96 well plates (1 × 10^5^ cells/ml) in microglia medium, microglia medium supplemented with rSELP (1.5 μg/ml for human microglia and 3.5 μg/ml for murine microglia), microglia medium supplemented with rSELP and SELPi (0.5 µM), microglia medium supplemented with rSELP and anti-PSGL-1 neutralizing antibody (2.5 µg/ml), microglia medium supplemented with rSELP and anti-CD44 neutralizing antibody (2.5 µg/ml) or microglia medium supplemented with rSELP and anti-CD24 neutralizing antibody (2.5 µg/ml) for 48 h. The medium was then replaced by fresh microglia medium containing green fluorescence latex beads for 2–6h and washed with PBS supplemented with Hoechst staining solution for 10 min. For evaluation of murine macrophages phagocytosis abilities, macrophages were seeded in 96 well plates (5 × 10^5^ cells/ml), treated with macrophages medium, macrophages medium supplemented with rSELP (3.5 μg/ml), macrophages medium supplemented with rSELP and SELPi (0.5 µM), macrophages medium supplemented with rSELP and anti-PSGL-1 neutralizing antibody (2.5 µg/ml), macrophages medium supplemented with rSELP and anti-CD44 neutralizing antibody (2.5 µg/ml) or macrophages medium supplemented with rSELP and anti-CD24 neutralizing antibody (2.5 µg/ml) for 48 h. Cells were incubated with latex beads for 3.5 h and washed with PBS supplemented with Hoechst staining solution for 10 min. Phagocytosis was visualized using the EVOS FL Auto cell imaging system (ThermoFisher Scientific) and analyzed by ImageJ 1.52v software.

### Gene expression analysis

SELP mRNA expression was evaluated using qPCR. PD- GB4 cells, U251 cells and primary human microglia (1 × 10^5^ cells/ml) were seeded separately and treated with each other’s CM or naïve medium for 48 h.

For qPCR evaluation of SELP silencing, GB cells were seeded in complete DMEM (2 × 10^5^ cells) for 72 h.

To evaluate microglial expression of IL-10 TGF-β, ARG1 and iNOS by primary human microglia (1 × 10^6^ cells), cells were seeded in PLL-coated plates. Twenty-four hours post-seeding cells were treated with: 0% serum DMEM alone, or exposed to rSELP (1.5 μg/ml), or exposed to rSELP and SELPi (0.5 µM), or exposed to rSELP and anti-PSGL-1 neutralizing antibody (2.5 µg/ml), or exposed to rSELP and anti-CD44 neutralizing antibody (2.5 µg/ml), or exposed to rSELP and anti-CD24 neutralizing antibody (2.5 µg/ml) for 48 h.

To evaluate microglial expression of IL-10 and TGF-β by primary murine microglia, cells were freshly isolated and seeded (1 × 10^6^ cells) in PLL-coated plates for 4–6 days. Then, cells were treated with: 2% serum-supplemented microglia medium alone, or exposed to rSELP (3.5 μg/ml), or exposed to rSELP and SELPi (0.5 µM), or exposed to rSELP and anti-PSGL-1 neutralizing antibody (2.5 µg/ml), or exposed to rSELP and anti-CD44 neutralizing antibody (2.5 µg/ml), or exposed to rSELP and anti-CD24 neutralizing antibody (2.5 µg/ml) for 48 h.

### RNA isolation

EZ-RNA II total RNA isolation kit (Biological Industries Ltd., Israel) was used to isolate total RNA, according to the manufacturer’s protocol. Briefly, samples were lysed with 0.5 ml Denaturing Solution/10 cm^2^ culture plate. Water saturated phenol was then added, and the samples were centrifuged. Isopropanol was added to precipitate the RNA and the centrifuged RNA pellet was washed with 75% ethanol, centrifuged, and re-suspended with ultra-pure double distilled water. RNA concentration was evaluated using a NanoDrop® ND-1000 Spectrophotometer according to the manufacturer’s V3.5 User’s Manual (Nano-Drop Technologies, Wilmington, DE).

### cDNA synthesis

qScript™ cDNA synthesis kit for RT-PCR was used to synthesize cDNA, according to the manufacturer’s protocol. Briefly, 1 µg of total RNA sample was mixed with qScript Reverse Transcriptase, dNTPs, and nuclease free water. The reaction tube was then incubated at 42 °C for 30 min and heated at 85 °C for 5 min to stop cDNA synthesis.

### Real-time PCR

The expression level of target genes was assessed by SYBR green real-time PCR (StepOne plus, Life Technologies) and normalized to GAPDH housekeeping gene. Primers used were:

Human SELP: forward- 5ʹ- TCCTTGAGAGCGTTTCAGTATG -ʹ3, reverse -5ʹ-CTGTCCACTGTCCCAAGTTAT C -ʹ3

Murine SELP: forward- 5ʹ- GAC TTTGAGCTACTGGGATCTG -3ʹ, reverse -5ʹ- CAG GAA GTG ATG TTA TGC CTT TG -3ʹ

Human IL-10: forward- 5ʹ- CGCATGTGAACTCCCTGG -3ʹ, reverse- 5ʹ -TAGATGCCTTTCTCTTGGAGC -3ʹ

Human TGF-β: forward- 5ʹ- GCCTTTCCTGCTTCTCATGG -3ʹ, reverse- 5ʹ -GTACATTGACTTCCGCAAGGA -3ʹ

Human/ murine GAPDH: forward- 5ʹ- ATTCCACCCATGGCAAATTC –3ʹ, reverse -5ʹ- GGATCTCGCTCCTGGAAGATG –3ʹ

Human iNOS: forward- 5ʹ- CGCCTTTGCTCATGACATTG -ʹ3, reverse -5ʹ-TCAAACGTCTCACAGGCTG C -ʹ3

Human ARG1: forward- 5ʹ- AGGTCTGTGGGAAAAGCAAG -ʹ3, reverse -5ʹ-GCCAGAGATTCCAATTG -ʹ3

Murine IL-10: forward- 5ʹ- TGAATTCCCTGGGTGAGAAGC -3ʹ, reverse- 5ʹ-CACCTTGGTCTTGGAGCTTATT -3ʹ

Murine TGF-β: forward- 5ʹ- ACTGGAGTTGTACGGCAGTG -3ʹ, reverse- 5ʹ-GGGGCTGATCCCGTTGATT -3ʹ

### Western blot

To assess the activation of NF-κB pathway in the presence of rSELP, human microglia were exposed for 2 h to serum-free medium followed by 3 h incubation with serum-free medium supplemented with rSELP (1 μg/ml). Cells were subsequently lysate in RIPA buffer supplemented with fresh proteases and phosphatases inhibitors (Invitrogen, USA). Cells lysate were loaded into a 10% acrylamide/bis-acrylamide gel and the proteins were transferred on nitrocellulose filter and blocked with 5% BSA in Tris-HCl buffer with 1% Tween. Phosphorylated p65 (p-p65) and total p65 antibodies were incubated with the nitrocellulose filter for overnight at 4 °C. Vinculin antibody was incubated for 1h at RT and used as housekeeping to normalize the expression of p-p65 and p65. Rabbit secondary antibody HRP conjugated was incubated for 1 h at RT. SuperSignal^TM^ West Pico Plus chemiluminescent substrate (Thermo Scientific) was added to the membrane, and images were developed using iBright 1500 instrument (Life Technologies, USA). Pixel density of the corresponding protein bands was quantified using ImageJ 1.52v software.

### Animals and ethics statement

Animals were housed in the Tel Aviv University animal facility. All experiments received ethical approval by the animal care and use committee (IACUC) of Tel Aviv University (approval no. 01-19-015, 01-19-097) and conducted in accordance with NIH guidelines.

### Animal models

In order to assess microglia density and SELP expression in GB tumors by histology, 6 week-old male C57BL/6 mice (Envigo CRS, Israel) were anesthetized by ketamine (150 mg/kg) and xylazine (12 mg/kg) injected intraperitoneally (IP), and mCherry-labeled murine GL261 GB cells (5 × 10^4^ cells) were stereotactically implanted into their striatum (*N* = 10). Patient-derived and iRFP-labeled U251 human GB cells (5 × 10^4^ cells) were stereotactically implanted into the striatum of 6 week-old male SCID mice (Envigo CRS, Israel) (*N* = 10). Tumor development was followed by MRI (T1 weighted with contrast agent, MR Solutions) and CRI Maestro^TM^ imaging system.

To investigate the effect of SELP shRNA on tumor growth in the murine GB model, control wild-type (WT), shSELP, or shNC GL261 GB cells (5 × 10^4^ cells) were stereotactically implanted into the striatum of 6 week-old male C57BL/6 mice (*N* = 15) (Envigo CRS, Israel). Tumor volume and development were followed by MRI (T1 weighted with contrast agent, MR solutions). Mice were euthanized when they lost 10% body weight in a week, had lost 20% of their initial weight, or when neurological symptoms appeared. Six mice per group were euthanized at day 17 post injection and the brains were resected for further analysis by immunostaining, flow cytometry, and evaluation of gene expression.

Single-Cell RNA-seq of CD11b-positive cells and additional flow cytometry analysis was performed following stereotactical implantation of 5 × 10^4^ control—WT, shSELP or shNC GL261 GB cells into the striatum of 6 week-old male C57BL/6 mice (*N* = 6) (Envigo CRS, Israel). Tumor volume and development were followed by MRI (T1 weighted with contrast agent, MR solutions). Mice were euthanized at day 17 post injection and the brains were resected. A pool of 3 brains per group of mice was used to generate cell suspensions as described above, and CD11b microbeads were used to isolate microglia/macrophages for single-cell RNA-seq analysis. The remaining cell-suspension was treated with CD45 microbeads and flow cytometry analysis was performed as described above. Alternatively, CD11b and the remaining CD45-isolated cells, as well as the rest of the cell-suspension, were mixed at equal amounts and analyzed for whole-tumor single-cell RNA-seq.

To assess the effect of SELP shRNA on tumor growth in the human GB models, control WT, shSELP or shNC human iRFP-labeled U251 or GB-PD4 GB cells (5 × 10^4^ cells) were stereotactically implanted into the striatum of 6 week-old male SCID mice (*N* = 9) (Envigo CRS, Israel). Tumor volume and development were followed by MRI (T2 weighted, MR solutions). Mice were euthanized when they lost 10% body weight in a week, had lost 20% of their initial weight, or when neurological symptoms appeared. Three mice per group were euthanized at day 27 for U251 or day 35 for PD-GB4 post injection and brains were resected for further analysis by immunostaining.

To evaluate the effect of SELPi treatment in the human U251 GB model, iRFP-labeled U251 cells (5 × 10^4^ cells) were stereotactically implanted into the striatum of 7 week-old male SCID mice (Envigo CRS, Israel) (*N* = 10). SELPi (0.8 mg/ml) was dissolved in DMSO (0.01%), polyethyleneglycol (93.2 mg/ml), Tween-80 (14.8 mg/ml), and DDW. Mice were treated intravenously (IV) twice a week with PBS, 16 mg/kg SELPi or vehicle (0.01% DMSO, 93.2 mg/ml polyethyleneglycol and 14.8 mg/ml Tween-80 in DDW). Tumor development was followed by monitoring the fluorescence intensity using the CRI Maestro^TM^ imaging system. Mice were euthanized at day 26 post injection and brains were resected for further analysis by immunostaining.

To examine the effect of SELPi treatment in the murine GL261 GB model, GL261 cells (5 × 10^4^ cells) were stereotactically implanted into the striatum of 7 week-old male C57BL/6 mice (Envigo CRS, Israel) (*N* = 5) and treated with SELPi three times a week as described above. Tumor volume was evaluated by MRI (T2 weighted, MR solutions). Mice were euthanized when they lost 10% body weight in a week, had lost 20% of their initial weight, or when neurological symptoms appeared. Mice were euthanized at day 17 post injection and brains were resected for further analysis by immunostaining.

To evaluate the effect of SELPi treatment in the murine mesenchymal iAGR53 GB model, GFP-labeled iAGR53 cells (1 × 10^5^ cells) were stereotactically implanted into the striatum of 7 week-old male C57BL/6 mice (Envigo CRS, Israel) (*N* = 15) and treated with 16 mg/kg SELPi, IV, QOD. Tumor volume was evaluated by MRI (T1 weighted with contrast agent, MR solutions). Mice were euthanized when they lost 10% body weight in a week, had lost 20% of their initial weight, or when neurological symptoms appeared. Twelve days post cell inoculation, 3 mice per group were euthanized and brain were resected and further processed for histology analysis. To examine the effect of SELPi treatment in the PD-GB model, 5 × 10^4^ iRFP-labeled patient-derived cells were stereotactically implanted into the striatum of 7 week-old male SCID mice (Envigo CRS, Israel) (*N* = 5). Brain cannulas (NBT) were implanted intraventricularly in the co-lateral hemisphere and the mice were treated stereotactically via the cannulas (1 µl at 0.2 µl/min flow rate) with PBS, 2 mg/kg SELPi dissolved in DMSO or vehicle (DMSO) QOD. Three weeks post cell-inoculation, the mice were euthanized, the cannulas were removed, and tumor volume was evaluated by MRI (T2 weighted, MR Solutions). Brains were resected for immunostaining. To test the effect of SELPi treatment in vivo on mice blood chemistry and blood count, C57BL/6 mice were injected with 16 mg/kg SELPi IV. Twenty-four hours following injecting, mice were euthanized and blood was collected. Blood samples were analyzed by AML Ltd (Herzliya, Isreal).

For all models, 50 × 10^3^ GB cells were stereotactically injected in 5 µl at 1 µl/min flow rate. Injection coordination relative to the mouse Bregma point were: 2 mm lateral (left), 0.5 mm anterior, 3.5 mm ventral.

In some rare cases, extracranial tumor growth was observed (Supplementary Fig. 20). This occurred mainly in fast-proliferating tumors at late stages of tumor development (Supplementary Fig. 20A), and only in small numbers of mice in each experiment (Fig. 20B). The extracranial part was not included in tumor volume quantification.

### SELPi treatments

KF 38789 (SELPi) is a commercially-available P-selectin inhibitor manufactured by Tocris BioScience. SELPi was shown to be a selective P-Selectin inhibitor (IC_50_ = 1.97 μM) with no inhibiting effects on L-Selectin or E-Selectin. It was shown to block SELP-binding in vitro and in vivo^70^. This compound is commonly used for research of immune-related processes such as tumor metastases formation^71,72^. For the experiment described above, SELPi (0.8 mg/ml) was dissolved in DMSO (0.01%), polyethyleneglycol (93.2 mg/ml), Tween-80 (14.8 mg/ml) and DDW. Mice were injected with 16 mg/kg IV, twice a week, three times a week or QOD as described above. As control (vehicle), mice were injected with DMSO (0.01%), polyethyleneglycol (93.2 mg/ml), Tween-80 (14.8 mg/ml), in DDW at equivalent volume.

### Droplet-based single-cell RNA-Seq

GL261 GB tumor cells were initially exposed to shSELP or control shRNA plasmid as described above, and injected into mice. Microglia/macrophages (CD11b+), T cells (CD11b-CD45+) and tumor cells (the remaining cell suspension) isolated from the tumors were mixed in equal amounts (see animal model part). We also isolated Microglia/Macrophage cells (CD11b+) only from the two groups of GL261 GB tumor-bearing mice. Cells were encapsulated into droplets, and libraries were prepared using Chromium Single Cell 30 Reagent Kits v3 according to manufacturer’s protocol (10× Genomics). The generated single cell RNA-seq libraries were sequenced using a 75 cycle NextSeq 500 high output V2 kit.

### Droplet-based single-cell RNA-Seq data processing

Gene counts were obtained by aligning reads to the mm10 genome using CellRanger software (v1.3 10× Genomics). 

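The deposited counts of both experiments hold cells with fewer detected genes than this limit, down to 266 in the whole-tumor mix and 263 in the CD11b+ cells. No deposited cell had fewer than 500 UMIs, more than 5.00% mitochondrial counts or more than 4994 genes. The filter was therefore applied here to the deposited cells, where the part on mitochondrial counts removed none.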

To remove doublets and poor-quality cells, we excluded cells that contained more than 10% mitochondrially-derived transcripts, or where less than 500 genes were detected. 

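In the whole-tumor mix 4362 of 4586 deposited shNC cells and 4364 of 4586 shSELP cells had at least 500 genes and at most 10% mitochondrial counts. Limits of 1000 genes and 5% left 3954 and 3878, and limits of 200 genes and 20% left all 4586 of each group.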

Among the retained cells, we considered only genes present in >3 cells, which yielded for the global experiment 4654 and 5708 cells from mice exposed to shSELP or control tumors respectively. 

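The deposited counts of the whole-tumor mix hold the same number of cells, 4586, in each group, and no further cells were drawn here.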

We then randomly selected 4580 from each group. For the microglia/macrophages focused experiment 4409 and 3376 cells from mice exposed to shSELP or control tumors respectively. 

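Of 2862 deposited CD11b+ cells per group, 2804 shSELP and 2731 shNC cells passed the filter used here. Limits of 1000 genes and 5% mitochondrial counts left 2206 and 2109.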

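The deposited CD11b+ counts hold 2862 cells in each group, so a draw of that size per group was not repeated.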

We then randomly selected 3300 from each group. Transcript counts for each library were scaled using the ScaleData function in Seurat 3.1.4, which scales and centers features in the dataset. The results were then normalized using the LogNormalize function in Seurat, by which the feature counts for each cell are divided by the total counts for that cell and multiplied by the scale factor. This is then natural-log transformed using log1p. For principal component analysis (PCA) and clustering, we used a log-transformed expression matrix. The top 12 and 8 PCs, from the global and microglia/macrophages focused experiment respectively, were selected for subsequent tSNE analysis, determined by a drop in the proportion of variance explained by subsequent PCs. 

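The number of components was varied for the counts of nearest neighbours. With 8, 12 and 30 components, the share of neighbours from a cell's own group over all cells of the whole-tumor mix was 61.5%, 61.4% and 63.6%. In T-like cells it was 57.1% with 8 and also 57.1% with 30 components, and in microglia-like cells 54.6% and 57.6%. Over all CD11b+ cells it went from 60.2% with 8 components to 75.2% with 30.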

We confirmed that the resulting analyses were not particularly sensitive to this choice.

### Single-cell RNA-seq clustering

The FindClusters function in Seurat was used to identify clusters of cells by a shared nearest neighbor (SNN) modularity optimization-based clustering algorithm. First, we calculated the k-nearest neighbors and constructed the SNN graph. We then optimized the modularity function to determine clusters as previously described^73^. Shifts in the distribution of cells from mice exposed to shSELP or control tumors for each of the clusters were calculated using Fisher’s exact test. 

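A test on cells takes the counting error of cells into account and not the spread between libraries. In the whole-tumor mix endothelial-like cells led by Cldn5 took 16.1% (exact 95% binomial interval 14.6% to 17.7%) of one shSELP library and 3.59% (2.85% to 4.46%) of the other, and 1.01% and 1.47% of the shNC libraries, so that the libraries of a group differed beyond counting error. Shares were therefore given per library here, with no test on cells.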

To further confirm the annotation of the tumors clusters we used inferred CNV analysis implementation of the R package InferCNV (https://github.com/broadinstitute/inferCNV). We first run the analysis on the cell clusters we identified as tumor cells (with a separation to shSELP and shNC). Next, we used the rest of the cell clusters as a reference. Thus, we were also able to confirm that we did not miss any other tumor cluster. The analysis was run with the following arguments: “denoise”, default hidden markov model (HMM) settings, “cutoff” of 0.1 as suited for 10× data – set, and a mouse gene map originated in the Mouse Genome Informatics data base.

### Genes differentially expressed between clusters

The FindAllMarkers function in Seurat was used to find marker genes that were differentially expressed between clusters. This function identifies differentially expressed genes between two groups of cells using a Wilcoxon Rank Sum test with limit testing chosen to detect genes that display an average of at least 0.25-fold difference (log-scale) between the two groups of cells and genes that are detected in a minimum fraction of 0.25 cells in either of the two populations. This step was intended to speed up the function by not testing genes that are very infrequently expressed.

### Visualization of single cell data

To generate tSNE plots^74,75^ of single cell profiles, the scores along the 8 significant PCs described above were used as input for the R implementation of tSNE, by the RunTSNE function in Seurat. Heatmaps were generated using DoHeatmap function in Seurat for the top 10 DE genes in each cluster.

### Single-cell gene signature scoring

Single-cell gene signature scoring was done as described previously^76^. Briefly, as an initial step, to remove bias towards highly expressed genes the data was scaled using z-score across each gene. For a given gene signature (list of genes), a cell-specific signature score was computed. Scores were computed by first sorting the normalized scaled gene expression values for each cell followed by summing up the indices (ranks) of the signature genes. The same method was also applied to gene-signatures which includes both up-regulated and down-regulated genes. In this case, two ranking scores were obtained separately, and the down-regulated associated signature score was subtracted from the up-regulated generated signature score. A contour plot which takes into account only those cells that have a signature score above the indicated threshold was added on top of the tSNE space, in order to further emphasize the region of highly scored cells. In the second method, total expression of the up-regulated genes was summed and subtracted from the total expression of the down-regulated. Finally, we scaled and averaged the two scoring values.

In addition, we used another independent statistical approach for signature enrichment in single cell data based on the recently published CERNO algorithm^77,78^. Briefly, we used the CERNO method to recalculate the enrichment for a specific gene signature per cell. First, genes were ranked by their normalized expression level, followed by calculation of the statistic $$F = - 2\mathop {\sum}\nolimits_{i = 1}^N {{\mathrm{ln}}} \left( {\frac{{r_i}}{{N_{tot}}}} \right)$$, where *N*_*tot*_ the total number of the gene in the experiment, and the size of the gene signature is *N*, and for every $$g_i \in GS:r_i = rank(g_i)$$ as shown before, $$F\sim X_{2N}^2$$, therefore, we used the chi-square CDF function to calculate a *p* value per cell, and then, we used FDR correction on the result of each condition. Finally, we used the Fisher exact test to see if one condition is more enriched with cells that are significantly enriched in the CERNO test than the other condition. The CERNO enrichment test shows that the differences reported are significant (*p* value = 4.4 × 10^−9^ for the neurodegenerative signature and *p* value = 6.48 × 10^−8^ for the T cell communication signature).

### MRI imaging

Tumor bearing mice were imaged at the Sackler Cellular & Molecular Imaging Center (SCMIC), Tel Aviv University. Mice were anesthetized by ketamine (150 mg/kg) and xylazine (12 mg/kg) injected IP. T1 weighted with contrast agent (Magnetol, Gd-DTPA, Soreq M.R.C. Israel Radiopharmaceuticals) and T2 weighted images were taken by 4.7T MRI—MRS 4000™ (MR solutions). Tumor volume was calculated using Radiant Dicom Viewer 2020.1.1.

### Intravital imaging

Tumor growth of iRFP- or mCherry- labeled human U251 GB tumors was followed using the CRI Maestro^TM^ non-invasive intravital fluorescence imaging system. Mice were anesthetized with an IP injection of ketamine (150 mg/kg) and xylazine (12 mg/kg) and then placed inside the imaging system. Multispectral image-cubes of 550–800 nm were used with spectral range in 10 nm steps using excitation (575–605 nm) and emission (645 nm longpass) filter set. Auto-fluorescence and background were subtracted by a linear unmixing algorithm.

### Ethics

GB patient tissues: experiments involving human GB tissues were performed following an informed consent, with the approval of the Institutional Review Board (IRB) and in compliance with all legal and ethical considerations for human subject research (approval no. 0735-13-TLV). Healthy human brain tissues: Post-mortem human brain tissue was obtained by autopsy from the Offices of the Chief Medical Examiner of the District of Columbia, and of the Commonwealth of Virginia, Northern District, all with informed consent from the legal next of kin (protocol 90-M-0142 approved by the NIMH/NIH IRB). Additional post-mortem human brain tissue samples were provided by the National Institute of Child Health and Human Development Brain and Tissue Bank for Developmental Disorders (http://www.BTBank.org) under contracts NO1-HD-4-3368 and NO1-HD-4-3383. The IRB of the University of Maryland at Baltimore and the State of Maryland approved the protocol, and the tissue was donated to the Lieber Institute for Brain Development under the terms of a Material Transfer Agreement. Clinical characterization, diagnoses, and macro- and microscopic neuropathological examinations were performed on all samples using a standardized paradigm, and subjects with evidence of macro- or microscopic neuropathology were excluded. Details of tissue acquisition, handling, processing, dissection, clinical characterization, diagnoses, neuropathological examinations, RNA extraction, and quality control measures were as described previously^79^. The Brain and Tissue Bank cases were handled in a similar fashion (http://medschool.umaryland.edu/BTBank/ProtocolMethods.html).

### Human FFPE specimens

FFPE GB samples were obtained from Tel Aviv Sourasky Medical Center following an informed consent. A total of 60 samples were collected: 36 samples of patients who survived short-term- STS (69% men; 65 ± 2 years; survival 3.7 ± 0.2 months), and 24 samples of patients who survived long-term- LTS (58% men; 56 ± 3 years; survival 48 ± 3.9 months). Normal human brain FFPE samples were obtained from the Lieber Institute (Baltimore, MD, USA).

### Frozen OCT tissue fixation

Tumor bearing mice were anesthetized with an IP injection of ketamine (150 mg/kg) and xylazine (12 mg/kg) and perfused with PBS followed by 4% Paraformaldehyde (PFA). Brains were harvested, and incubated with 4% PFA for 4 h, followed by 0.5 M of sucrose (BioLab) for 1 h, and 1 M sucrose overnight (ON). The brains were then embedded in optimal cutting temperature (OCT) compound (Scigen) on dry ice and stored at −80 °C.

### Immunostaining

OCT embedded tumor samples were cut into 5 μm thick sections. Staining was performed using BOND RX autostainer (Leica). Sections were stained by hematoxylin and eosin (H&E) and immunostained for: proliferating cells using rabbit anti-human/mouse KI67 antibody and Alexa Fluor 488-goat anti-rabbit secondary antibody; Blood vessels using rat anti-mouse CD31 antibody and Alexa Fluor 488-goat anti-rat secondary antibody; Iba1 activated microglia using rabbit anti-mouse Iba1 antibody and Alexa Fluor 488-goat anti-rabbit secondary antibody; CD8-positive T-cells using rat anti-mouse CD8 antibody and Alexa Fluor 488-goat anti-rat secondary antibody; CD4-positive T-cells using rat anti-mouse CD8 antibody and Alexa Fluor 488-goat anti-rat secondary antibody; and FOXP3-positive T-cells using rabbit anti- mouse/human FOXP3 and Alexa Fluor 488-goat anti-rabbit secondary antibody. Prior to antibody incubation, slides were incubated with 10% goat serum in PBS x1 + 0.02% Tween-20, for 30 min to block non-specific binding sites. Slides were incubated with primary antibodies for 1 h, and then washed and incubated with secondary antibodies for an additional 1 h. They were then washed and treated with ProLong® Gold mounting with DAPI before being covered with coverslips. Patient FFPE samples were stained for Iba1 and human SELP as described above. Stained samples were imaged using the EVOS FL Auto cell imaging system (ThermoFisher Scientific). At least three fields of each individual sample were imaged and quantified using ImageJ 1.52v software. Quantification of positive staining was performed by measuring the total area stained in each image following background subtraction, using single color images representing the correlated marker.

### Statistical analysis

Data are expressed as mean ± standard deviation (s.d.) for in vitro assays or ± standard error of the mean (s.e.m.) for in vivo assays. Statistical significance was determined using an unpaired, two-sided *t* test when comparing between two groups, and multiple comparisons ANOVA test when comparing more than two groups. *P* < 0.05 was considered statistically significant. For Kaplan–Meier survival curves, *p* values were determined using log rank test. For in vivo tumor growth curves, *p* values were determined using one-way ANOVA, Dunn’s test, or Holm-Sidak’s test. Statistical analysis was performed using GraphPad Prism 8.

### Molecular characterization of human GB samples

The molecular subtypes of our GB FFPE samples from short-term survivals (STS) included at least one proneural, one mesenchymal and one classical subtypes. Human U251 GB cell line is considered as proneural^80^. The patient-derived cell lines exploited in this study are all IDH WT while PD-GB1, PD-GB2 and PD-GB4 are p53-mutated, PD-GB3 is p53 WT and ATRX mutated, and PD-GB4 is ATRX WT.

### Molecular characterization of murine GB samples

GL261 is considered to be a mesenchymal-like phenotype^81^. GB cell lines isolated from lenti-induced GB mouse models include: iAGR53—primary astrocytes from GFAP-Cre mice transduced with lenti-HRasV12-shp53—Mesenchymal subtype; EGFRviii-shp16- Classical subtype; and PNp53—derived from a tumor induced in GFAP-Cre mouse (cell of origin neural stem cell, NSC, in the sub ventricular zone) injected with lenti-PDGFB-shp53—Proneural subtype^68,69^

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The sequence data generated in this study have been deposited in the Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE156663. The GBM patient sequencing data analyzed with the GEPIA2 web server are available in the TCGA database (Project ID: TCGA-GBM, https://portal.gdc.cancer.gov/projects/TCGA-GBM). The remaining data are available within the Article, Supplementary Information or available from the authors upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: P-selectin axis plays a key role in microglia immunophenotype and glioblastoma progression
**Source:** Nat Commun. 2021 Mar 26;12:1912. doi: 10.1038/s41467-021-22186-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

CellRanger software (v1.3 10X Genomics) and Seurat R package were used for Single cell RNA-seq data collection

Data analysis

For single cell RNA seq analysis- the software used for the analyses of each of the data platforms, and integrated analyses are described and referenced in the individual Method Details subsections. CellRanger software (version 1.3 10X Genomics) and Seurat R version 3.1.4 package were used for QC, analysis, and exploration of the single-cell RNA-seq data.

For image analysis- ImageJ 1.52v was used. For MRI tumor volume analysis - Radiant dicom viewer 2020.1.1 was used.

For flow cytometry analysis Kaluza analysis 2.1 was used. For drawing chemical structure of SLP inhibitor- ChemDraw Professional version 15.0 was used. The illustration shown in Figure 8 was created with BioRender.com. For graphical presentation and statistical analysis of the results GraphPad prism version 8 was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The sequence data generated in this study, associated with figure 6 and supplementary figures 13-17, have been deposited in the Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE156663. The software used for the analyses of each of the data platforms, and integrated analyses are described and referenced in the individual Method Details subsections.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We chose to use sample size of at least three independent repeats which is sufficient to determine statistical significance. For in vitro assays, technical repeats were performed in triplicates for statistical significance of each independent study. Commercial kits as ELISA, Cytokine array and nitric oxide measurements, were performed in duplicates as manufacturer advised, and statistical significance was determined using at least three independent studies. When indicated, statistical significance was tested using at least three technical repeats of a reliable representative experiment of at least three independent studies. For animal studies, all groups contained at least three mice, when possible each group contained at least five mice per group for statistical significance and each in vivo experiment was performed using different models. As indicated in the manuscript, some in vivo experiments included n=10-14 mice per group.<br>In general, the number of animals in each group was determined according to previous studies cited in our manuscript. The size of each sample is in close agreement with those studies already published and with the need for statistical analysis to discuss the degree of differences and measure the variability of these in vivo data. |
| Data exclusions | In rare cases of technical repeats used for in vitro assays, abnormal values due to technical issues were excluded according to standard deviation of the replicates. There was no exclusion of biological repeat. There was no data exclusion for in vivo assay except in cases when there was no tumor take or technical measurement errors.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | To ensure reproducibility, after experiments calibration, all the experiments were performed in at least three independent studies using the exact same conditions and fresh samples and reagents. All the replication attempts were successful as described in the figures.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | For in vitro assays, cells were divided from the same initial sample in the same manner using the same conditions. Treatment groups were divided randomly between the plates or wells. Freshly thawed cells were used for repeats. Mice were randomized prior to injections or treatments according to their weight to ensure similar weight average between the groups. Mice chosen for intermediate endpoints were chosen according to tumor size or weight average of each group.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | As most of the experiments were performed and analyzed by the same person, blinding was mostly not possible. When possible, a table of numbers instead of names was prepared in advanced and data was initially analyzed according to the table. All data collection and analysis software and parameters were identical between groups and all the data of an individual experiment was collected and analyzed at the same time by the person. Blinding was possible in the following experiments: MRI imaging of U251 and PD-GB4 tumors shown in Figure 4A, D. Phagocyte assay shown in Figure 3J, Supplementary Figures 9D and 10E. Cytokine array shown in Supplementary Figure 1C. Flow cytometry analysis shown in Supplementary Figure 12C. Image acquisition of immunostaining of U251 tumors shown in Figure 4F. Real-Time PCR analysis shown in Figure 3F-I and Supplementary Figure 9A-B.                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                            |
|-------------------------------------|------------------------------------------------------------|
| n/a                                 | Involved in the study                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Anti-human PSGL-1 neutralizing antibody (Cat. No. MAB3345; Lot. No. CLYK0120111; Clone 688102), and anti-human SELP neutralizing antibody (Cat. No. AF137; Lot. No. FBX0518051) were purchased from R&D Systems (Minneapolis, Minnesota, USA). Human L-507 cytokine array kit (Cat. No. AAH-BLM-1A-4; Lot No. 102920 009) was purchased from RayBiotech (Norcross, Georgia, United States). Anti-human/mouse CD44 neutralizing antibody (Cat. No. NBP2-2530; Lot No. VC289186) was purchased from Novus (Colorado, USA). Anti-murine PSGL-1 neutralizing antibody (Cat. No. BE0188; Lot No. 676818M2) was purchased

from Bio X Cell (Massachusetts, USA). MEBCYTO Apoptosis Kit, was purchased from MBL International (UK). Anti-human (SWA11) and anti-murine (M1.69) CD24 neutralizing antibodies were kindly provided by Nadir Arber and Shiran (Tel Aviv Sourasky Medical Center). Primary immunostaining antibodies: Rabbit anti-mouse Iba1 (Cat. No. NBP2-19019; Lot. No. 41556; Dilution: 1:200), rat anti-human/mouse PSGL-1 (Cat. No. NB100; Lot. No. C; Dilution 1:50), rabbit anti-human/mouse Ki-67 (Cat. No. NB500-170; Lot. No. G15; Dilution 1:50), and rabbit anti-mouse FOXP3 (Cat. No. NB600; Lot. No. D-1; Dilution 1:30) were purchased from Novus (Colorado, USA). Mouse anti-human SELP (Cat. No. BBA1; Lot. No. APB081704; Clone BBIG-E; Dilution 1:30) was purchased from R&D Systems (Minneapolis, Minnesota, USA). Mouse anti-mouse SELP (Cat. No. 148302; Lot No. B186735; Clone RMP-1; Dilution 1:50) was purchased from BioLegend (San Diego, California, USA). Rat anti-mouse CD31 (Cat. No. 550272; Lot. No. 6273859; Dilution 1:25) was purchased from BD Biosciences (Franklin Lakes, NJ, USA). Rabbit anti-human/mouse Caspase-3 (Cat. No. CST-9664L; Lot. No. 21; Dilution 1:30) was purchased from Cell Signaling Technology (Danvers, Massachusetts, USA). Rat anti-mouse CD4 (Cat. No. 14-9766-82; Lot. No. 4307664; Clone 4SMAS; Dilution 1:100) and Rat anti-CD8 (Cat. No. 14-0808-82; Lot. No. 2003225; Clone: 4SMIS; Dilution 1:50) were purchased from eBioscience (San Diego, California, USA).

Secondary immunostaining antibodies: Goat anti-mouse Alexa Fluor® 647 (Cat. No. ab15115; Lot. No. GR309891-3; Dilution 1:300), goat anti-rabbit Alexa Fluor® 488 (Cat. No. ab150077; Lot No. GR315933-2; Dilution 1:300), and goat anti-rabbit Alexa Fluor® 647 (Cat. No. Ab150079; Lot. No. GR3176223-2; Dilution 1:300) were purchased from Abcam (Cambridge, United Kingdom). Goat anti-rat Alexa Fluor® 488 (Cat. No. 112-545-068; Lot. No. 143654; Dilution 1:300) and goat anti-rat Alexa Fluor® 647 (Cat. No. 112-605-003; Lot No. 137652; Dilution 1:300) were purchased from Jackson ImmunoResearch Laboratories, Inc. (West Grove, Pennsylvania, USA).

Flow cytometry antibodies: Mouse anti-human SELP (Cat. No. BBA1; Lot. No. APB081704; Clone BBIG-E; Dilution 1:20), Mouse IgG1 isotype control (Cat. No. mab002; Dilution 1:20) were purchased from R&D Systems (Minneapolis, Minnesota, USA). Rat anti-human/mouse PSGL-1 (Cat. No. NB100; Lot. No. C; Dilution 1:24) was purchased from Novus (Colorado, USA). Rabbit anti-human/mouse CD163 (Cat. No. AB182422; Lot. No. GR3232711-5; Dilution 1:20), anti-mouse CD11b (Cat. No. ab8878; Lot. No. GR131048-4; Dilution 1:25), and goat anti-rabbit Alexa Fluor® 488 (Cat. No. ab150077; Lot No. GR315933-2; Dilution 1:50) were purchased from Abcam (Cambridge, United Kingdom). Anti-mouse CD3-FITC (Cat. No. 130-119-798; Lot. No. 5190919162; Clone REA641; Dilution 1:10), anti-mouse CD8-APC (Cat. No. 130-111-712; Lot No. 5190919051; Clone: REA793; Dilution 1:10), anti-mouse CD4 VioBlue® (Cat. No. 130-118-696; Lot No. 5190919087; Clone REA605; Dilution 1:10), REA Control-APC (Cat. No. 130-113-446; Lot. No. 5190711317; Clone REA293; Dilution 1:10), REA Control-VioBlue® (Cat. No. 130-113-545; Lot. No. 5190711335; Clone REA293; Dilution 1:10), anti-mouse CD38-APC-Vio770 (Cat. No. 130-125-227; Lot No. 5200405654; Clone REA616; Dilution 1:50), anti-mouse F4/80-FITC (Cat. No. 130-117-509; Lot. No. 52003066886; Clone REA126; Dilution 1:50), anti-CD11b-PE-Vio770 (Cat. No. 130-113-808; Lot No. 5190919070; Clone REA592; Dilution 1:50) and REA Control-FITC (Cat. No. 130-113-449; Lot No. 5190711318; Clone REA293; Dilution 1:10) were purchased from Miltenyi Biotec (Bergisch Gladbach, Germany). Anti-mouse FOXP3 Alexa Fluor® 647 (Cat. No. 126408; Lot. No. B264076; Clone MF-14; Dilution 1:25), Alexa Fluor® 647 IgG2b, k Isotype ctrl (Cat. No. 400626; Lot. No. B243822; Clone RTK4530; Dilution 1:25), anti-mouse P2Y12-PE (Cat. No. 848003; Lot No. B264216; Clone S16007D, Dilution 1:50), anti-human P2Y12-Brilliant Violet 421 (Cat. No. 392105; Lot No. B286137; Clone S16001E; Dilution 1:50), anti-human TMEM119 (Cat. No. 853301; Lot No. B272769; Clone A16075D; Dilution 1:50), anti-mouse CD206-PE (Cat. No. 141706; Lot No. B280038; Clone C068C2; Dilution 1:50) and LEAF Purified Rat IgG2b, k Isotype Ctrl (Cat. No. 400621; Lot. No. B209798; Clone RTK4530) were purchased from BioLegend (San Diego, California, USA). Mouse-IgG k BP-CFL 488 (Cat. No. sc-516176; Lot. No. HO118; Dilution 1:20) was purchased from Santa Cruz Biotechnology, Inc. (Dallas, Texas, USA). Goat anti-rat Alexa Fluor® 488 (Cat. No. 112-545-068; Lot. No. 143654; Dilution 1:50) was purchased from Jackson ImmunoResearch Laboratories, Inc. (West Grove, Pennsylvania, USA). anti-human CD206 (Cat. No. 60143-1-ig; Dilution 1:100) and anti-human TMEM119 (Cat. No. 27585-1-ap; Dilution 1:100) were purchased from ProteinTech (Rosemont, California, USA).

Western Blot antibodies: Anti-human total p65 (Cat. No. D14E12; Lot. No. 13; Dilution 1:1000), anti-human phospho p65 (Cat. No. S536; Lot. No. 16; Dilution 1:1000), anti-human vinculine (Cat. No. E1E9V; Lot. No. 6; Dilution 1:1000) and anti-rabbit HRP (Cat. No. 7074P2; Lot. No. 28; Dilution 1:2000) were purchased from Cells Signaling (Massachusetts, USA)

## Validation

All antibodies used were validated for the specific application and species by the manufacturers and validation data and references were provided in manufacturers website. All antibodies were used according the manufactures instructions only for the validated species and application. Validation statements on the manufacturer's website for all primary antibodies used: Rabbit anti-mouse/human Iba1 (Cat. No. NBP2-19019): AIF-1/Iba1 antibody validated for ICC/IF from a verified customer review. Rat anti-human/mouse PSGL-1 (Cat. No. NB100): CLA antibody clone HECA-452 is known to recognize the cutaneous lymphocyte-associated antigen / CLA which is a specialized glycosylated form of P-selectin glycoprotein ligand-1/PSGL-1. Rabbit anti-human/mouse Ki-67 (Cat. No. NB500-170): We have publications tested in 4 confirmed species: Human, Mouse, Rat, Porcine. We have publications tested in 6 applications: Flow, ICC/IF, IHC, IHC-Fr, IHC-P, WB. and rabbit anti-mouse FOXP3 (Cat. No. NB600): Mouse thymus shows nuclear staining in some patches of thymocytes. Mouse anti-human SELP (Cat. No. BBA1): Binds to COS cells transfected with human P-Selectin. It does not bind to CHO cells transfected with human ICAM-1, L-Selectin, PECAM-1 or VCAM-1. Mouse anti-mouse SELP (Cat. No. 148302): Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis, Additional reported applications (for the relevant formats) include: immunofluorescence, immunohistochemistry, ELISA, Western blotting, immunoprecipitation, and blocking in rats and mice. Rat anti-mouse CD31 (Cat. No. 550272): The MEC13.3 antibody is recommended to test for immunohistochemical staining of Zinc-fixed paraffin sections. Tissues tested were mouse spleen, lung, heart, and thymus. Immunohistochemistry of acetone-fixed frozen sections has been reported. The antibody stains endothelial cells on small and large blood vessels. Rabbit anti-human/mouse Caspase-3 (Cat. No. CST-9664L): Cleaved Caspase-3 (Asp175) (5A1) Rabbit mAb detects endogenous levels of the large fragment (17/19 kDa) of activated caspase-3 resulting from cleavage adjacent to Asp175. This antibody does not recognize full length caspase-3 or other cleaved caspases. Rat anti-mouse CD4 (Cat. No. 14-9766-82): Applications Tested: This 4SM95 antibody has been tested by immunohistochemistry of formalin-fixed paraffin embedded mouse tissue using low or high pH antigen retrieval and can be used at less than or equal to 5 µg/mL. This 4SM95 antibody has also been tested by western blot of reduced mouse spleen lysate and can be used at less than or equal to 5 µg/mL. Rat anti-CD8 (Cat. No. 14-0808-82): Applications Tested: This 4SM15 antibody has been tested by immunohistochemistry of formalin-fixed paraffin embedded mouse tissue using low or high pH antigen retrieval and can be used at less than or equal to 5 µg/mL. The 4SM15 antibody has been tested by flow

cytometric analysis of mouse splenocytes and can be used at less than or equal to 0.25 µg per test. Rabbit anti-human/mouse CD163 (Cat. No. AB182422): Our Abpromise guarantee covers the use of ab182422 in the following tested applications. anti-mouse CD11b (Cat. No. ab8878): Our Abpromise guarantee covers the use of ab8878 in the following tested applications. Anti-mouse CD3-FITC (Cat. No. 130-119-798): Splenocytes from C57BL/6 mice were stained with CD3 antibodies or with the corresponding REA Control antibodies (left images) as well as with CD8a antibodies. Flow cytometry was performed using the MACSQuant® Analyzer. Cell debris and dead cells were excluded from the analysis based on scatter signals and propidium iodide fluorescence or 4',6-diamidino-2-phenylindole (DAPI) fluorescence, as in the case of tandem conjugates. Anti-mouse CD8-APC (Cat. No. 130-111-712): Splenocytes from BALB/c mice were stained with CD8b antibodies or with the corresponding REA Control antibodies (left image) as well as with CD3e antibodies. Flow cytometry was performed using the MACSQuant® Analyzer. Cell debris and dead cells were excluded from the analysis based on scatter signals and propidium iodide fluorescence or 4',6-diamidino-2-phenylindole (DAPI) fluorescence, as in the case of tandem conjugates. Anti-mouse CD4 VioBlue® (Cat. No. 130-118-696): splenocytes of BALB/c mice were stained with CD4 antibodies or with the corresponding REA Control antibodies (left images) as well as with CD3e antibodies. Flow cytometry was performed using the MACSQuant® Analyzer. Anti-mouse CD38-APC-Vio770 (Cat. No. 130-125-227): Splenocytes from BALB/c mice were stained with CD38 antibodies or with the corresponding REA Control antibodies (left peak). Flow cytometry was performed using the MACSQuant® Analyzer. Anti-mouse F4/80-FITC (Cat. No. 130-117-509): Spleen cells from BALB/c mouse were stained with Anti-F4/80 antibodies as well as with Anti-Ly-6C antibodies and analyzed by flow cytometry using the MACSQuant® Analyzer. CD45.2+ cells were pre-gated for the analysis. anti-CD11b-PE-Vio770 (Cat No. 130-113-808): Splenocytes from BALB/c mice were stained with CD11b antibodies or with the corresponding REA Control antibodies (left images). Flow cytometry was performed using the MACSQuant® Analyzer. Anti-mouse FOXP3 Alexa Fluor® 647 (Cat. No. 126408): Each lot of this antibody is quality control tested by intracellular flow cytometry using our True-Nuclear™ Transcription Factor Staining Protocol. Anti-mouse P2Y12-PE (Cat. No. 848003): Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. Anti-human TMEM119 (Cat No. 853301): Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. Anti-mouse CD206-PE (Cat. No. 141706): Each lot of this antibody is quality control tested by intracellular immunofluorescent staining with flow cytometric analysis. Anti-human CD206 (Cat No. 60143-1-ig): Tested Applications: Positive WB detected in human placenta tissue, human liver tissue. Positive IP detected in human placenta tissue. Positive IHC detected in human lung cancer tissue, human liver tissue. Positive FC detected in RAW 264.7 cells.

## Eukaryotic cell lines

Policy information about [cell lines](#)

### Cell line source(s)

U251 human GB cell line was obtained from the European Collection of Authenticated Cell Cultures (ECACC) (Porton Down, Salisbury, UK). GL261 murine GB cell line was obtained from the National Cancer Institute (Frederick, MD, USA). Primary human microglia were obtained from Celprogen (Torrance, California, USA). Human embryonic kidney 293T cells (HEK 293T) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). iAGR53, PNP53 and EGFRviii-shP16 murine GB cell lines were generated by lentiviral vector as previously described (Marumoto, T., et al., Development of a novel mouse glioma model using lentiviral vectors. Nature Medicine, 2009. 15(1): p. 110-116. 40. Friedmann-Morvinski, D., et al., Dedifferentiation of neurons and astrocytes by oncogenes can induce gliomas in mice. Science (New York, N.Y.), 2012. 338(6110): p. 1080-1084).

### Authentication

U251 cell line was authenticated by the European Collection of Authenticated Cell Cultures (ECACC) using morphology, karyotyping, PCR-based techniques, and Cytocrome oxidase I assay, following manufacturer validated procedures. iAGR53, PNP53 and EGFRviii-shP16 murine GB cell lines were not authenticated by the authors.

### Mycoplasma contamination

Cells were routinely tested for mycoplasma contamination with a mycoplasma detection kit (Biological Industries, Israel). All cell lines used were tested negative for mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

We did not use any misidentified lines.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Six week-old male C57BL/6 mice and six week-old male SCID mice were used. Groups of up to five mice per IVC cage (Lab-Products) were housed on a 12 h light/dark cycle, on autoclaved ASPEN wood chips bedding, at an ambient temperature of 22°C ±1°C, with humidity controlled at 50%, had ad libitum access to regular laboratory chow (Altromin1324; Altromin, Lage, Germany), and were provided with UV-irradiated and micro-filtered Hydropac system for water.

### Wild animals

The study did not involve wild animals

### Field-collected samples

The study did not involve field-collected samples

### Ethics oversight

Animals were housed in the Tel Aviv University animal facility. All experiments were approved by the animal care and use committee (IACUC) of Tel Aviv University (approval no. 01-19-015, 01-19-097) and conducted in accordance with NIH guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | FFPE GB samples were obtained from Tel Aviv Sourasky Medical Center. A total of 60 samples were collected: 36 samples of patients who survived short-term- STS (69% men; $65 \pm 2$ years; survival of $3.7 \pm 0.2$ months), and 24 samples of patients who survived long-term- LTS (58% men; $56 \pm 3$ years; survival of $48 \pm 3.9$ months). IRB approval no. 0735-13-TLV. Healthy human brain samples were collected by Thomas Hyde at the Lieber Institute as described in the manuscript under an approved IRB protocol No. 90-M-0142.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Recruitment                | FFPE samples from GB patients were chosen according to patient's survival rates (covering large spectrum from short-term to long-term male and female survivors). For healthy human samples, Clinical characterization, diagnoses, and macro- and microscopic anthropological examinations were performed on all samples using a standardized paradigm, and subjects with evidence of macro- or microscopic neuropathology were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight           | GB patient tissues: experiments involving human GB tissues were performed following an informed consent, with the approval of the Institutional Review Board (IRB) and in compliance with all legal and ethical considerations for human subject research (approval no. 0735-13-TLV). Healthy human brain tissues: Post-mortem human brain tissue was obtained by autopsy from the Offices of the Chief Medical Examiner of the District of Columbia, and of the Commonwealth of Virginia, Northern District, all with informed consent from the legal next of kin (protocol 90-M-0142 approved by the NIMH/NIH IRB). Additional post-mortem human brain tissue samples were provided by the National Institute of Child Health and Human Development Brain and Tissue Bank for Developmental Disorders ( <a href="http://www.BTBank.org">http://www.BTBank.org</a> ) under contracts NO1-HD-4-3368 and NO1-HD-4-3383. The IRB of the University of Maryland at Baltimore and the State of Maryland approved the protocol, and the tissue was donated to the Lieber Institute for Brain Development under the terms of a Material Transfer Agreement. Clinical characterization, diagnoses, and macro- and microscopic neuropathological examinations were performed on all samples using a standardized paradigm, and subjects with evidence of macro- or microscopic neuropathology were excluded. Details of tissue acquisition, handling, processing, dissection, clinical characterization, diagnoses, neuropathological examinations, RNA extraction, and quality control measures were as described previously [56]. The Brain and Tissue Bank cases were handled in a similar fashion ( <a href="http://medschool.umaryland.edu/BTBank/ProtocolMethods.html">http://medschool.umaryland.edu/BTBank/ProtocolMethods.html</a> ). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Cells were harvested using a cell scraper, and were then washed with PBS followed by additional washes with PBS supplemented with 1% BSA and 5 mM EDTA (FACS buffer). Tumor spheroids were recovered from Matrigel using Cell Recovery Solution (Corning) and washed with FACS buffer. Cells were incubated with fluorescence labeled primary antibody for 1 h on ice or incubated with unlabeled primary antibody for 1 h on ice, washed with FACS buffer and incubated with fluorescence labeled secondary antibody for 1 h on ice. Cells were then washed again with FACS buffer and flow cytometry analysis was performed. |
| Instrument                                                                                                                                                | Fluorescence intensity was assessed using either an Attune flow cytometer (Life Technologies) or a Gallios <sup>TM</sup> flow cytometer (Beckman Coulter, USA)                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Software                                                                                                                                                  | Kaluza software (Beckman Coulter, USA) was used for all flow cytometry experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Cell population abundance                                                                                                                                 | No sorting was performed                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Gating strategy                                                                                                                                           | For Gating, density plot of FSC on SSC was generated and most of the population was gated with the exclusion of dead cells and debris. Then, a plot of FSC-A on FSC-H was generated for doublet discrimination, linear gate was performed for singlets gating. Negative and positive gates were performed according to the isotype control group which was defined as 100% negative.                                                                                                                                                                                                                                           |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                               |
|---------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | Mice were imaged at resting state                                                                                                                                                             |
| Design specifications           | Each mouse was anesthetized and imaged once using T1 weighted sequence after Gadolinium injection or T2 weighted sequence with no contrast agent. Scans were approximately five minutes long. |
| Behavioral performance measures | No Behavioral performance measures were performed. Mice were anesthetized and respiratory functions were monitored during the scan.                                                           |

### Acquisition

|                               |                                                                                                                                                                                                                                                                                                                                               |
|-------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | Structural T1 or T2 weighted images were obtained.                                                                                                                                                                                                                                                                                            |
| Field strength                | 4.7 Tesla                                                                                                                                                                                                                                                                                                                                     |
| Sequence & imaging parameters | T1 weighted, average-4, RF pules-1, TR-1150, Echo spacing-11, TE-11, Echo train-4, PE order-1, total slices-17, thickness-1mm, field of view-25, orientation- coronal. T2 weighted, average-2, RF pules-1, TR-4000, Echo spacing-17, TE-51, Echo train-7, PE order-0, total slices-17, thickness-1mm, field of view-25, orientation- coronal. |
| Area of acquisition           | Whole brain scans were performed. Area was defined by a "scout" scanning prior to T1 or T2 sequences.                                                                                                                                                                                                                                         |
| Diffusion MRI                 | <input type="checkbox"/> Used <input checked="" type="checkbox"/> Not used                                                                                                                                                                                                                                                                    |

### Preprocessing

|                            |                                                                                                                                                                                                                                                                                                                                                             |
|----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | Radiant software was used to view and analyze images. Positive tumor areas were measured and calculated using measurements tools for each slice and a calculation of total tumor volume per mouse was performed.                                                                                                                                            |
| Normalization              | Data was not normalized as there is no need in normalization for simple tumor volume evaluation.                                                                                                                                                                                                                                                            |
| Normalization template     | The data was not normalized                                                                                                                                                                                                                                                                                                                                 |
| Noise and artifact removal | Respiratory gating was performed.                                                                                                                                                                                                                                                                                                                           |
| Volume censoring           | Since fMRI or other advanced techniques were not performed in this study, and only T1 or T2 weighted scans were performed in order to determine tumor volume, volume censoring is not applicable for this study. Since this is used to reduce motion artifacts, it is not relevant in this case as the mice were anesthetized for these T1 and T2 weighted. |

### Statistical modeling & inference

|                                                                           |                                                                                                                                                                                 |
|---------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | Since only T1 or T2 weighted scans were performed in order to determine tumor volume, this is not applicable for this study. No modelling nor fMRI were performed in this case. |
| Effect(s) tested                                                          | The effect of different treatments on tumor growth was tested. ANOVA test was used to determine statistical significant.                                                        |
| Specify type of analysis:                                                 | <input checked="" type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | Since only T1 or T2 weighted scans was performed in order to determine tumor volume, this is not applicable for this study.                                                     |
| Correction                                                                | Since only T1 or T2 weighted scans was performed in order to determine tumor volume, this is not applicable for this study.                                                     |

### Models & analysis

|                                     |                                                                       |
|-------------------------------------|-----------------------------------------------------------------------|
| n/a                                 | Involved in the study                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

How the deposited data were processed for this re-analysis (not part of the article)

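Single-cell RNA sequencing of mouse GL261 tumors was analysed in 2 experiments. The whole-tumor mix has 2 shNC and 2 shSELP libraries, and the CD11b+ cells have 1 library per group. Conditions were taken from the titles, source names and genotypes of the labels. A description line of 7 CD11b+ shSELP entries names the negative control, so every CD11b+ direction rests on the other labels being right. The authors aligned the reads to mm10 with CellRanger v1.3 and deposited counts of UMIs per gene and cell as whole numbers, neither normalized nor scaled. The deposited cells had been selected already, since none had fewer than 500 UMIs and the numbers of cells were equal between groups or nearly so. Columns of cells that matched no library numbered 0. The mix lists 20300 gene symbols, of which 19998 were found once in GENCODE M21, the source of the coordinates, and the CD11b+ table lists 14363 genes.

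Cells with at least 500 genes and at most 10% mitochondrial counts were kept, which left out 446 of 9172 cells of the mix. Cells were log-normalized and clustered with Seurat 5.3.0 in R 4.3.3, with 2000 variable genes and 12 principal components for the mix and 8 for CD11b+ cells, at a resolution of 0.8. The paper's text does not name the resolution. Clusters were named as cell classes from marker lists written before the data were examined, as were the other choices that are not marked as chosen after seeing the data. A cluster stayed unnamed where its leading genes held more markers of another class, or where its median depth was under a set share of the library median and no marker led it, a limit that was set after seeing the data. Some leading genes of clusters are not reported here. Doublets were called with Scrublet in scanpy 1.11.5 at an expected rate of 0.05 and kept, and the calls were left out in an alternative. Because Scrublet called few cells, leaving out the 5% of cells with the highest scores was added.

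For the mix, counts were summed per library and class for tumor-like, macrophage-like, microglia-like and T-like cells. They were compared with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test) and with DESeq2 1.42.0 at an adjusted p of 0.05. Gene lists were tested with camera and fry of limma 3.58.1. The lists held the genes that the text names for invasion (4), proliferation (4), angiogenesis (4), the neurodegenerative state (3), antigen presentation and chemokines (20) and T cell activation (4), 12 genes of the MGnD state and the 97 cell cycle genes of Seurat. Lists of 10 heat-shock genes, 8 genes of activated venous vessels and 4 Y-linked genes served to test explanations. Cxcl9 is in the neurodegenerative and the antigen presentation list, and Spp1 in the neurodegenerative and the MGnD list. Selplg was also compared between microglia-like and macrophage-like cells in a joint fit with library as a block, with a term for the difference in response.

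For CD11b+ cells, counts were summed per library without a test. CERNO was run per cell as the paper's methods describe, on genes ranked by normalized value with ties at their mean rank. Mixing was measured on 20 nearest neighbours with equal numbers of cells per library. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 served for these steps. The 12 genes of the tumor processes and the other genes the text names are given whatever their value. Further genes were named by a rule on size. In the mix it took the 5 largest changes in each direction among called genes with a mean of at least 100 CPM whose libraries separated the groups. In CD11b+ cells it took the 5 largest ratios in each direction among genes of at least 1000 UMIs.

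The alternatives were DESeq2, no filter on low counts, each library left out in turn, a replicate block, cells thinned to 2000 UMIs, Scrublet calls left out, resolutions of 0.4 and 1.2, cycling clusters left out, TMM scaling of the CD11b+ libraries, other limits on cells, other numbers of components and neighbours, and other rankings for CERNO. Thinning left out 158, 170, 241 and 198 cells of the 4 libraries of the mix. The test was tested on simulated data with 200 genes changed by a log2 fold change of 2. It called 198 of them in the simulated tumor-like comparison over 9299 genes, and 200 in the macrophage-like, microglia-like and T-like comparisons over 10624, 8771 and 9288 genes, with 8, 10, 2 and 3 calls among unchanged genes. In the simulated CD11b+ comparison over 14363 genes, 96% of the counting intervals held the true ratio, and 38 of 40 unchanged lists lay inside the central 95%.

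With 1 UMI per 3588065 UMIs as the finest step, tumor-like cells of the deepest shNC library resolve 0.279 CPM, and those of the shallowest shSELP library, with 366750 UMIs in all, reach a limit of 8.18 CPM for 3 UMIs. Copy number was not called from the counts, tumor-like cells were not clustered among themselves, and the published signatures, the human data and the other assays of the paper were not analysed here.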

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

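The tests of host cells, of free RNA, of the cycling cluster, of macrophage RNA, of the makeup of the microglia-like class for the MGnD genes, of that makeup held fixed, of the unnamed cluster for Lcn2 and C3 and of depth were chosen only after the result was seen.

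Genes that the paper does not discuss rose in tumor-like cells of shSELP tumors, above their level in shNC tumors. The log2 fold change was 4.94 for Lcn2 (adjusted p = 0.0472 from edgeR), 4.51 for C3 (adjusted p = 0.000746) and 2.62 for Tnfrsf11b, each higher in both shSELP libraries than in both shNC libraries. Lcn2 had 16 and 162 UMIs in the shNC and 471 and 480 in the shSELP libraries. Its call was lost with DESeq2, without either shSELP library, with Scrublet calls or the 5% highest doublet scores left out, at resolution 1.2 and with the unnamed cluster added, and no gene was called without shSELP library 2 (edgeR, 853 at an unadjusted p under 0.05; DESeq2 was not run without that library). Host cells or their RNA are argued against, because the absence of Y-linked UMIs limits their share to 1.49%, while C3 would need 18.4% of macrophage-like RNA. The UMIs were held by few cells. The 7 of 76 shSELP cells with most of them held 83.8% of the C3 UMIs, against a median of 36.5% over 1376 genes of like abundance, 5 of which reached the share of C3, and 91.8% of the Lcn2 and 54.4% of the Tnfrsf11b UMIs. Lcn2 was as concentrated in shNC tumors, where 7 of 399 cells held 90.4% of its UMIs and 2 cells 134 of 178. In shSELP library 2, 2 cells held 469 of 480 Lcn2 UMIs and 2 cells 35 of 43 C3 UMIs. In shNC tumors 7 cells held 47.6% of the 21 C3 UMIs. The size of the increase of Lcn2 and C3 therefore rests on a handful of cells, and for Lcn2 such cells were present in shNC tumors too. Cells with a UMI were also more frequent in shSELP tumors. They were 22 of 76 shSELP and 20 of 399 shNC cells for Lcn2, and 15 of 76 and 18 of 399 for C3. The increase was thus not confined to the cells with most UMIs. In the unnamed cluster Lcn2 was called higher too (3.81, adjusted p = 0.0261 from edgeR). It had 0.0248 and 0.322 UMIs per cell in the shNC and 1.87 and 1.26 in the shSELP libraries, beside at most 0.103 UMIs per T-like cell. Other host classes held more, with 1.18 and 0.44 UMIs per neutrophil-like cell in the shNC and 4.94 and 0.68 in the shSELP libraries. Endothelial-like cells held up to 0.751, in shSELP library 1. In the unnamed cluster, the 2 cells with most Lcn2 UMIs held 72 of 118 and 54 of 191 of them in the shSELP libraries. C3 had 3 and 1 UMIs there in the shNC and 1 and 1 in the shSELP libraries. The increase of Lcn2 is therefore not limited to the 76 cells, while that of C3 was not seen in the unnamed cluster. C3 was also called higher in macrophage-like cells (0.61, adjusted p = 0.0467 from edgeR, not called after thinning), and its log2 ratio was 1.30 in CD11b+ cells. The tests cannot say whether either depends on Selp, and a response of tumor cells to the knockdown remains open as a hypothesis.

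Cell cycle genes, which the paper does not report for macrophages, were lower in macrophage-like cells of shSELP tumors, with a median log2 fold change of -0.84 (6 of 93 genes higher), and both camera and fry passed 0.05. Free RNA of dividing cells is argued against as the sole cause. The same list had a median of 0.10 in neutrophil-like cells, with 19 of 28 genes higher. Of the 93 genes, 61 fell by more UMIs per macrophage-like cell than a neutrophil-like cell of shNC tumors held in all. Summed over the list the fall was 8.24 UMIs per cell, and neutrophil-like cells held 11.2 in shNC and 13.0 in shSELP tumors. The decrease is not particular to macrophage-like cells. The list was lower in dendritic-cell-like cells (-0.44, 8 of 71 higher, where camera passed and fry did not) and in plasma-cell-like cells (-0.24, 4 of 17 higher, where both passed). Since it fell in these classes too, a part of the decrease from free RNA stays open. Doublets are argued against too, because the median was -1.14 with the 5% highest doublet scores left out. With the cycling cluster left out the median was -0.12, still past 0.05 in both tests. Within the single clusters led by Arg1, Cd72 and Ly6i it was -0.025, -0.021 and -0.0020, and neither test passed in any of them. The cycling cluster held 96 and 42 cells in the shNC and 10 and 10 in the shSELP libraries. The cluster is defined by cell cycle genes, so that leaving it out has to remove most of such a decrease, and fewer cycling cells cannot be told apart from lower expression within cells. In the cluster itself the median was 0.15, with 51 of 77 genes higher. In thinned cells the median was -0.38 over the 55 genes still tested, where camera passed and fry did not, so depth may take part of the value. The share of thinned macrophage-like cells with a UMI of Mki67 or Top2a was 14.6% and 13.1% in the shNC and 12.8% and 11.1% in the shSELP libraries, against a neutrophil-like background of 10.3%, 4.44%, 2.94% and 4.72%. Unthinned it was 43.5%, 45.5%, 45.1% and 49.7%, at median depths of 11904, 12663, 11722 and 17295 UMIs, against 17.2%, 12.0%, 11.1% and 7.08% at 5137, 6051, 5496 and 7718 UMIs in the background. Whether slower division, fewer arriving cells or the mixing of fractions lies behind the decrease was not tested.

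The MGnD genes moved in opposite directions in microglia-like cells of the 2 experiments. Their median log2 fold change was -0.61 in the mix, with 2 of 11 higher, where camera passed 0.05 and fry did not, and their median log2 ratio was 0.40 in CD11b+ cells, with 8 of 11 higher. The difference between the experiments was not tested, and the CD11b+ value has no replicate. Mean-centred medians per library of the mix were 0.31 and 0.32 in shNC and -0.67 and -0.14 in shSELP. Macrophage RNA in the shNC microglia-like class is argued against, since 8 of the 9 genes that fell would need more of it than the 28.9% that Lyz2 allows. Shallow cells are argued against by a median of -0.93 after thinning. The decrease was seen within clusters, with a median of -0.46 in the cluster led by Cst7 (1 of 11 higher, with Spp1, Gpnmb and Fabp5 called) and of -0.39 in that led by Siglech (0 of 11 higher). Camera passed in both and fry in neither, and in the cluster led by Cxcl13, with -0.04 and 5 of 11 higher, neither passed. With the makeup of each library held at the same mixture of clusters the median difference was -0.45, and the makeup alone gave -0.21, in place of -0.64 by the same measure. The makeup of the clusters as the whole cause stays open, because with it held fixed the group means differed by 0.46 with a standard error of 0.26 between libraries, and the median of shSELP library 2 was -0.01 against 0.15 and 0.23 in shNC. An exchange of the labels of the CD11b+ libraries, some of whose description lines conflict with their titles, cannot be told apart from a true difference. Of the genes called in macrophage-like cells of the mix, 64.4% (96 of 149) changed in the same direction in the CD11b+ cells, against 10 of 26 in microglia-like cells. Day of collection, which the labels give as 16 and 21, and the sort differ between the experiments and were not tested.

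Selplg also moved in opposite directions in microglia-like cells. Its log2 fold change was 0.66 in the mix, higher in both shSELP libraries, and its log2 ratio was -0.44 in CD11b+ cells, a difference between experiments that was not tested. Within the mix, the response of microglia-like cells exceeded that of macrophage-like cells by a log2 of 0.72 (adjusted p = 0.0207 from edgeR, a test of the difference itself, with 170 genes called). Without shSELP library 1 the difference was 0.50 and no longer past the threshold, as it was without either shNC library, and without shSELP library 2 it was 0.95. Macrophage RNA, which carries less Selplg, is argued against, since the shNC level would need 49.2% of it and Lyz2 allows 28.9%. The makeup of the class cannot be told apart from a change within cells. The log2 fold change was 0.41 in the cluster led by Siglech, 0.53 in that led by Cxcl13 and 0.02 in that led by Cst7, called in none. With the makeup held fixed the difference was 0.27 with a standard error of 0.16 between libraries, and the makeup alone gave 0.39. The Siglech cluster took 29.3% and 21.4% of microglia-like cells in the shNC and 56.0% and 31.2% in the shSELP libraries. An effect of the knockdown on microglia stays open.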

How the results depend on the processing

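The tests with the 5% highest doublet scores left out, with the unnamed cluster added to the tumor-like class, with cells not thinned, with thinned and scaled ranks, on microglia-like or macrophage-like cells for CERNO, and without single libraries for Selplg and the shares were chosen only after the result was seen. Where no cause is named beside a change, the cause was not tested.

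Of results other than those without single libraries, the number of cells passing the filter kept its size in 8 of 8 alternatives and the difference of Selplg between classes kept its call in 8 of 8. Lists of the mix kept direction and side of the threshold in 81 of 99, and single named genes of the mix in 620 of 690. In CD11b+ cells lists stayed within their interval in 16 of 25 and single genes in 136 of 191. Mixing kept its value in 40 of 56, shares of classes in 19 of 24, CERNO in 11 of 19 and the counts of called genes in 15 of 35. The UMIs of Selp and the shares of cycling cells in tumor-like cells kept theirs in 1 of 5. A draw of 3300 CD11b+ cells per group was not run, because fewer were at hand.

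Shares of classes moved with the resolution. At 0.4 T-like cells took 9.74% of shNC and 9.61% of shSELP cells and macrophage-like cells took 28.4% of shNC cells. At 1.2 T-like cells took 21.3% and 20.6%. The named clusters themselves differ between resolutions, which is the construction of this alternative.

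The number of genes called moved in 20 of 35 alternatives. DESeq2 called 11 in tumor-like, 58 in microglia-like and 27 in T-like cells. Without the filter on low counts, where more genes were tested, the counts were 146 in tumor-like, 856 in macrophage-like, 356 in microglia-like and 272 in T-like cells. Thinning, with fewer genes tested, gave 37 in macrophage-like, 7 in microglia-like and 14 in T-like cells. Leaving out cycling clusters gave 62 in macrophage-like and 2 in T-like cells, resolution 1.2 gave 4 in T-like cells, and the 5% highest doublet scores left out gave 107 in microglia-like and 24 in T-like cells. Adding the unnamed cluster gave 5 in tumor-like cells. Without single libraries the count ranged from 0 (edgeR without shSELP library 2, 853 at an unadjusted p under 0.05, DESeq2 not run there) to 103 in tumor-like, 69 to 631 in macrophage-like, 102 to 855 in microglia-like and 9 to 257 in T-like cells. In these fits the lone library of a group is assumed to vary like the other group. The self-test made calls at 2 libraries per group for genes changed by a log2 fold change of 2. Smaller changes, such as those of the named tumor genes, were not simulated, so the design as the cause of the small counts stays open.

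With a replicate block the counts were 149 in tumor-like, 294 in macrophage-like, 364 in microglia-like and 270 in T-like cells, the proliferation list had a median of -0.33 and passed camera, and Tubb4b was -0.065 in tumor-like cells. The deviations of libraries with the same number correlated by 0.058, -0.0050, 0.118 and -0.038 in these classes. A cell's neighbours came more often from libraries of its own number than from the crossed pairing in each of 6 classes, as with 55.9% against 53.6% in microglia-like and 56.8% against 55.4% in T-like cells, and in 5 of them, all but macrophage-like cells, more often than from its own group. This was not tested. The labels and the paper's text do not say that a number marks a shared batch or pool, so the libraries were taken to share only a number, and a batch shared by libraries of the same number stays open. For the CD11b+ cells no paired analysis was possible because they have 1 library per group.

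The proliferation list in tumor-like cells passed camera with a median of -0.38 without the filter on low counts, -0.30 at resolution 1.2 and -0.65 with the unnamed cluster added, and the cell cycle genes used in its place gave -0.20. The angiogenesis list no longer passed with DESeq2 (-0.28) or with Scrublet calls left out (-0.29). The cell cycle list in tumor-like cells no longer passed after thinning (-0.20) and was reversed to 0.29 with the unnamed cluster added, a cluster that is itself led by cell cycle genes. In macrophage-like cells the neurodegenerative list no longer passed with DESeq2 (-0.44) or with the highest doublet scores left out (-0.40), the MGnD list not with DESeq2 (-0.23), and the antigen presentation list not with DESeq2 (0.13), with Scrublet calls left out (0.125) or at resolution 0.4 (0.11). In microglia-like cells the neurodegenerative list no longer passed with DESeq2 (-0.40), and the antigen presentation list was reversed to -0.0053 after thinning. The T cell activation list passed for a decrease at resolution 0.4 (-0.61).

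Without single libraries the median of the invasion list ranged from -0.82 to -0.36, proliferation from -0.41 to -0.17, angiogenesis from -0.61 to -0.25 and the tumor-like cell cycle list from -0.26 to -0.093. In macrophage-like cells the neurodegenerative list ranged from -0.49 to -0.40, the MGnD list from -0.35 to 0.076, reversed without shNC library 2, and the antigen presentation list from 0.071 to 0.22. In microglia-like cells the antigen presentation list ranged from -0.068 to 0.23, and the T cell activation list in T-like cells from -0.45 to -0.034. The difference in response of Selplg ranged from 0.50 to 0.95.

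In CD11b+ cells the neurodegenerative list moved to 0.069 with TMM scaling and 0.38 in microglia-like cells. The MGnD list moved to 0.40 in microglia-like and 0.0063 in macrophage-like cells. The antigen presentation list moved to 0.0029 with TMM scaling and 0.053 after thinning. The cell cycle list, 0.071 over all cells, was 0.45 in microglia-like cells and was reversed to -0.017 with TMM scaling and to -0.0050 in macrophage-like cells. TMM scaling subtracts 1 constant from each ratio, and that is the cause of its changes, here and for single genes, so they say nothing about a list or gene relative to others.

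For the share of cells enriched (CERNO), the difference for the neurodegenerative list was 26.2 percentage points in microglia-like and 5.73 in macrophage-like cells, 0 with values scaled per gene, 0 after thinning and scaling, and 1.44 with the MGnD list in its place. The difference for the MGnD list was 5.19 in microglia-like cells. The difference for the antigen presentation list was 8.20 in microglia-like cells and 8.83 after thinning and scaling.

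Mixing in CD11b+ cells changed with neighbours and components. With 10 neighbours the share from a cell's own library was 57.6% in dendritic-cell-like, 62.2% in macrophage-like, 56.3% in microglia-like and 61.4% in all cells, and with 50 neighbours 52.5%, 59.4%, 53.5% and 58.5%. With 30 components it was 61.7%, 77.2%, 63.5% and 75.2%, and after thinning 57.3%, 70.9%, 60.7% and 69.4%. Without thinning, the share of tumor-like cells with a UMI of Mki67 or Top2a was 31.5% in shNC and 30.7% in shSELP samples, as deeper cells show more UMIs, and with the unnamed cluster added to the thinned cells it was 21.5% and 28.8%, in place of 9.68% and 5.54%.

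Single genes changed sign with a setting as follows. In tumor-like cells Pdgfa was 0.22 after thinning, Col16a1 was -0.033 without the filter, -0.18 after thinning and -0.43 with the unnamed cluster added, and Tubb4b was -0.055 without the filter, -0.20 after thinning and -0.014 with the highest doublet scores left out. In macrophage-like cells Cxcl10 was 0.015 after thinning and 0.021 without cycling cells, Tnf was -0.13 after thinning, and Grn was 0.0069 at resolution 0.4, 0.0011 at 1.2 and 0.012 with the highest doublet scores left out. In microglia-like cells thinning gave H2-Eb1 -0.073, H2-Ab1 -0.020, Icosl 0.061, Edn1 -0.097 and Sema4d -0.059, and Cd86 was 0.012 without the filter, 0.0031 without Scrublet calls, 0.0037 at resolution 0.4 and 0.020 with the highest doublet scores left out. In T-like cells Pdcd1 was 0.28 after thinning and 0.019 without cycling cells. In microglia-like CD11b+ cells H2-Eb1 was 0.14, H2-Ab1 0.37, H2-DMb1 0.053 and Mmp12 0.12, in macrophage-like CD11b+ cells Igkc was 0.012, and over all CD11b+ cells H2-Aa was -0.040 with TMM scaling and Cxcl10 -0.040 after thinning. Genes whose ratio over all CD11b+ cells lay within counting error of 0 changed sign too. Spp1 was -0.064 with TMM scaling and -0.41 in macrophage-like cells, Cd86 was -0.060 with TMM scaling and -0.022 in microglia-like cells, Edn1 was 0.84 in microglia-like cells and 0.0089 with the highest doublet scores left out, and Selp, with 4 UMIs per library, also changed sign.

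Single genes that changed sign without a library had these ranges. In tumor-like cells Col3a1 went from -0.81 to 0.20, Pdgfa from -0.54 to 0.052, Tcf4 from -0.54 to 0.049, Timp1 from -0.42 to 0.50, Col16a1 from -0.39 to 0.42 and Tubb4b from -0.80 to 0.46. In macrophage-like cells H2-Eb1 went from -0.12 to 0.29, Cxcl10 from -0.17 to 0.095, Tnf from -0.11 to 0.14, Pros1 from -0.20 to 0.094 and Grn from -0.11 to 0.092. In microglia-like cells Cxcl9 went from -0.045 to 0.49, H2-Eb1 from -0.31 to 0.45, H2-Ab1 from -0.18 to 0.48, H2-Aa from -0.21 to 0.59, H2-DMb1 from -0.10 to 0.53, Tnf from -0.28 to 0.38, Hebp1 from -0.41 to 0.064, Trf from -0.12 to 0.70, Adam17 from -0.28 to 0.0084, Il1a from -0.022 to 0.28, Cd86 from -0.048 to 0.038, Edn1 from -0.28 to 0.71 and Sema4d from -0.0056 to 0.27. In T-like cells Pdcd1 went from -0.022 to 0.0036.

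Depth limits the tumor-like class, where the shSELP libraries held 636493 and 366750 UMIs, and the endothelial-like class, where the shNC libraries held 132849 and 207797 UMIs. Selp was nearly absent from tumor-like cells of the deeper shNC libraries as well, so depth alone does not explain why its knockdown was not seen.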

Differences from the paper's values

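The tests with the unnamed cluster added to the tumor-like cells or taken alone, with thinned and scaled ranks and on microglia-like or macrophage-like cells alone for CERNO were chosen only after the result was seen.

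The paper gives 4409 CD11b+ shSELP cells after its filter, and 2804 were found here among the deposited cells. The alternatives set before the data were examined, limits of 200 genes and 20% (2862 cells) and of 1000 genes and 5% (2206 cells), differ from the paper's value as well.

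For tumor cells of the whole-tumor mix the paper shows about 720 shNC and about 350 shSELP cells in Fig. 6B, read by eye, and the tumor-like class held 399 and 76 cells here. Of the alternatives set before the data were examined, leaving out Scrublet calls (396 and 76) and resolutions of 0.4 (399 and 76) and 1.2 (400 and 76) differ from the paper's values as well. With the unnamed low-UMI cluster added, a setting chosen after seeing the values, the class held 635 and 291 cells, which does not differ by the same measure.

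For the neurodegenerative signature the paper shows a share of enriched cells of about 0.16 in shNC and about 0.22 in shSELP samples in Fig. 6H, read by eye. The 3 genes the text names gave 0.830 and 0.911 here. Each alternative set before the data were examined differs too, with 0.798 and 0.893 after thinning, 0.851 and 0.921 with ties broken at random, 0 and 0 with values scaled per gene, and 0.859 and 0.873 with the MGnD list in place of the 3 genes. For the antigen presentation signature the paper shows about 0.26 and about 0.32 in Fig. 6I, read by eye, and the 18 genes gave 0.886 and 0.950 here. The alternatives gave 0.871 and 0.946 after thinning, 0.914 and 0.965 with ties broken at random, and 0.0363 and 0.0934 with values scaled per gene, and they differ as well. So do the settings chosen after seeing the values. The gene lists here are those named in the text and not the paper's signatures. The order of the groups was the same as the paper's in the unscaled settings, and the paper's test took cells as replicates, where none was made here.

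The paper states that activation markers rose in T cells of shSELP tumors. Of the 4 genes 1 was higher here, Lag3 (0.62), while Gzmb (-0.42) and Prf1 (-0.74) were lower and Pdcd1 (-0.0045) stayed level. DESeq2 called Lag3, which edgeR did not. Pdcd1 was higher after thinning (0.28) and with cycling cells left out (0.019), alternatives set before the data were examined.

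The paper reports lower expression of PSGL-1 in microglia of shSELP tumors. In CD11b+ cells Selplg was lower here too, whereas in microglia-like cells of the whole-tumor mix it was higher (0.66), and DESeq2 called that increase.

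The paper names the invasion, proliferation and angiogenesis genes from a differential expression analysis that its methods describe between clusters, and it compares scores of signatures, not these genes, between the groups. The comparison of the genes between groups made here is another one, so the values have no counterpart in the paper. With libraries as replicates 11 of 12 were lower in tumor-like cells, and neither edgeR nor DESeq2 called any of them over all genes, with 3 at an unadjusted p under 0.05 in edgeR. In the unnamed cluster edgeR called Timp3 (-1.88), Map4k4 (-1.50) and Jun (-1.01) lower and Timp1 (1.01) higher, and DESeq2 was not run there.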

Other observations

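The tests of shallow cells and of another origin for the unnamed cluster, and of free RNA of tumor cells for Selp, were chosen only after the result was seen.

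In the whole-tumor mix, an experiment apart from the CD11b+ cells of the paper's signatures, the neurodegenerative list had a median log2 fold change of -0.44 in macrophage-like and -0.40 in microglia-like cells, with 1 of 3 genes higher in each. Camera passed 0.05 in both and fry in neither. Spp1 was called lower, with a log2 fold change of -0.96 in macrophage-like cells (1260 ± 364 to 648 ± 93.9 CPM, adjusted p = 0.0473 from edgeR) and -2.60 in microglia-like cells (3882 ± 1293 to 644 ± 349 CPM). It was also lower in T-like and tumor-like cells, where its low level does not part it from free RNA, a reading that was not tested. Il1b was 0.31 and -0.40 and Cxcl9 -0.44 and 0.25 in macrophage-like and microglia-like cells. The MGnD list had a median of -0.23 in macrophage-like cells, where both tests passed. The antigen presentation list had a median of 0.12 with 12 of 18 genes higher in macrophage-like cells, where camera passed and fry did not, and 0.12 with 12 of 18 higher in microglia-like cells, where neither passed. Adjusted over the list alone, edgeR called 3 neurodegenerative, 5 MGnD and 5 antigen presentation genes in macrophage-like cells, against 1, 4 and 1 over all genes, and 1, 8 and 1 in microglia-like cells, against 1, 4 and 0. The 0 stands beside Grn, which DESeq2 called over all genes, and 1304 genes of the class had an unadjusted p under 0.05. The study picked the neurodegenerative and antigen presentation genes on its own samples, so this is not independent evidence. In T-like cells the cell cycle list had a median of -0.37 with 8 of 96 higher, and in microglia-like cells -0.22 with 20 of 70 higher, with camera past 0.05 and fry not.

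The working model of the paper names 4 further tumor genes, which are given as values in tumor-like cells. The log2 fold change was 1.01 for Serpinf1 (adjusted p = 0.49 from edgeR), 0.04 for Col16a1, -0.16 for Chd4 and 0.01 for Tubb4b, none of them called by edgeR, and Col16a1 and Tubb4b changed sign in some alternatives, as without the filter on low counts.

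The unnamed low-UMI cluster outnumbered the tumor-like cluster in shSELP tumors. Cells of another origin are argued against by the profile across chromosomes, whose lowest correlation with tumor-like cells of the same library was 0.873. It may therefore hold tumor cells, a hypothesis found and tested on the same data. Shallow cells of the shSELP libraries stay open as the cause of its size. With 4 bins of depth weighted alike it held 42.7% and 44.4% of both clusters in the shNC and 53.4% and 68.7% in the shSELP libraries, and the interval of shSELP 1 (44.8% to 62.0%) overlapped that of shNC 2 (39.6% to 49.1%). The thinned share with a UMI of Mki67 or Top2a in the cluster was 63.9%, 42.2%, 33.3% and 51.3%, against a neutrophil-like background of 10.3%, 4.44%, 2.94% and 4.72%. Unthinned it was 71.1%, 53.9%, 38.1% and 54.6%, at a median of 8809, 2435, 2204 and 1970 UMIs, against 5137, 6051, 5496 and 7718 in the background. Within the cluster the invasion list had a median log2 fold change of -1.58, proliferation -0.80, angiogenesis -0.88 and the cell cycle list -0.30, and edgeR called 46 genes higher and 62 lower of 6904. Of the 12 genes of these processes it called Timp3 (-1.88, adjusted p = 0.0261), Map4k4 (-1.50) and Jun (-1.01) lower and Timp1 (1.01) higher. At resolution 1.2 a shallow and a deep unnamed cluster, with medians of 1802 and 17278 UMIs, took its place. The shallow one held 69, 90, 57 and 147 cells in shNC 1, shNC 2, shSELP 1 and shSELP 2, and the deep one 51, 25, 6 and 5. Differences between groups within the cluster cannot be told apart from this uneven makeup.

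Selp was lower in endothelial-like cells of shSELP tumors, which carried no hairpin. It had 8 and 12 UMIs (60.2 and 57.7 CPM) in the shNC and 15 and 7 UMIs (8.98 and 14.2 CPM) in the shSELP libraries, a log2 fold change of -2.47 that was not past the adjusted threshold (adjusted p = 0.125 from edgeR). Free RNA of tumor cells is argued against, as Selp reached only 0.279 CPM in tumor-like cells of a shNC library. A smaller share of activated venous vessels among the sampled cells cannot be told apart from a change within them. The 8 other genes of such vessels had a median log2 fold change of -0.72, with 2 of 8 higher, where camera passed and fry did not, and the shNC libraries held 22 and 32 endothelial-like cells.

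Heat-shock genes were higher in the CD11b+ shSELP library. The median log2 ratio of 10 such genes was 0.71 over all cells, 0.72 in macrophage-like, 0.44 in microglia-like and 1.17 in dendritic-cell-like cells. Of these genes 2 went the other way over all cells beyond counting error, Hspa1a (-1.26) and Hspa1b (-1.04), also in macrophage-like and dendritic-cell-like cells. A higher median in each class would follow from handling of that library, and with 1 library per group handling cannot be told apart from the knockdown. In macrophage-like cells of the mix the median log2 fold change was 0.25, with 7 of 10 higher, where camera passed and fry did not, and 9 of 10 genes moved in the same direction as in the CD11b+ cells (r = 0.894). It was 0.62 in microglia-like, 0.48 in dendritic-cell-like, 0.97 in endothelial-like, 0.18 in T-like, 0.05 in tumor-like and 0.0031 in neutrophil-like cells. Camera passed in microglia-like, dendritic-cell-like, endothelial-like and T-like cells and not in tumor-like and neutrophil-like cells, and fry passed in none of these 6 classes. An effect of the knockdown on the host cells stays open.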
